# Identification of asporin as a HER3 ligand exposes a therapeutic vulnerability in prostate cancer

**DOI:** 10.1172/jci.insight.187151

**Published:** 2025-08-22

**Authors:** Amanda B. Hesterberg, Hong Yuen Wong, Jorgen Jackson, Monika Antunovic, Brenda L. Rios, Evan Watkins, Riley E. Bergman, Brad A. Davidson, Sarah E. Ginther, Diana Graves, Elliott F. Nahmias, Jared A. Googel, Lillian B. Martin, Violeta Sanchez, Paula I. Gonzalez-Ericsson, Quanhu Sheng, Benjamin P. Brown, Jens Meiler, Kerry R. Schaffer, Jennifer B. Gordetsky, Ben H. Park, Paula J. Hurley

**Keywords:** Cell biology, Oncology, Oncogenes, Prostate cancer, Signal transduction

## Abstract

Cancer-associated fibroblasts (CAFs) are part of the tumor microenvironment (TME) that enable cancer cells to establish metastases, but the mechanisms of these interactions are not fully known. Herein, we identified a paracrine mechanism in which CAF-secreted asporin (ASPN) activated ErbB signaling and subsequent migration of adjacent prostate cancer cells. Our data support that ASPN bound directly to the ligand binding domain of human epidermal growth factor 3 (HER3) and induced HER2/HER3 heterodimerization and activation of the PI3K, MAPK, and calcium pathways. Genetic and therapeutic inhibition of HER2/HER3 ablated ASPN-induced signaling and migration. Clinically, *ASPN* was detected in the stroma of HER2/HER3-expressing human metastatic prostate cancer, supporting the clinical relevance of these findings and highlighting a potential therapeutic vulnerability. Antibody-drug conjugate (ADC) therapies designed to target HER2 (trastuzumab-deruxtecan) or HER3 (patritumab-deruxtecan) significantly diminished prostate cancer cell growth in vitro and tumor size in vivo, despite *Aspn* in the TME. Collectively, these findings indicate ASPN functions as a HER3 ligand to induce cellular migration, and inhibition with anti-HER2 or anti-HER3 ADC therapies highlights potential clinical utility for patients with metastatic castration-resistant prostate cancer that expresses HER2 or HER3.

## Abstract 2

Stroma-secreted ASPN is a HER3 ligand, and ASPN-induced HER2/HER3-signaling and migration in prostate cancer cells can be inhibited with HER2/HER3 targeted therapies.

## Introduction

Rates of prostate cancer incidence and advanced-stage diagnoses are increasing (1, 2). Androgen deprivation therapy (ADT) in combination with novel hormonal therapies, including apalutamide, darolutamide, enzalutamide, and abiraterone, remains the current standard of care for patients with metastatic prostate cancer, sometimes with the addition of chemotherapy (3, 4). Despite initial responses, nearly all patients with advanced disease progress to metastatic castration-resistant prostate cancer (mCRPC), a lethal form of the disease. There is an urgent unmet need to understand the mechanisms driving prostate cancer progression and to identify alternative therapies for patients living with mCRPC.

It is well established that the ErbB family of receptors, including EGFR, human epidermal growth factor 2 (HER2), HER3, and HER4, stimulate tumor progression in many cancer types (5–10). Although genomic alterations in *ErbB* genes are uncommon in prostate cancer, emerging evidence suggests ErbB signaling serves an important role in advanced-stage disease, and targeting these receptors may have therapeutic potential (11–16). Ligand activation of ErbB signaling occurs by autocrine signaling within cancer cells or by paracrine interactions with the tumor microenvironment (TME). A major paracrine mechanism by which cancer cells interact with the TME is through intercellular crosstalk with cancer-associated fibroblasts (CAFs) (17, 18). CAFs are an abundant and heterogeneous population of cells with pleiotropic roles in cancer, and interactions between CAFs and cancer cells alter multiple tumor-related factors, including angiogenesis, extracellular matrix deposition, immune cell infiltration, migration, and therapy resistance (19, 20). A prior report demonstrated that neoadjuvant ADT induced prostate CAF secretion of the HER3 ligand, neuregulin 1β (NRG1β), in nearly a fifth of localized prostate cancers and increased resistance to antiandrogens through HER3 signaling in adjacent cancer cells (21). Identification of additional CAF-secreted factors that stimulate prostate cancer progression may reveal new therapeutic targets for patients with advanced-stage disease.

Asporin (ASPN) is a key developmental mesenchymal stromal gene that is reactivated in prostate CAFs and secreted as an extracellular protein into the TME (22–27). Elevated ASPN expression in the TME of localized prostate cancer is associated with increased grade and worse oncologic outcomes, including metastasis (23, 28–30). Patients with advanced prostate cancer have detectable levels of ASPN in their blood (31) as well as elevated stromal ASPN expression at metastatic sites (23). Functional studies have shown that secreted ASPN alters prostate cancer cell phenotypes by increasing cell migration and metastatic potential as demonstrated in both the B6CaP and PC3 models (23, 28, 32). While ASPN has been shown to regulate cancer cell migration through EGFR (33), TGF-β (34), and CD44 (35) in other cancer types, the mechanisms by which ASPN mediates prostate cancer migration are not fully known.

In this study, we sought to identify the molecular interactions between cancer-associated stromal ASPN and prostate cancer cells. We demonstrate that ASPN is a ligand of HER3 and induces HER3 heterodimerization with its preferred dimerization partner, HER2 (36). ASPN activates established ErbB-associated pathways, including PI3K, MAPK, and calcium signaling, in multiple prostate cancer cell lines to promote cell migration. Genetic and molecular inhibition of HER2/HER3 mitigates ASPN-induced signaling and cell migration, suggesting these receptors are required for paracrine activation by ASPN. Stromal expression of *ASPN* in the TME of HER2/HER3-expressing metastatic prostate cancers is frequently observed in patient samples, supporting the clinical relevance of these findings and highlighting a potential therapeutic vulnerability. Importantly, antibody-drug conjugate (ADC) therapies designed to target HER2 or HER3 significantly diminish prostate cancer cell growth in vitro and tumor size in vivo, despite ASPN in the TME. Together, these results identify ASPN as a HER3 ligand and suggest potential clinical utility of anti-HER2 or anti-HER3 ADCs for the treatment of metastatic prostate cancer.

## Results

### Stroma-secreted ASPN activates HER2/HER3 in prostate cancer cells.

Prior studies have shown that ASPN^+^ CAFs are associated with increased Gleason pattern (24, 25, 28), worse oncologic outcomes including metastasis (28, 30), and therapy-resistant metastases (23); these findings are highlighted in representative patient samples (Figure 1A). As a secreted protein, ASPN has been shown to communicate throughout the TME to orchestrate cancer cell migration and metastatic development (23, 28, 34, 35, 37), yet the mechanisms driving these functions are not well defined. 

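MyC-CaP is a mouse prostate cancer cell line that responds to androgen, and ASPN (asporin) is a protein that fibroblasts of the tumor stroma secrete. The RNA-Seq data of MyC-CaP cells treated with ASPN were re-analyzed from the deposited counts, and the LNCaP libraries were not analysed here. Cells were first starved of serum and calcium, and were collected at time 0 or after 12 or 24 hours with 100 ng/mL recombinant mouse ASPN, with 3 replicate libraries per time. The sample labels give ASPN as the treatment of the time 0 libraries too, whereas the paper compares 12 and 24 hours with time 0, and these libraries were used as time 0. Cells kept for 12 or 24 hours without ASPN are not among the 9 libraries, so every comparison with time 0 holds both the ASPN treatment and the hours in culture after the starvation. The methods name a buffer treatment, but no buffer library of 12 or 24 hours is among the 9, and the medium during the treatment is not stated. The authors sequenced TruSeq mRNA libraries as paired-end reads, aligned the reads to the mouse genome (GRCm38) with STAR and counted the reads on each gene with featureCounts. The deposited table holds these raw counts, without normalization, for 15384 protein-coding genes. The counts on these genes totaled 43654461 to 51356250 per library at time 0 (median 46444105, n = 3), 41881191 to 44766173 at 12 hours (median 43583511, n = 3) and 44779129 to 52993821 at 24 hours (median 52696255, n = 3). At this depth, 3 counts of a gene correspond to 0.0566 to 0.0716 CPM (counts scaled by library total). Counts differed by more than sampling noise in each of the 9 same-time pairs of libraries (chi-square of 3.48 to 18.2 per degree of freedom). Each library was counted as 1 replicate. The methods state that cells were plated in triplicate, and the labels number the libraries as biological replicates. Whether the 3 libraries of a time come from separate experiments is not stated. The tests therefore measure the spread between these libraries, which may be that between wells of 1 experiment.
For each comparison, genes with low counts were removed with edgeR's filterByExpr, the 6 libraries were scaled with the TMM method and the genes were tested with edgeR's quasi-likelihood test. Genes with a Benjamini-Hochberg adjusted p-value of 0.05 or less and a fold change of at least 1.5 were called differentially expressed, which are the thresholds of the paper. Over the 9 libraries, the TMM factors were 1.04 to 1.07 at time 0, 1.04 to 1.05 at 12 hours and 0.898 to 0.911 at 24 hours, so that the scaling differed more between 24 hours and the earlier times than among the replicates. The 10 genes with the most counts took 7.51% to 8.02% of the counts of a library at time 0, 7.67% to 7.80% at 12 hours and 9.81% to 10.1% at 24 hours.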

To elucidate the molecular interactions between secreted ASPN and prostate cancer cells, human (LNCaP) and mouse (MyC-CaP) prostate cancer cells were treated with recombinant human or mouse ASPN, respectively, for 0, 12, and 24 hours and then assessed by RNA sequencing (RNA-Seq). 

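In MyC-CaP cells, 182 of 11410 tested genes (1.60%) were differentially expressed after 12 hours with ASPN relative to time 0, of which 171 were higher and 11 were lower. After 24 hours, 3298 of 11444 tested genes (28.8%) were differentially expressed, of which 1374 were higher and 1924 were lower. Between 12 and 24 hours, 2924 of 11394 tested genes differed, with 1184 higher and 1740 lower at 24 hours. The CPM values of the 3 libraries of one time lay entirely above or below those of the 3 libraries of time 0 for 3091 genes (27.1%) at 12 hours and for 8463 genes (74.0%) at 24 hours, where chance gives 10% for 3 libraries against 3. Without the fold-change threshold, which was the alternative that moved these counts most, 1178 genes at 12 hours and 8119 genes at 24 hours had an adjusted p-value of 0.05 or less. With each of the 6 libraries left out in turn, 148 to 198 genes were called at 12 hours and 3248 to 3312 at 24 hours. With the replicate number as a block, 172 genes (164 higher, 8 lower) were called at 12 hours, 3247 (1342 higher, 1905 lower) at 24 hours and 2926 (1183 higher, 1743 lower) between 12 and 24 hours. Over all tested genes, the deviations of libraries with the same replicate number had a mean correlation of -0.02 between time 0 and 12 hours, -0.06 between time 0 and 24 hours and 0.02 between 12 and 24 hours. More genes were called lower than higher at 24 hours under each scaling, with 1430 higher and 1875 lower with RLE factors, 1510 and 1802 with upper-quartile factors, and 698 and 3008 with total counts, where the median log2 fold change of all tested genes was -0.24. After a correction for transcript length and GC content the numbers were nearly equal, with 1514 higher and 1513 lower. Total counts and this correction were added after the data were seen. Of the genes called at 12 hours, 141 were also called at 24 hours, 136 of them in the same direction, and 125 of the 171 genes higher at 12 hours were also called higher at 24 hours. Both comparisons share the time 0 libraries, which alone can make the changes at 12 and 24 hours agree. No value without this sharing was computed, so the agreement is only described. Across the 11340 genes tested at both times, which are not independent replicates, the log2 fold changes had a Spearman correlation of 0.37.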

Extracellular ASPN induced widespread transcriptional changes in LNCaP and MyC-CaP (Figure 1, B–E, and Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.187151DS1). 

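GSEA with the Oncogenic Signatures was not repeated, because these gene sets were not used here. In their place, 10 short lists, written as genes that a pathway induces, were fixed before the counts were examined. Each list was compared with all other tested genes with limma's camera test on the edgeR counts. Benjamini-Hochberg adjustment was over the 30 tests of 10 lists in 3 comparisons. The NF-kB list of inflammatory genes was written with the genes labeled in Figure 1, D and E, in view, which are the paper's calls on the same libraries, so its values describe these genes and no p of the list is given. At 12 hours, all 22 tested genes of this list were higher than at time 0, with a median log2 fold change of 2.84, and 21 of them were called differentially expressed, whether the p-values were adjusted over all tested genes or over the list alone (21). At 24 hours, all 23 tested genes of the NF-kB list were higher, with a median log2 fold change of 2.82, and 22 were called. The list of YAP/TAZ-induced genes had a mean log2 fold change of 0.41 (SD 0.59 across 15 genes) at 12 hours, with 13 of 15 genes higher and 2 called, Ccn1 and Ankrd1 (limma's camera test, Benjamini-Hochberg adjusted p = 3.8e-17). At 24 hours its mean was 0.17 (SD 1.01), with 7 of 15 genes higher, 5 called higher and 3 called lower (limma's camera test, Benjamini-Hochberg adjusted p = 0.21). After the correction for transcript length and GC content this mean was 0.34 (limma's camera test, Benjamini-Hochberg adjusted p = 0.031). Under total-count scaling it was -0.048 (adjusted p = 0.27 from the same test). The list of ERK pathway output genes had a mean of 0.26 (SD 0.56 across 12 genes) at 12 hours, but a median of 0.02, with 7 of 12 genes higher and 2 called, Ier3 and Phlda1 (limma's camera test, Benjamini-Hochberg adjusted p = 1.5e-07). At 24 hours the ERK list had a mean of 0.68 (SD 1.47) but a median of 0.36, with Egr1 the highest at 4.35. Of its 12 genes, 8 were higher, with 4 called higher and 3 called lower (limma's camera test, Benjamini-Hochberg adjusted p = 8.4e-04). For the list of E2F-induced genes, which RB1 represses, 28 of 30 genes were higher at 24 hours, with a mean of 0.65 (SD 0.36), and 19 were called, all higher (limma's camera test, Benjamini-Hochberg adjusted p = 8.7e-08). Of the 8 genes of the Hedgehog list, 4 were tested at 24 hours, with a mean of -0.82 (SD 0.58, limma's camera test, Benjamini-Hochberg adjusted p = 0.083). Of these 4, Gli1, Ptch1 and Sufu were called lower and Cdon was not called. Sufu and Cdon are components of the pathway rather than standard genes that it induces. Gli1 (-1.27) and Ptch1 (-0.99) are genes that it induces, so the mean of the list is not a measure of pathway output.
The correlation assumed between the genes of a list was the choice that moved these tests most. With this correlation estimated from the libraries in place of camera's preset value of 0.01, the adjusted p (limma's camera test on edgeR counts, Benjamini-Hochberg) of the YAP/TAZ list at 12 hours was 0.015, that of the ERK list was 0.12 at 12 hours and 0.40 at 24 hours, and that of the E2F list at 24 hours was 0.40. Over the 12 alternatives, the adjusted p (limma's camera test on edgeR counts, Benjamini-Hochberg) ranged from 5.9e-22 to 0.015 for the YAP/TAZ list at 12 hours, from 5.5e-08 to 0.12 for the ERK list at 12 hours, from 1.7e-04 to 0.40 for the ERK list at 24 hours and from 6.5e-10 to 0.40 for the E2F list at 24 hours. With the replicate number as a block, the mean log2 fold changes at 12 hours were 3.35 for the NF-kB list, 0.41 for the YAP/TAZ list and 0.26 for the ERK list, and those at 24 hours were 0.65 for the E2F list and -0.83 for the Hedgehog list, while the mean correlation of the deviations of libraries with the same number was -0.02 for 12 hours and -0.06 for 24 hours.
Map2k1, Vegfa, Ccnd1 and Yap1 mRNA changed less than 1.5-fold at 12 hours. The paper's signatures named after these genes are sets of genes, so the mRNA of the named gene alone does not test them. The log2 fold change was 0.04 for Map2k1 (MEK1; SE 0.04), 0.10 for Vegfa (SE 0.05), 0.11 for Ccnd1 (cyclin D1; SE 0.03) and -0.01 for Yap1 (SE 0.03), of which Ccnd1 alone had an adjusted p of 0.05 or less (0.033 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.062 with the replicate block). Over the 12 alternatives, this adjusted p for Ccnd1 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment or the alternative's own test) ranged from 0.012 to 0.21, and it reached 0.17 with single libraries left out. At 24 hours Ccnd1 was lower than at time 0, by a log2 fold change of -0.61 (SE 0.05, adjusted p = 1.6e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which fell short of 1.5-fold under 3 of 12 alternatives, with upper-quartile scaling (-0.58) and after the length and GC correction without the block (-0.45) and with it (-0.45), and in 1 of the 6 analyses that each left out 1 library (-0.56). The sign of the Map2k1 change at 12 hours depended on the replicates, from -0.01 to 0.08 with each library left out in turn.

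**Figure D1:**
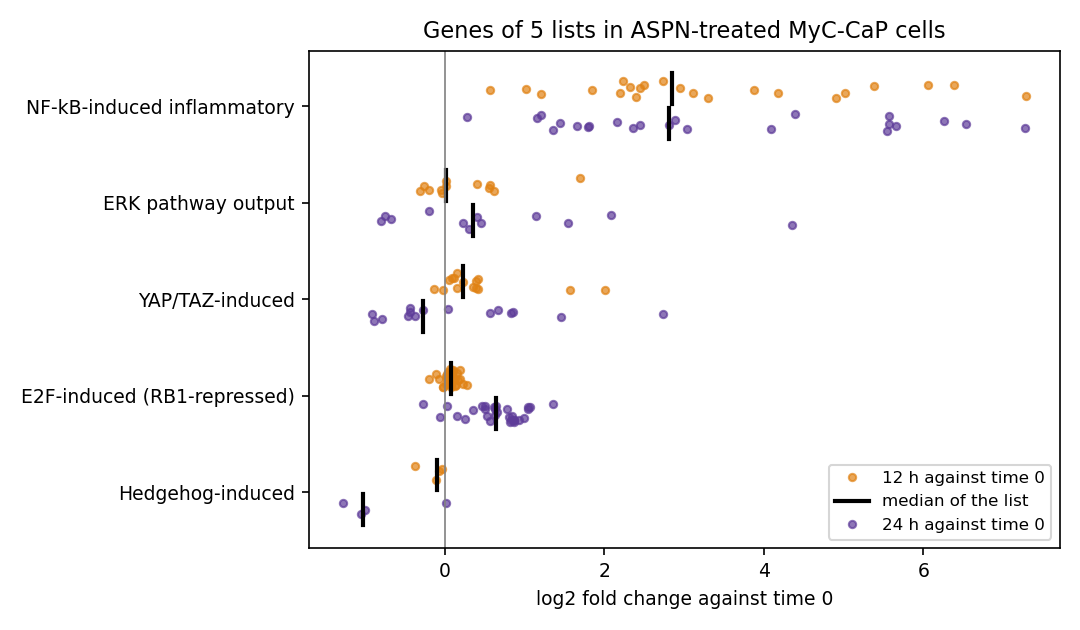
log2 fold changes (x axis) of the tested genes of 5 gene lists (y axis) in MyC-CaP cells after 12 hours (orange) and 24 hours (purple) with ASPN relative to time 0. Each point is 1 gene, from 3 libraries per time, and each black bar is the median of a list, for example 2.84 for the NF-kB list at 12 hours and 0.02 for the ERK list at 12 hours.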

Comparison of overlapping Oncogenic Signatures from gene set enrichment analysis (GSEA) between ASPN-treated LNCaP and MyC-CaP showed an early enrichment of ERBB2, MEK, VEGF-A, cyclin D, YAP, and inflammatory-specific mRNA signatures at 12 hours, while signatures associated with RB1 loss and activation of E2F1 and SHH were enriched at 24 hours (Figure 1, F and G, and Supplemental Figure 1, B–F). 

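In the MyC-CaP libraries behind these signatures, the mRNAs of 3 ErbB receptors were expressed at every time. Erbb2 (ENSMUSG00000062312.5; chromosome 11, 98412470 to 98437716 in GRCm38), which encodes HER2, had 189 ± 6.4 CPM (SD, n = 3) at time 0, 196 ± 2.9 (SD, n = 3) after 12 hours with ASPN and 97.1 ± 8.9 (SD, n = 3) after 24 hours. Its change at 12 hours was within the spread of the replicates, with a log2 fold change of 0.06 (SE 0.03, adjusted p = 0.37 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At 24 hours Erbb2 mRNA was lower than at time 0, by a log2 fold change of -0.96 (SE 0.06, adjusted p = 9.7e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the 3 libraries of 24 hours lay below all of time 0. Correction for transcript length and GC content, an alternative added after the data were seen, moved this value most toward 0, to -0.67, and total-count scaling moved it to -1.18. With the replicate number as a block it was -0.96, with a mean correlation of the deviations of same-numbered libraries of -0.06. Erbb3 (ENSMUSG00000018166.8; chromosome 10, 128567523 to 128589652), which encodes HER3, had 77.0 ± 5.7 CPM (SD, n = 3) at time 0, 78.5 ± 3.6 (SD, n = 3) at 12 hours and 56.0 ± 1.3 (SD, n = 3) at 24 hours. Its log2 fold change was 0.03 (SE 0.05) at 12 hours, with a sign that changed when single libraries were left out, and -0.46 (SE 0.05, adjusted p = 5.3e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) at 24 hours, short of 1.5-fold except with total-count scaling (-0.68). Egfr (ENSMUSG00000020122.16; chromosome 11, 16752203 to 16918158) had 60.0 ± 0.40 CPM (SD, n = 3) at time 0, 54.1 ± 1.1 (SD, n = 3) at 12 hours and 44.7 ± 0.56 (SD, n = 3) at 24 hours, with log2 fold changes of -0.15 (SE 0.04, adjusted p = 0.013 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -0.42 (SE 0.04, adjusted p = 1.3e-06 from the same test), and the 3 libraries of each time lay below all of time 0. At 12 hours the adjusted p of Egfr (edgeR's quasi-likelihood test, Benjamini-Hochberg) reached 0.085 with single libraries left out, and at 24 hours Egfr passed 1.5-fold only with total-count scaling (-0.65). Erbb4 (chromosome 1, 68032186 to 69108059), which encodes HER4, had 1 count in all 9 libraries together, so its mRNA was not detectable above the floor of 3 counts per library. Aspn mRNA itself was near this floor, with 0 to 9 counts per library. These values are mRNA levels and do not measure phosphorylation.

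**Figure D2:**
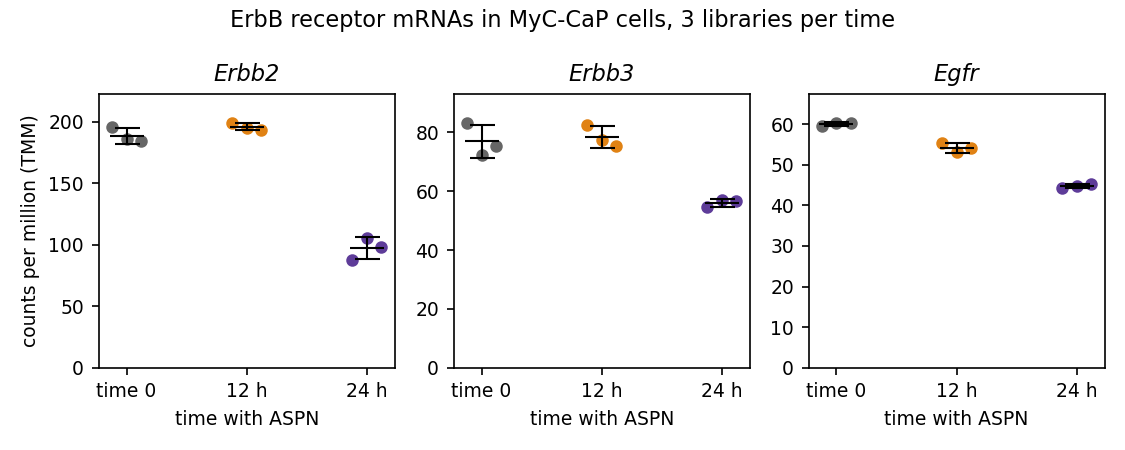
CPM (y axis, TMM scaled, starting at 0) of Erbb2, Erbb3 and Egfr in MyC-CaP cells at time 0 and after 12 and 24 hours with ASPN (x axis). Points are single libraries, and bars are the mean and SD of 3 libraries; Erbb2 fell from 189 CPM at time 0 to 97.1 at 24 hours.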

ErbB2 (HER2) was an especially compelling candidate to assess for extracellular ASPN-induced activation as it is a cell surface receptor and member of the ErbB family that also includes EGFR, HER3, and HER4. To verify ASPN-induced HER2 pathway activation in human prostate cancer cells, androgen-responsive (LNCaP and VCaP), androgen receptor (AR) inhibitor–resistant (enzalutamide) (LNCaP^enzaR^ and VCaP^enzaR^), and androgen-insensitive (PC3, DU145) prostate cancer cells were treated with recombinant human ASPN and assessed by immunoblotting. Additionally, mouse androgen-responsive (MyC-CaP) prostate cancer cells were treated with recombinant mouse ASPN. Consistent with GSEA findings, recombinant ASPN induced activating phosphorylation of HER2 in all prostate cancer cell lines analyzed (Figure 1H and Supplemental Figure 2, A–D). ASPN also induced activating phosphorylation of HER3 (ErbB3), an ErbB family member that can heterodimerize with HER2 (36) (Figure 1H and Supplemental Figure 2, A–D). Interestingly, ASPN-induced phosphorylation of the ErbB family member EGFR at Y845 or Y1173 was undetectable to low in most prostate cancer cell lines assessed, including LNCaP, VCaP, LNCaP^enzaR^, VCaP^enzaR^, DU145, and MyC-CaP, especially in comparison with EGF-induced EGFR activation (Supplemental Figure 2, E–J). However, EGFR was phosphorylated in PC3 in response to ASPN, suggesting ASPN-induced receptor heterodimerization promiscuity exists between some cell lines (Supplemental Figure 2, C and D). The total expression of the other ErbB family member, HER4 (ErbB4), was low or undetectable in most prostate cancer cell lines assessed (Supplemental Figure 2K). Collectively, these findings support that extracellular ASPN is an activator of HER2 and HER3 in prostate cancer cells.

### ASPN-induced signaling overlaps but is distinct from NRG1β, a HER3 ligand.

HER2/HER3 activation induces downstream signaling of multiple pathways, including PI3K/AKT (38), MAPK/ERK (39), and calcium signaling (6, 40). Consistent with HER2/HER3 activation, recombinant ASPN induced activating phosphorylations on AKT, ERK, and calcium pathway members (PLCγ, calcium/calmodulin-dependent protein II [CAMKII]) in human and mouse prostate cancer cells (Figure 2, A–D, and Supplemental Figure 2, A–D). HER2/HER3 signaling was also reproducible in human prostate cancer cells treated with conditioned media (CM) from patient-derived prostate CAFs (PCAFs) that express endogenous ASPN, supporting a paracrine interaction model (Supplemental Figure 2, L–N). Furthermore, recombinant ASPN-induced HER2/HER3 activation and downstream signaling in LNCaP and MyC-CaP showed similar patterns to the established HER3 ligand, NRG1β, but with altered kinetics and intensity when compared with NRG1β molar equivalents (41, 42) (Figure 3, A–D). In contrast with ASPN, NRG1β significantly induced EGFR phosphorylation in LNCaP and MyC-CaP, suggesting that ASPN has an overlapping, but distinct, ErbB activation profile compared with NRG1β (Figure 3, A–D). To compare ASPN and NRG1β signaling further, LNCaP and MyC-CaP were treated with recombinant NRG1β and assessed by RNA-Seq at 0, 12, and 24 hours (Figure 3, E and F). Comparison of overlapping Oncogenic Signatures by GSEA between ASPN and NRG1β-treated LNCaP and MyC-CaP cells showed enrichment of signatures associated with YAP, cyclin D, and immune signaling at 12 hours (Figure 3G and Supplemental Figure 3, A and B). In contrast with ASPN, ERBB2-downregulated genes were enriched at 12 hours in NRG1β-treated cells despite phosphorylation of HER2, HER3, and EGFR at earlier time points (Figure 3, A–D, and Supplemental Figure 3A). Signatures associated with RB1 loss and upregulation of E2F1 and SHH were observed at both 12 and 24 hours in NRG1β-treated cells while these changes were not observed until 24 hours in ASPN-treated cells (Figure 1G; Figure 3, G and H; and Supplemental Figure 3, A–D). 

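For ASPN-treated MyC-CaP cells, the difference between the 2 times was tested directly on the libraries of 12 and 24 hours. The E2F-induced list had a mean log2 fold change of 0.07 (SD 0.10 across 30 genes) at 12 hours relative to time 0, with 25 of 30 genes higher, 0 called and 8 with an unadjusted p under 0.05 (limma's camera test on edgeR counts, Benjamini-Hochberg adjusted p = 0.24). Over the 12 alternatives this adjusted p (limma's camera test, Benjamini-Hochberg) was 0.0497 to 0.84, of which that with limma-voom (0.0497) passed the threshold, as did 1 of the 6 analyses that each left out 1 library. From 12 to 24 hours, the list rose by a mean of 0.59 (SD 0.35), with 28 of 30 genes higher and 18 called, all of them higher (limma's camera test, Benjamini-Hochberg adjusted p = 2.7e-08). With the replicate number as a block this mean was 0.59, with a mean correlation of the deviations of same-numbered libraries of 0.02. With the correlation between genes estimated from the libraries, the difference no longer passed the threshold (limma's camera test, Benjamini-Hochberg adjusted p = 0.40, the highest of the 12 alternatives). E2f1 (ENSMUSG00000027490.17; chromosome 2, 154559407 to 154569892 in GRCm38) had 16.5 ± 0.83 CPM (SD, n = 3) at time 0, 17.3 ± 0.83 (SD, n = 3) at 12 hours and 28.8 ± 3.1 (SD, n = 3) at 24 hours, a log2 fold change of 0.75 from 12 to 24 hours (SE 0.08, adjusted p = 1.1e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Rb1 mRNA (ENSMUSG00000022105.6; chromosome 14, 73183673 to 73325822) was higher at 24 hours than at time 0, by a log2 fold change of 0.77 (SE 0.07, adjusted p = 2.9e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), after 0.04 (SE 0.06) at 12 hours. Gli1 (ENSMUSG00000025407.7; chromosome 10, 127329882 to 127341974), a gene that Hedgehog signaling induces, had 95 to 138 counts per library at time 0, 65 to 111 at 12 hours and 32 to 58 at 24 hours, a log2 fold change of -1.27 at 24 hours relative to time 0 (SE 0.27, adjusted p = 9.4e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The 4 tested genes of the Hedgehog list changed by a mean of -0.65 (SD 0.52) from 12 to 24 hours. This did not pass the threshold (limma's camera test, Benjamini-Hochberg adjusted p = 0.11). Among them, Sufu and Cdon are pathway components rather than standard genes that the pathway induces. The paper's signatures are sets of genes, so the mRNAs of E2f1, Rb1 and Gli1 alone do not test them. Libraries of NRG1β-treated cells and the gene Shh were not analysed here.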

Collectively, these findings demonstrate that like NRG1β, extracellular ASPN induces HER2 and HER3 activation and downstream signaling pathways, including PI3K/AKT, MAPK/ERK, and calcium signaling, in prostate cancer cells; however, ASPN-induced signaling and transcriptional changes demonstrate intensity, duration, and target repertoire differences compared with NRG1β.

### ASPN binds to the ligand binding domain of HER3.

Extracellular ASPN activates HER2 and HER3. However, it is not known if ASPN directly complexes with HER2 and HER3 or if ASPN activates signaling through indirect mechanisms. Although HER2 does not have a known ligand (40), NRG1 and NRG2 are well-established ligands for HER3 (43). HER3 lacks an activation domain and must heterodimerize with other ErbB family members to induce signaling (44). To begin to assess if ASPN binds to HER2 or HER3, we applied computational algorithms using AlphaFold-Multimer (v2.3) with Rosetta refinement. Predicted binding structures with ASPN and the HER2/HER3 heterodimer were generated, and a final structural model was chosen based on the docking funnel convergence and overall binding energy (Figure 4, A and B, and Supplemental Figure 4A). Based on the final structure, ASPN showed preferential binding to HER3 compared with HER2 and was predicted to bind at the HER3 ligand binding domain (domains I and III).

To determine if ASPN binds directly to HER3 as structural models suggest, cell-free immunoprecipitation assays with recombinant human proteins were employed. Recombinant human ASPN was incubated with recombinant human HER3-FLAG, HER2-FLAG, or PDGFRβ-FLAG and then immunoprecipitated with anti-FLAG beads. PDGFRβ-FLAG was chosen as a putative negative control because of the lack of reported interactions between ASPN and the PDGFRβ pathway. ASPN immunoprecipitated with recombinant HER3, not with HER2 or PDGFRβ (Figure 4C and Supplemental Figure 4, B and C). These findings support that ASPN directly binds to HER3.

ASPN and HER3 binding interactions were next evaluated in a cellular model using a proximity ligation assay (PLA). HEK293 cells, which do not express HER3 or ASPN, were transfected with HER3 and ASPN-FLAG and then assessed for HER3-ASPN binding by PLA using confocal microscopy (Supplemental Figure 2K). ASPN and HER3 showed significant protein interactions at the cell membrane compared with controls as measured by fluorescence (Figure 4, D and E). ASPN and HER3 interactions were further examined in cellular models using co-immunoprecipitation. HEK293 cells were transfected with human HER3-FLAG and human ASPN or an empty vector, immunoprecipitated with anti-FLAG beads, and then assessed for HER3 co-immunoprecipitation with ASPN and endogenous HER2 by immunoblotting. Both ASPN and endogenous HER2 co-immunoprecipitated with HER3 (Figure 4F). Endogenous HER2 also co-immunoprecipitated with overexpressed HER3 in the absence of ASPN. Binding interactions were then assessed in LNCaP prostate cancer cells using the same transfection and immunoprecipitation protocol. Consistent with HEK293 cells, both ASPN and endogenous HER2 co-immunoprecipitated with HER3-FLAG. Endogenous HER2 also co-immunoprecipitated with HER3-FLAG in the absence of ASPN (Figure 4G). To determine if ASPN induces binding of endogenous HER3 and endogenous HER2, PC3 cells were treated with recombinant human ASPN, immunoprecipitated for endogenous HER3, and then assessed for HER2 binding. Indeed, treatment with recombinant ASPN induced binding between endogenous HER3 and endogenous HER2 (Supplemental Figure 4D). Consistent with these findings, CM from ASPN expressing PCAFs also induced endogenous HER3 and endogenous HER2 binding in PC3 cells (Supplemental Figure 4E).

To establish if HER2 is necessary for ASPN complexing with HER3 in a cellular model, ASPN and HER3 binding interactions were evaluated in LNCaP HER2-KO cells, which were generated using CRISPR/Cas9 (Supplemental Figure 4, F and G). LNCaP HER2-KO cells were initially transfected with HER3-FLAG, HER2, and ASPN; immunoprecipitated with anti-FLAG beads; and then assessed for co-immunoprecipitation of HER3 with ASPN and HER2 by immunoblotting. Both ASPN and HER2 co-immunoprecipitated with HER3-FLAG (Figure 4H). LNCaP HER2-KO cells were then transfected with HER3-FLAG and ASPN, immunoprecipitated with anti-FLAG beads, and assessed by immunoblotting. In the absence of HER2, ASPN still bound with HER3 (Figure 4H).

Structural models support that ASPN has key interactions with the HER3 ligand binding domain (domains I and III) and potentially within the ligand pocket (domain II). To assess this experimentally, ASPN binding interactions were evaluated with HER3 without domain I (ΔI), domain III (ΔIII), or both domains I and III (ΔI/III). HEK293 cells, which do not express detectable levels of HER3, were transfected with ASPN and HER3ΔI-FLAG, HER3ΔIII-FLAG, or HER3ΔI/III-FLAG; immunoprecipitated with anti-FLAG beads; and then assessed for co-immunoprecipitation of ASPN with HER3 mutants. ASPN bound to HER3ΔI and HER3ΔIII but showed limited binding to HER3ΔI/III (Figure 4, I–K), supporting that domains I and III are key for ASPN binding to HER3. Collectively, these findings demonstrate that extracellular ASPN binds directly to the ligand binding domain of HER3, and this complex is capable of binding with HER2.

### HER3 and HER2 are key mediators of ASPN-induced signaling.

Our findings support a model in which ASPN binds directly to HER3, induces heterodimerization with HER2, and leads to activation of downstream pathway members AKT, ERK, PLCγ, and CAMKII in human and mouse prostate cancer cells. To determine the dependence of ASPN-induced signaling on HER3, LNCaP HER3 truncated knockdown (TKD) cells were generated using CRISPR/Cas9 with guides targeting the intracellular kinase domain. LNCaP HER3 targeted wild-type (TWT) control cells were also created, as these cells underwent the same gene-editing procedures but remained wild-type for HER3. Compared with LNCaP parental or LNCaP HER3 TWT cells, HER3 protein expression was truncated and reduced by approximately 90% in LNCaP HER3 TKD (Supplemental Figure 4, H and I). Independent clones of LNCaP HER3 TWT and LNCaP HER3 TKD were treated with recombinant human ASPN and assessed by immunoblotting for signal activation. In LNCaP HER3 TKD cells, ASPN did not induce HER2 phosphorylation, suggesting that HER3 is necessary for ASPN-induced HER2 activation (Figure 5, A and B, and Supplemental Figure 5A). Consistent with LNCaP parental, ASPN did not induce the phosphorylation of EGFR in LNCaP HER3 TKD cells. Additionally, ASPN-induced phosphorylation of downstream pathway members, including AKT, ERK, PLCγ, and CAMKII, was abrogated in HER3 TKD cells. To further support the importance of HER3 in ASPN-induced signaling, LNCaP HER3 TKD were transfected with either WT HER3 or the ΔI/III HER3 mutant, treated with recombinant human ASPN, and then assessed by immunoblot for HER2/HER3 pathway activation. Notably, ASPN activated HER2/HER3 signaling in the cells transfected with WT HER3, but signaling was diminished in cells transfected with the ΔI/III HER3 mutant (Supplemental Figure 5B). Combined, these findings identify HER3 as a key mediator of ASPN-induced signaling and demonstrate the importance of HER3 domains I and III for proper ASPN binding and signal transduction.

To determine if HER2 is necessary for ASPN-induced signaling, extracellular ASPN-induced pathway activation was assessed in independent clones of LNCaP HER2 TWT and LNCaP HER2 KO cells. Compared with LNCaP TWT clones, LNCaP HER2 KO clones showed variable HER3 and p-ERK expression, with 2 of the 3 clones having significantly elevated HER3 and p-ERK expression at baseline (Figure 5, C and D, and Supplemental Figure 5, C and D). Regardless of baseline HER3 and p-ERK expression, ASPN did not significantly induce the phosphorylation of AKT, PLCγ, and CAMKII in the absence of HER2. These findings highlight the importance of HER2 for ASPN-induced signaling. Overall, findings from genetic models support that both HER3 and HER2 are important mediators of ASPN-induced signaling.

### Tucatinib, a small molecule inhibitor of HER2, restricts ASPN-induced signaling and prostate cancer cell migration.

Due to the critical role of HER2 in ASPN signaling, therapies targeting HER2 may offer a new method for inhibiting ASPN-induced signaling. To determine the efficacy of HER2-targeted therapies in restricting ASPN-induced signaling, parental LNCaP and PC3 cells were treated with ASPN plus tucatinib or vehicle. Tucatinib is a small molecule HER2 inhibitor approved for HER2^+^ breast cancer (45–47). In both LNCaP and PC3, tucatinib reduced ASPN-mediated phosphorylation of HER2, HER3, ERK, PLCγ, and CAMKII, while phosphorylation of AKT was variable between cell lines (Figure 6, A–D). These findings indicate that ASPN-induced signaling is inhibited by therapeutically targeting HER2 with tucatinib.

Prior studies have shown that ASPN^+^ CAFs induce cancer cell migration (23, 28, 35, 37), but the mechanisms for this are not fully understood. To determine if ASPN mediates migration through HER2, we initially assessed ASPN-induced migration in LNCaP cells in the presence of tucatinib. LNCaP cells were treated with vehicle, recombinant human ASPN, tucatinib, or ASPN plus tucatinib and then assessed for migration by Transwell assay. LNCaP cells alone were minimally migratory as assessed by Transwell assays. However, ASPN significantly increased LNCaP migration, while tucatinib ablated this effect (Figure 7, A and B). Compared with LNCaP cells, PC3 and DU145 cells were more migratory at baseline. Therefore, a scratch assay was utilized to assess ASPN-induced migration in these cells. Like LNCaP, ASPN induced cell migration in PC3 and DU145 cells, which was inhibited by cotreatment with tucatinib (Figure 7, C–F). Combined, these findings demonstrate that ASPN-induced signaling and cell migration are restricted by HER2 inhibition with tucatinib.

### Stromal expression of ASPN occurs in the TME of HER2/HER3-expressing metastatic prostate cancer.

Our data demonstrate that ASPN is a previously unidentified activator of HER2/HER3 signaling and HER2-dependent migration in prostate cancer cells, thereby supporting a role for this signaling axis in advanced prostate cancer. To assess this pathway in patient tissue samples, HER2 and *ASPN* expression levels were examined in metastases from 33 patients by dual immunohistochemistry (IHC) (HER2) and RNAscope (*ASPN*) (Supplemental Figure 6A). Dual IHC/RNAscope was optimized to meet metrics for diagnostic HER2 IHC staining (Figure 8A and Supplemental Figure 6, B–D). HER3 was similarly optimized and assessed on serial sections by IHC (Figure 8A and Supplemental Figure 6, C and D). HER2 expression was quantified in accordance with breast cancer clinical guidelines for intensity (0, 1^+^, 2^+^, 3^+^) and percent positive staining, and it was reported as an H-Score (intensity × percent positive staining) as well as HER2-low (IHC 1–2^+^ ≥ 10% of cancer cells) and HER2-ultralow (IHC 1^+^ at < 10% of cancer cells). HER3 and *ASPN* expression were similarly assessed by H-Score. Expression of *ASPN*, HER2, and HER3 was examined in metastatic hormone-sensitive prostate cancer (mHSPC) and mCRPC. Metastatic prostate cancer was isolated from various sites including bone, lung, brain, liver, lymph node, adrenal gland, and colon (Figure 8A and Supplemental Figure 6, A and D). In this cohort, 67% of metastatic samples were HER2-low while an additional 12% of samples were HER2-ultralow (Figure 8, A–D, and Supplemental Figure 6E). HER2 H-Score was not significantly different between mHSPC and mCRPC metastases; however, it was significantly increased in prostate cancer metastases from soft tissue sites compared with bone sites (Figure 8, B and C). Seventy-six percent of the metastatic samples were HER3-low, with an additional 6% of samples having HER3-ultralow staining; H-scores were similar between metastatic sites (Figure 8, A and E–G, and Supplemental Figure 6D). Stromal *ASPN* expression was observed in 82% of prostate cancer metastases, and over 50% of metastases were low/ultralow for both HER2 and HER3 and had stromal *ASPN* expression (Figure 8, A and H–L, and Supplemental Figure 6D). These findings indicate that *ASPN* is found in the TME of HER2/HER3-expressing metastatic prostate cancer, thereby supporting a role for the ASPN-HER2/HER3 signaling axis in metastatic prostate cancer.

A prior study found that NRG1 was detected at low levels in CAFs from mCRPC (11), but how NRG1 expression compares with ASPN is not known. To assess stromal expression of *NRG1* in mHSPC and mCRPC samples, serial FFPE sections were analyzed using RNAscope for *NRG1*, quantified for intensity (0, 1^+^, 2^+^, 3^+^) and percent positive staining, and reported as an H-Score (intensity × percent positive staining). Stromal expression of *NRG1* was minimal and significantly less than *ASPN* in mCRPC (Figure 8, A and H–J, and Supplemental Figure 6, D and F). While ASPN expression is restricted to the stroma of prostate cancer metastases, NRG1 expression has been reported in cancer cells (11). Consistent with this, a small subset of mHSPC and mCRPC showed cancer cell expression of *NRG1* (Figure 8, J, M, and N). Collectively, these findings support that stroma-derived ASPN mediates paracrine activation of HER2/HER3 in metastatic prostate cancer while a subset of cancers may have additional autocrine or paracrine activation of HER2/HER3 signaling through NRG1.

### ADCs designed to target HER2 or HER3 restrict growth of prostate cancer cells in vitro and in vivo.

These data support a mechanism of HER3/HER2 activation and migration by ASPN in prostate cancer, thereby highlighting HER2 and HER3 as potential therapeutic vulnerabilities in metastatic prostate cancer. Clinical trials of antibody-based therapies directed against HER2/HER3, including trastuzumab (48–50) and pertuzumab (51, 52), however, lacked efficacy in patients with mCRPC. Consistent with trial results, trastuzumab and pertuzumab did not inhibit the growth of LNCaP, LNCaP^enzaR^, VCaP, VCaP^enzaR^, or PC3, all cell lines derived from metastatic prostate cancers (Supplemental Figure 7, A and B). Findings were similar for disitamab, a HER2-directed antibody therapy, and patritumab, a HER3-directed antibody therapy (Supplemental Figure 7, C and D). In contrast with therapeutic antibodies, prostate cancer cells showed sensitivity to increasing dosages of tucatinib, a small molecule HER2 inhibitor (Figure 9A). While tucatinib is currently approved for the treatment of HER2^+^ (IHC 3^+^ or IHC 2^+^/ISH^+^) breast cancer (45, 53), our findings, which are consistent with prior reports (54–59), indicate that few prostate cancers meet HER2^+^ breast cancer classification criteria and are, instead, HER2-low or HER2-ultralow (Figure 8, A–D). On the other hand, trastuzumab deruxtecan (T-DXd), an ADC, has shown efficacy in HER2^+^, HER2-low, and HER2-ultralow metastatic breast cancer (60, 61) as well as in HER2^+^ and HER2-low endometrial, cervical, ovarian, and bladder cancers (62). A case report recently showed efficacy of T-DXd in a patient with HER2-low mCRPC who had progressed on multiple lines of therapy (16), and T-DXd is now being assessed in a phase II clinical trial for mCRPC (ClinicalTrials.gov NCT06610825). Within our panel of prostate cancer cells, T-DXd significantly decreased cell growth of all cells analyzed (Figure 9A). Like T-DXd, disitamab vedotin (DV) is an ADC designed to target HER2 with the monoclonal antibody hertuzumab conjugated to the microtubule inhibitor monomethyl auristatin E (MMAE). DV is currently approved for second-line treatment of HER2^+^ urothelial carcinoma (63). DV also decreased cell growth in all metastatic prostate cancer cell lines analyzed (Supplemental Figure 7E). We next tested the sensitivity of these cells to P-DXd, which is an ADC designed to target HER3 and is currently being assessed in multiple phase II clinical trials (NCT05865990, NCT04676477, NCT04699630, and NCT06172478). P-DXd also inhibited the growth of prostate cancer cells in vitro (Figure 9A). Since comparable concentrations of trastuzumab, disitamab, or patritumab did not affect cell growth, T-DXd–, DV-, and P-DXd–induced toxicity was likely due to the conjugated deruxtecan or MMAE (Figure 9A and Supplemental Figure 7, A and C–E). To determine if ASPN restricts therapeutic efficacy, LNCaP, LNCaP^enzaR^, VCaP, VCaP^enzaR^, and PC3 were treated with therapy alone or in combination with ASPN. Consistent with signaling and migration studies, the efficacy of tucatinib, T-DXd, DV, or P-DXd at inhibiting cell growth was not diminished by ASPN in vitro (Supplemental Figure 8, A–D). Collectively, these findings indicate that monoclonal antibody therapies directed against HER2 and HER3 lack efficacy in metastatic prostate cancer cells, but corresponding ADCs may have therapeutic potential.

Interestingly, LNCaP^enzaR^ and VCaP^enzaR^ were more sensitive to tucatinib and T-DXd compared with their parental counterparts, LNCaP and VCaP (Figure 9A). Consistent with prior studies supporting HER2/HER3 signaling as a potential mechanism to bypass AR dependency in mCRPC (21, 64), LNCaP^enzaR^ and VCaP^enzaR^ had increased HER2 expression compared with LNCaP and VCaP (Figure 9B). RNA-Seq followed by GSEA indicated that both LNCaP^enzaR^ and VCaP^enzaR^ were enriched for the ERBB2-specific gene signature compared with parental cells (Figure 9C and Supplemental Figure 8, E–H). These findings suggest that some anti-HER2 therapies may have increased efficacy in enzalutamide-resistant prostate cancers when HER2 expression is elevated.

Due to its clinical efficacy in multiple other HER2-low cancers (62), including a case report of a patient with HER2-low mCRPC (16), T-DXd has potential to benefit patients with HER2-low mCRPC. Since P-DXd is designed similarly to T-DXd, it may also have efficacy in patients with HER3-low cancers (65). To assess the efficacy of T-DXd and P-DXd in a preclinical mouse model of HER2-low/HER3-low mCRPC with infiltrating *Aspn*^+^ stroma, PC3 xenografts were grown in NOD/SCID-gamma (NSG) mice (Figure 10A). PC3 expressed comparable levels of HER2 and HER3 as MCF7, a HER2-low metastatic breast cancer cell line (Supplemental Figure 2K). Notably, recombinant mouse ASPN induced HER2/HER3 signaling in human PC3 cells in vitro, which could be blocked by tucatinib, supporting the potential for infiltrating mouse *Aspn*^+^ stroma to induce HER2/HER3 signaling in PC3 xenografts (Supplemental Figure 9, A and B). Once PC3 tumors reached approximately 100 mm^3^, mice were randomized and treated with 5 mg/kg P-DXd, 5 mg/kg T-DXd, or vehicle once a week for 4 cycles. Treatment with P-DXd or T-DXd significantly decreased PC3 xenograft growth compared with vehicle without overt toxicity as demonstrated by stable mouse weight (Figure 10, B–D, and Supplemental Figure 9, C–F). Importantly, treatment with T-DXd or P-DXd significantly decreased tumor size from baseline (Figure 10D and Supplemental Figure 9F). Consistent with tumor measurements during therapy, treatment with P-DXd or T-DXd significantly decreased final tumor weight compared with vehicle, with comparable tumor weights between the 2 drug treatment arms (Figure 10, E–G, and Supplemental Figure 9, G–I).

Xenografts were assessed by histology and RNA-Seq at experimental endpoint. Evaluation of tissue by hematoxylin and eosin (H&E) staining indicated that residual disease in P-DXd– or T-DXd–treated mice showed tumor heterogeneity, with a subset of cancer cells having hyperchromatic, irregular, spindled, and pyknotic nuclei and being surrounded by a reactive fibromyxoid stroma, indicative of response to therapy (Figure 10H and Supplemental Figure 9J). IHC showed that vehicle-treated PC3 xenografts were HER2-low and HER3-low with robustly infiltrating *Aspn*^+^ stroma, which is consistent with prostate cancer metastases in patients (Figure 10, H and I, and Supplemental Figure 9, K–N). Membranous expression of HER2 in residual disease following P-DXd was comparable to vehicle. However, cytoplasmic staining was heterogenous with a subset of cancer cells having high expression. In contrast with P-DXd, HER2 expression was decreased and largely cytoplasmic following T-DXd treatment (Figure 10, H and I, and Supplemental Figure 9, K–N). HER3 expression was significantly increased in residual disease following T-DXd or P-DXd when compared with vehicle (Figure 10, H and I, and Supplemental Figure 9M). Vehicle-treated xenografts were strongly associated with *Aspn*^+^ stroma. However, P-DXd– and T-DXd–treated xenografts were heterogenous for the number of infiltrating *Aspn*^+^ stromal cells, with some tumors having a reduction in *Aspn*^+^ stromal cells (Figure 10, H and I, and Supplemental Figure 9N). RNA-Seq followed by GSEA of P-DXd– and T-DXd–treated xenografts compared with vehicle demonstrated increased cell death– and immune-related Hallmarks, such as apoptosis and interferon gamma response, while proliferation-associated Hallmarks, including E2F targets, G2M checkpoint, MYC targets V1, MYC targets V2, and mitotic spindle, were decreased (Figure 10J and Supplemental Figure 9, O and P). Hallmarks were nearly identical between P-DXd– and T-DXd–treated xenografts compared with vehicle. Indeed, only 5 genes were significant for differential expression between P-DXd– and T-DXd–treated xenografts. Similarity in efficacy and gene expression in residual disease between P-DXd and T-DXd is consistent with both ADCs having the same drug conjugate, deruxtecan. Collectively, these findings support that HER2-low and HER3-low prostate cancer cell growth can be effectively targeted with P-DXd and T-DXd despite the presence of ASPN in the TME.

## Discussion

Our study establishes ASPN as a HER3 ligand and a robust activator of HER2/HER3 signaling. Extracellular ASPN leads to increased cellular migration in a HER2-dependent manner, and this phenotype is abrogated by a HER2-targeted therapy. Stromal expression of *ASPN* in the TME of HER2- and HER3-expressing metastatic prostate cancer supports a role for this pathway in metastatic disease and highlights a potential therapeutic vulnerability, especially due to the development of ADCs designed to target HER2 and HER3. Indeed, T-DXd and P-DXd both inhibited the growth of prostate cancer cells in vitro, with significant reduction of tumor size in vivo, despite the presence of stromal *Aspn*. These findings highlight the potential for ADCs targeting HER2 and HER3 to improve outcomes in a substantial number of patients with advanced prostate cancer.

HER2/HER3 have well-established roles in tumor progression and are associated with poor prognosis, metastases, therapy resistance, and decreased survival (5, 66). These receptors are activated by ligands in normal cells, but signaling often becomes dysregulated in cancers through receptor mutation or amplification (67). Although genomic alterations in *ErbB* genes are uncommon in prostate cancer, recent reports suggest HER2 and HER3 have important roles in advanced-stage disease. Specifically, HER2 has been shown to increase ligand-independent activation of AR (68, 69), transactivation of AR (70), and cancer cell growth at metastatic sites (59). Studies also indicate HER2 and HER3 have increased expression in mCRPC and are associated with worse outcomes (11, 57–59, 71). HER2 and HER3 activation may be mediated in part through NRG1β, a HER3 ligand (11, 21). However, mechanisms driving HER2 and HER3 activation in metastatic prostate cancers are not fully known. Our study identifies ASPN as a ligand of HER3 and activator of HER2/HER3 signaling in prostate cancer. Our research supports that stroma-secreted ASPN binds to HER3 on adjacent prostate cancer cells and induces phosphorylation of its preferential dimerization partner, HER2, thereby activating multiple ErbB-associated downstream signaling pathways and increasing cellular migration. ASPN induces overlapping but distinct signaling compared with NRG1β, with notable differences in EGFR activation. While NRG1β induces significant phosphorylation of EGFR, ASPN activation of EGFR is limited, suggesting that ASPN-induced ErbB signaling in prostate cancer is primarily through HER2 and HER3. In addition to signaling variances, ASPN and NRG1β have noteworthy expression divergences. NRG1 expression was reported to be absent in therapy-naive localized prostate cancer but induced in the stroma following neoadjuvant ADT in a small subset of patients (21). Consistent with a prior report, tumor stroma showed minimal expression of *NRG1* in prostate cancer metastases, while a small subset of metastatic prostate cancer cells expressed NRG1 (11). In contrast, stromal expression of ASPN is associated with Grade Group of localized prostate cancer (24, 28) and was detected in over 70% of mHSPC and mCRPC samples within our patient cohort. Importantly, over half of metastatic sites demonstrated expression of HER2 and HER3 with stromal expression of *ASPN*, suggesting this signaling mechanism may have critical roles in metastatic prostate cancer.

HER2 has been proposed as a rational therapeutic target because of its association with advanced-stage prostate cancer; however, prior clinical trials with anti-HER2 therapies, including lapatinib, pertuzumab, and trastuzumab, have shown limited clinical benefit (48–52, 72, 73). Potential reasons for lack of therapeutic efficacy in prostate cancer include low recruitment size, heavily pretreated patients, and failure to assess HER2 expression. Consistent with prior clinical trials, our studies showed monoclonal antibodies targeting HER2 were not effective at restricting prostate cancer cell growth in vitro. Thus, both preclinical studies and clinical trials indicate that monoclonal antibodies targeting HER2 lack efficacy for the treatment of advanced prostate cancer. In contrast with monoclonal antibodies, our findings highlight the potential for certain ADCs to have clinical efficacy in advanced prostate cancer. T-DXd is an ADC consisting of a monoclonal antibody against HER2 (trastuzumab), a cleavable linker, and a cytotoxic topoisomerase I inhibitor (deruxtecan). T-DXd is proposed to function by engaging the HER2 receptor to promote ADC internalization and targeted payload release. Intriguingly, T-DXd has been shown to have clinical efficacy against a broad range of tumor types with varied HER2 expression. In metastatic breast cancer, T-DXd is currently approved for HER2^+^ (IHC 3^+^ or IHC 2^+^/ISH^+^), HER2-low (IHC 1^+^ or IHC 2^+^/ISH^–^), and HER2-ultralow (IHC 0 with membrane staining) cancers, with HER2-ultralow and HER2-low breast cancer patients demonstrating similar benefit (60, 61). Results from the phase II DESTINY-PanTumor02 clinical trial suggest T-DXd has therapeutic utility in other advanced HER2^+^ and potentially HER2-low and HER2-ultralow cancers, including endometrial, cervical, ovarian, and bladder (62). Although prostate cancer patients were not included in the DESTINY-PanTumor02 clinical trial, a recent case report supports that T-DXd may also have efficacy in patients with HER2-low mCRPC (16). Potential reasons driving the broad clinical efficacy of T-DXd in patients with low or heterogeneous HER2 expression may be the membrane permeability of the payload following intracellular cleavage and subsequent diffusion into neighboring cells or the ability of extracellular proteases in the TME, such as cathepsins, to cleave the ADC linker and facilitate payload release (74). These findings potentially reduce the requirement of HER2 expression for T-DXd payload release and suggest T-DXd, and other similarly designed ADCs, may have even broader tumor-agnostic implications than previously determined. Overall, these findings suggest certain ADCs may have therapeutic potential in multiple solid tumors, including metastatic prostate cancer.

Our studies showed that T-DXd and P-DXd inhibited HER2-low/HER3-low prostate cancer cells in vitro with nearly identical efficacy in a preclinical in vivo model. Our data indicate that 79% of metastatic prostate cancer samples were HER2-low/ultralow while 82% of patients had HER3-low/ultralow metastases, which is consistent with prior reports (57, 59, 75). Interestingly, HER2 expression was enriched in prostate cancer metastases in soft tissue compared with bone. However, the impact of differential fixation methods between soft tissue and bone on HER2 antibody staining is uncertain but may have implications for the optimal site of biopsy for clinical HER2 assessment. Despite this variable, HER2 and HER3 were expressed in most prostate cancer metastases, which suggests that T-DXd and P-DXd have potential to benefit a substantial number of patients with metastatic prostate cancer. Our work also underscores the potential impact of ASPN in the TME on the efficacy of HER2/HER3-targeted therapies. Structural studies of ASPN binding to HER3 provide insights for therapeutic response and resistance, especially for HER3-targeted therapies. Computational binding predictions suggest ASPN binds to the ligand binding domain of HER3. While NRG1β fits within the HER3 ligand binding pocket, ASPN is larger, and modeling indicates that it extends beyond the pocket and may therefore obstruct a substantial portion of HER3. P-DXd targets the extracellular domain of HER3. However, its binding epitope is not well described (76). Interestingly, P-DXd shows in vitro and in vivo efficacy, even in the presence of *Aspn*^+^ cancer-associated stromal cells, suggesting that P-DXd may have a higher affinity to HER3 than ASPN or the P-DXd binding epitope is not obstructed by ASPN binding. T-DXd and DV bind to HER2 at domain IV (77) while tucatinib binds to the intracellular kinase domain of HER2 (78). Based on computational studies, ASPN-HER3 binding should not interfere with HER2 inhibition by T-DXd, DV, or tucatinib. Consistent with this, our studies demonstrate that T-DXd, DV, and tucatinib inhibit prostate cancer cell growth despite the presence of ASPN and suggest anti-HER2 therapies could have clinical efficacy, even with ASPN in the TME. Although these therapies demonstrate efficacy in the presence of ASPN, future studies are needed to evaluate efficacy in patients with metastatic prostate cancer.

The role of ASPN-induced activation of HER2/HER3 in prostate cancer has potential for translation to other solid tumors. ASPN has previously been shown to increase tumor progression in multiple cancer types, including pancreatic (35), colorectal (79), gastric (37), breast (80), and bladder (81). While previous studies have explored the mechanistic role of ASPN in other cancer-related pathways, including CD44 (37), TGF-β (34), and EGFR (79), to the best of our knowledge, our study is the first to report extracellular ASPN directly binds to HER3 and activates signaling through heterodimerization with HER2. Future investigations are necessary to determine whether ASPN-induced activation of HER2/HER3 is present in other tumor types and has therapeutic potential.

In summary, our data identify ASPN as a stroma-secreted HER3 ligand that promotes prostate cancer cell migration through HER2/HER3 signaling. ADCs designed to target HER2 and HER3 diminish prostate cancer growth. These findings provide rationale for further studies to determine the efficacy of therapeutically targeting ASPN-HER2/HER3 signaling in patients with mCRPC and potentially other solid tumor types.

## Methods

### Sex as a biological variable.

For patient samples our study exclusively examined metastatic prostate cancer tissue from male patients because prostate cancer is a biologic male–specific cancer. Metastatic prostate cancer biopsies or surgical resections at Vanderbilt University Medical Center with evaluable tissue were identified from 33 patients between 2015 and 2023. H&E slides from all cases were reviewed by a genitourinary pathologist. All cases have associated deidentified clinical data obtained from electronic medical records.

For animal studies our study exclusively examined male mice because prostate cancer is a biologic male–specific cancer. Male NOD.Cg-*Prkdc^scid^* *Il2rg^tm1Wjl^*/SzJ (NSG) mice were purchased from The Jackson Laboratory and maintained under sterile housing conditions.

### Procedures.

For initial in vivo assessment of T-DXd, 1 × 10^6^ PC3 cells in a 1:1 mixture of ice-cold PBS and Matrigel (Corning) were subcutaneously injected into the flanks of 11-week-old NSG male mice (100 μL/mouse) (*n* = 20). Mice were monitored and tumor measurements were obtained 3 times a week using electronic calipers once tumors were palpable. Tumor volume was calculated by [(length)^2^ × width]/2, where length represents the longest tumor measurement. When tumors were approximately 90 mm^3^, mice were randomized and treated with 10 mg/kg T-DXd (Selleck Chem) or vehicle control (PBS) once a week via retro-orbital injection for 5 cycles. One T-DXd–treated mouse died prior to experimental endpoint from causes unrelated to the tumor or therapy. To compare T-DXd and P-DXd in vivo, 1 × 10^6^ PC3 cells in a 1:1 mixture of ice-cold PBS and Matrigel (Corning) were subcutaneously injected into the flanks of 10-week-old NSG male mice (100 μL/mouse) (*n* = 21). Mice were monitored and tumors were measured 3 times a week using electronic calipers once tumors were palpable. When tumors were approximately 100 mm^3^, mice were randomized and treated with 5 mg/kg P-DXd (Selleck Chem), 5 mg/kg T-DXd (AstraZeneca), or vehicle control (PBS) once a week via retro-orbital injection for 4 cycles. One mouse died prior to treatment from causes unrelated to the tumor or therapy, and 1 mouse was excluded from the final analyses due to the lack of a palpable tumor at treatment initiation. In both experiments, tumors were harvested for analysis at experimental endpoint. Tumors were weighed, photographed, fixed in 10% neutral buffer formalin overnight with gentle rocking, paraffin-embedded, and then sectioned. Tumor sections were stained by H&E following manufacturer’s instructions (Abcam). Tumor sections were also examined by dual IHC/RNAscope for HER2 and ASPN and by IHC for HER3 as described above. Tumors from vehicle, 5 mg/kg T-DXd, and 5 mg/kg P-DX-d mice were also analyzed by RNA-Seq. In brief, tumor tissue (30 mg or less) was placed in a round-bottom Eppendorf and lysed on a TissueLyser II machine (QIAGEN) for 2 minutes at 30 Hz with 350 μL Buffer RLT plus 0.5% v/v Reagent Dx (QIAGEN) and a 5 mm stainless steel bead (QIAGEN) per tube. Total RNA was extracted from the homogenized lysate using the RNeasy Protect Cell Mini Kit (QIAGEN) as per manufacturer’s protocol. RNA was analyzed by RNA-Seq as described in Supplemental Methods.

### Statistics.

Statistical comparisons between 2 groups were performed using a 2-tailed Student’s *t* test. Statistical comparisons between 2 categorical variables were performed using a Fisher’s exact test. Statistical comparisons between multiple groups were performed using 1-way ANOVA with Tukey’s, Dunnett’s, or Šídák’s post hoc analysis, as indicated in the figure legends. IC_50_ calculations were determined by graphing drug concentration versus cell viability and analyzed with nonlinear regression ([inhibitor] versus response, variable slope, 4 parameters, with interpolation). Only *P* values less than 0.05 were considered statistically significant. *P* values were indicated with asterisks in the figures. All statistical analyses were performed using GraphPad Prism Software.

### Study approval.

The human study protocol was approved by the Vanderbilt University Medical Center IRB. All animal experiments were performed under a Vanderbilt University Medical Center–approved IACUC protocol.

### Data availability.

Methods pertaining to cell lines, recombinant protein, RNA-Seq, immunoblotting, computational binding prediction, PLA, co-immunoprecipitation, gene targeting with CRISPR/Cas9, cell migration assays, IHC, RNA-Protein Integrated Co-detection (RNAscope with IHC), RNA ISH, and inhibitor assays can be found in the Supplemental Methods.

Gene expression data generated in this study are publicly available in National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) at GSE271579, GSE271580, GSE271738, GSE271739, GSE271740, GSE271742, and GSE284054. Supporting data values from the main manuscript and the supplement are available in a single Excel file titled Supporting Data Values in the supplement.

## Author contributions

Conception and design were contributed by ABH, HYW, BPB, JM, KRS, JBG, BHP, and PJH. Data acquisition and analysis were contributed by ABH, HYW, JJ, MA, BLR, EW, REB, BAD, SEG, DG, EFN, JAG, LBM, VS, PIGE, QS, BPB, KRS, JBG, BHP, and PJH. Data interpretation was contributed by all authors. Manuscript preparation was contributed by all authors. ABH is listed as the first co–first author due to her higher level of contribution to conception, design, data interpretation, and manuscript preparation.

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supporting data values

## Figures and Tables

**Figure 1:**
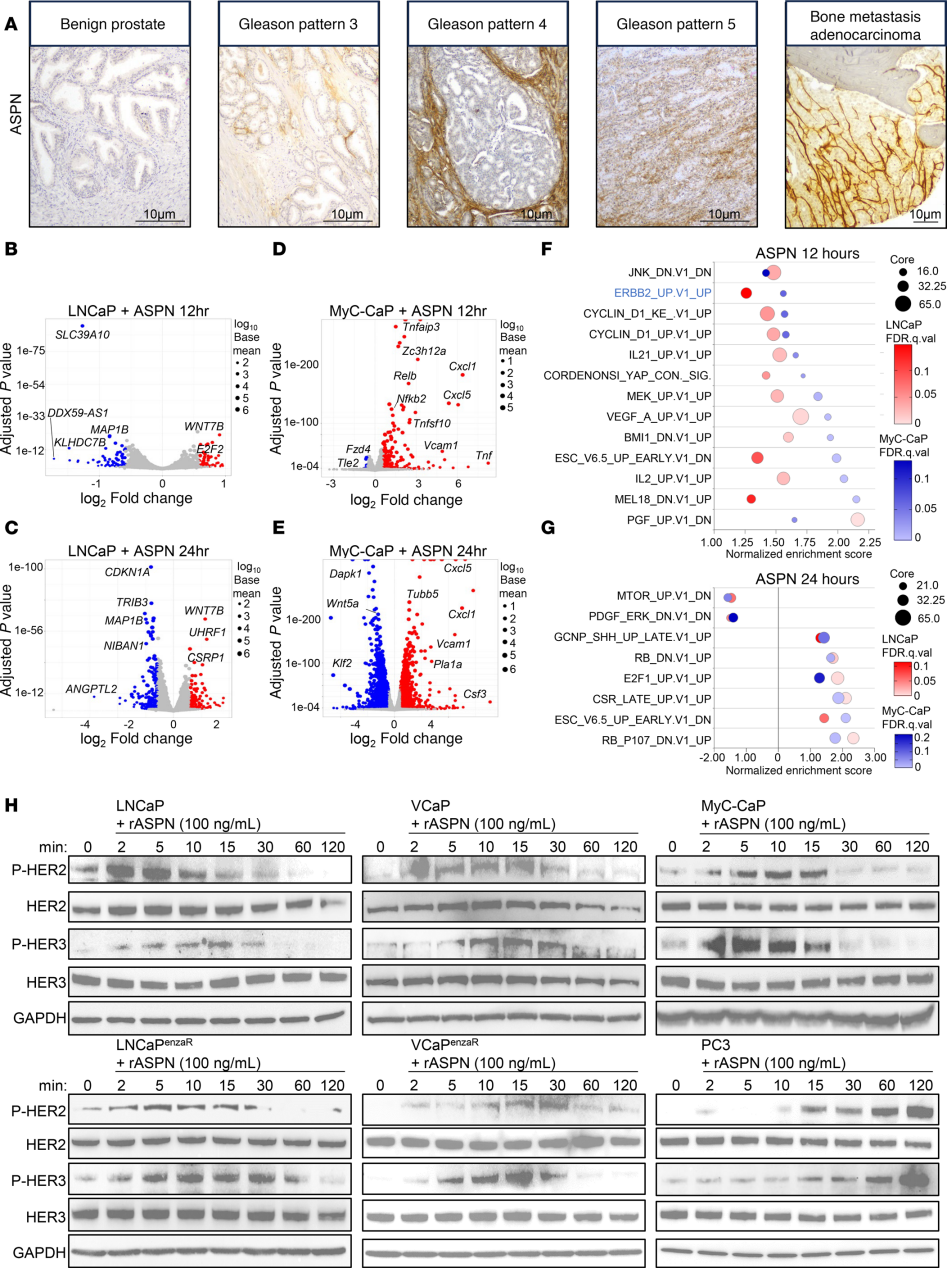
Stroma-secreted ASPN activates HER2/HER3 in prostate cancer cells. (**A**) Representative images of ASPN expression in the tumor microenvironment by IHC in benign prostate, localized prostate cancer of Gleason patterns 3–5, and metastatic prostate cancer. (**B** and **C**) Volcano plots of LNCaP cells treated with 100 ng/mL recombinant human ASPN for 12 (**B**) and 24 (**C**) hours compared with time 0. (**D** and **E**) Volcano plots of MyC-CaP cells treated with 100 ng/mL recombinant mouse ASPN for 12 (**D**) and 24 (**E**) hours compared with time 0. (**F** and **G**) Bubble plots of overlapping Oncogenic Signatures by GSEA of LNCaP and MyC-CaP cells treated with 100 ng/mL recombinant ASPN for 12 (**F**) and 24 (**G**) hours compared with time 0. (**H**) LNCaP, VCaP, MyC-CaP, LNCaP enzalutamide-resistant (LNCaP^enzaR^), VCaP enzalutamide-resistant (VCaP^enzaR^), and PC3 cells treated with 100 ng/mL recombinant human or mouse ASPN over a time course and assessed by immunoblotting for HER2 and HER3 activation (*n* = 6).

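In the MyC-CaP comparisons of panels D and E, 33 genes were named before the counts were examined, among them the genes labeled in these panels. At 12 hours 29 of them were tested and 14 were called differentially expressed, and at 24 hours 28 were tested and 21 were called. The same numbers (14 and 21) were called with the p-values adjusted over these genes alone. The labeled genes are the paper's own calls on these data. Cxcl1 (ENSMUSG00000029380.11; chromosome 5, 90891241 to 90893115 in GRCm38) had 5.79 ± 1.4 CPM (SD, n = 3) at time 0, 481 ± 53 (SD, n = 3) at 12 hours and 439 ± 41 (SD, n = 3) at 24 hours. Its log2 fold change relative to time 0 was 6.39 at 12 hours (SE 0.10, adjusted p = 9.8e-17 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 6.25 at 24 hours (SE 0.12), and the values of 12 and 24 hours overlapped. The library numbered 2 had the highest Cxcl1 value at each of the 3 times, and each same-numbered pair fell from 12 to 24 hours, by a log2 fold change of -0.11 whose adjusted p was 0.18 without and 0.019 with the replicate block (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 4.3e-04 to 0.42 over the 12 alternatives). The library numbered 2 was also the highest at each time for Cxcl5, Zc3h12a, Vcam1 and Ccn1, and with the block the SE of Cxcl5 at 12 hours was 0.057. Cxcl5 rose by a log2 fold change of 5.37 (SE 0.13) at 12 hours and 5.66 (SE 0.10) at 24 hours. Tnfaip3 and Zc3h12a were higher at 12 hours than at 24 hours, with log2 fold changes relative to time 0 of 2.20 (SE 0.05) and 1.45 (SE 0.07) for Tnfaip3 and of 3.12 (SE 0.09) and 2.36 (SE 0.13) for Zc3h12a. Relb (2.45 at 12 hours, SE 0.08) and Nfkb2 (1.21 at 12 hours, SE 0.04) had nearly the same log2 fold changes at 24 hours, 2.45 (SE 0.10) and 1.21 (SE 0.06). Tnfsf10 was higher by a log2 fold change of 2.54 (SE 0.11) at 12 hours and 0.57 (SE 0.10) at 24 hours. Vcam1 rose by 4.90 (SE 0.23) and 5.57 (SE 0.16), and Csf3, with 2 to 5 counts per library at time 0, by 5.02 (SE 0.41) and 5.57 (SE 0.32). Tnf had 0 counts in every library of time 0 and 11 to 24 counts at 12 hours, so it was at least 6.38-fold higher at 12 hours. At 24 hours Tnf, with 10 to 18 counts, was removed by the filter on low counts and was at least 4.73-fold higher.
Fewer labeled genes were lower. Fzd4 had a log2 fold change of -0.62 at 12 hours (SE 0.05, adjusted p = 1.4e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -1.62 at 24 hours (SE 0.06), and its change at 12 hours was short of 1.5-fold in 2 of the 6 analyses that each left out 1 library (-0.67 to -0.58 over the 6). Tle2, with 48 to 112 counts in each of the libraries of time 0 and 12 hours, had a log2 fold change of -0.77 at 12 hours (SE 0.20, adjusted p = 0.019 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), whose adjusted p reached 0.099 with single libraries left out. Dapk1, Wnt5a and Klf2 changed by less than 1.5-fold at 12 hours and had log2 fold changes of -1.88 (SE 0.04), -1.53 (SE 0.04) and -2.72 (SE 0.11) at 24 hours. Tubb5 rose by 1.36 (SE 0.04) and Pla1a by 3.43 (SE 0.14) at 24 hours, after 0.15 (SE 0.03) and 1.28 (SE 0.22) at 12 hours.
Among called genes with a mean of at least 50 normalized counts and no overlap between the groups, Nos2, Cxcl1 and Cxcl2 had the highest log2 fold changes at 12 hours, and Nos2, Saa3 and Cxcl2 the highest at 24 hours. Nos2 (ENSMUSG00000020826.9; chromosome 11, 78920787 to 78960254) had 0 to 2 counts per library at time 0, 145 to 222 at 12 hours and 208 to 401 at 24 hours, so it was at least 63.2-fold higher at 12 hours and at least 96.5-fold higher at 24 hours. As log2 fold changes these bounds are 5.98 and 6.59. They lie below the value of Cxcl1 at 12 hours (6.39) and that of Saa3 at 24 hours (7.27). The first rank of Nos2 therefore rests on its fitted values. Saa3 rose by a log2 fold change of 3.88 (SE 0.28) at 12 hours and 7.27 (SE 0.14) at 24 hours, and Cxcl2 by 6.05 (SE 0.15) and 6.53 (SE 0.12). The lowest log2 fold changes at 12 hours were those of Gper1 (-0.80, SE 0.23), Tle2 and Timp4 (-0.73, SE 0.19). The adjusted p of Gper1 (edgeR's quasi-likelihood test, Benjamini-Hochberg) went from 0.030 to 0.056 with the replicate block. Gper1 lost the call under 3 of 12 alternatives. With each of the 6 libraries left out in turn, Gper1 lost the call in 4 analyses (-1.02 to -0.65) and Timp4 in 2 (-0.84 to -0.65). The lowest log2 fold changes at 24 hours were those of the mitochondrial genes mt-Atp6 (-6.45, SE 1.26), mt-Nd2 (-5.91, SE 0.13) and mt-Nd1 (-5.69, SE 0.21). The value of mt-Atp6 is uncertain, because 99.4% of its windows of 150 bases also occur in another annotated transcript and 1 library of time 0 had 3441 counts where the others had 200 and 188.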

**Figure 2:**
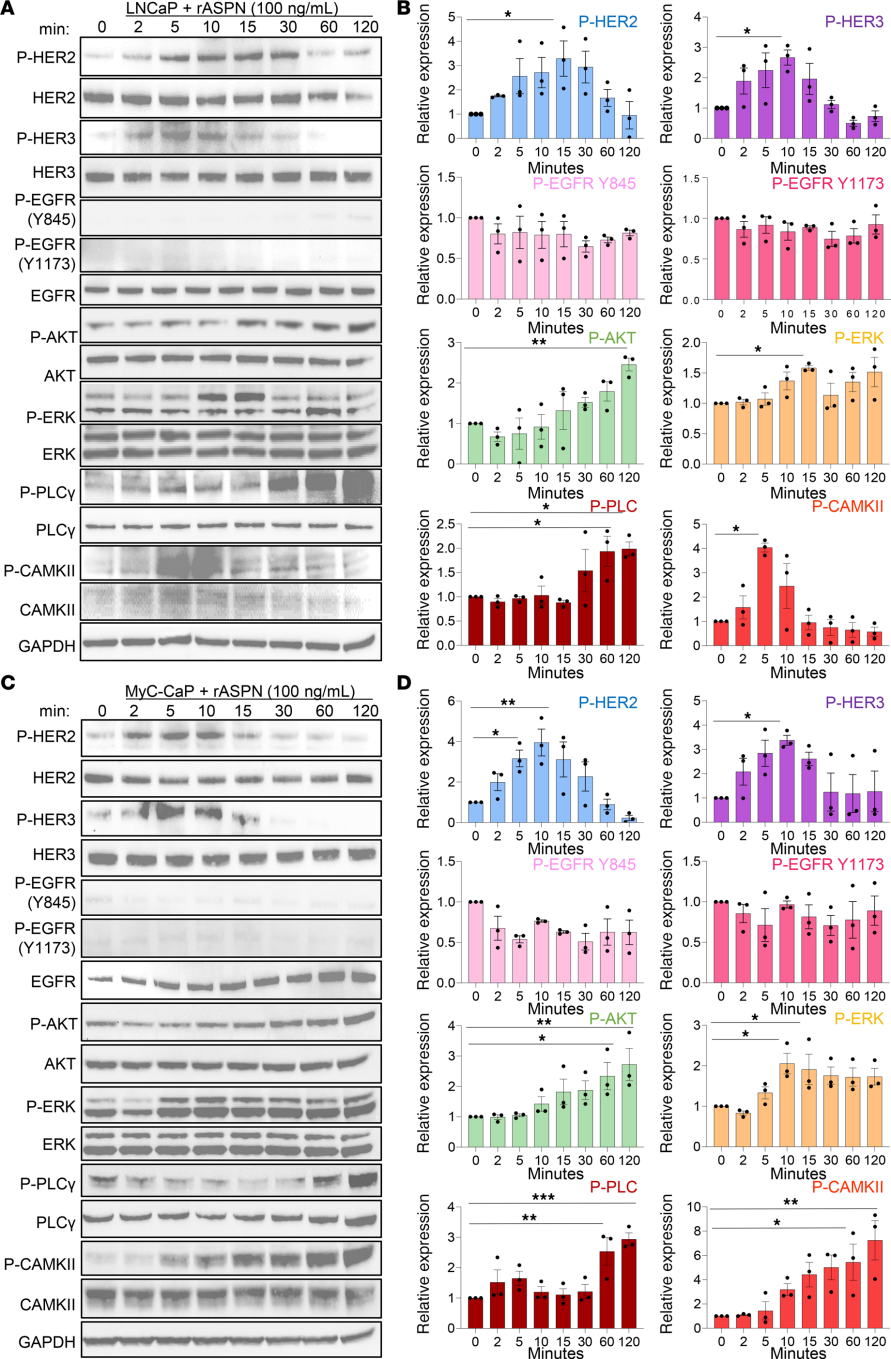
ASPN induces HER2/HER3 signaling in prostate cancer cells. (**A** and **B**) LNCaP cells treated with 100 ng/mL recombinant human ASPN over a time course and assessed by immunoblotting for HER2 and HER3 pathway activation (**A**) and quantification (**B**) (*n* = 3). (**C** and **D**) MyC-CaP cells treated with 100 ng/mL recombinant mouse ASPN over a time course and assessed by immunoblotting for HER2 and HER3 pathway activation (**C**) and quantification (**D**) (*n* = 3). For Western blots in **A** and **C**, total proteins were normalized to GAPDH, and phosphorylated proteins were normalized to GAPDH and total protein. Graphs in **B** and **D** are shown as mean ± SEM and analyzed by 1-way ANOVA with Dunnett’s post hoc analysis; *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001.

**Figure 3:**
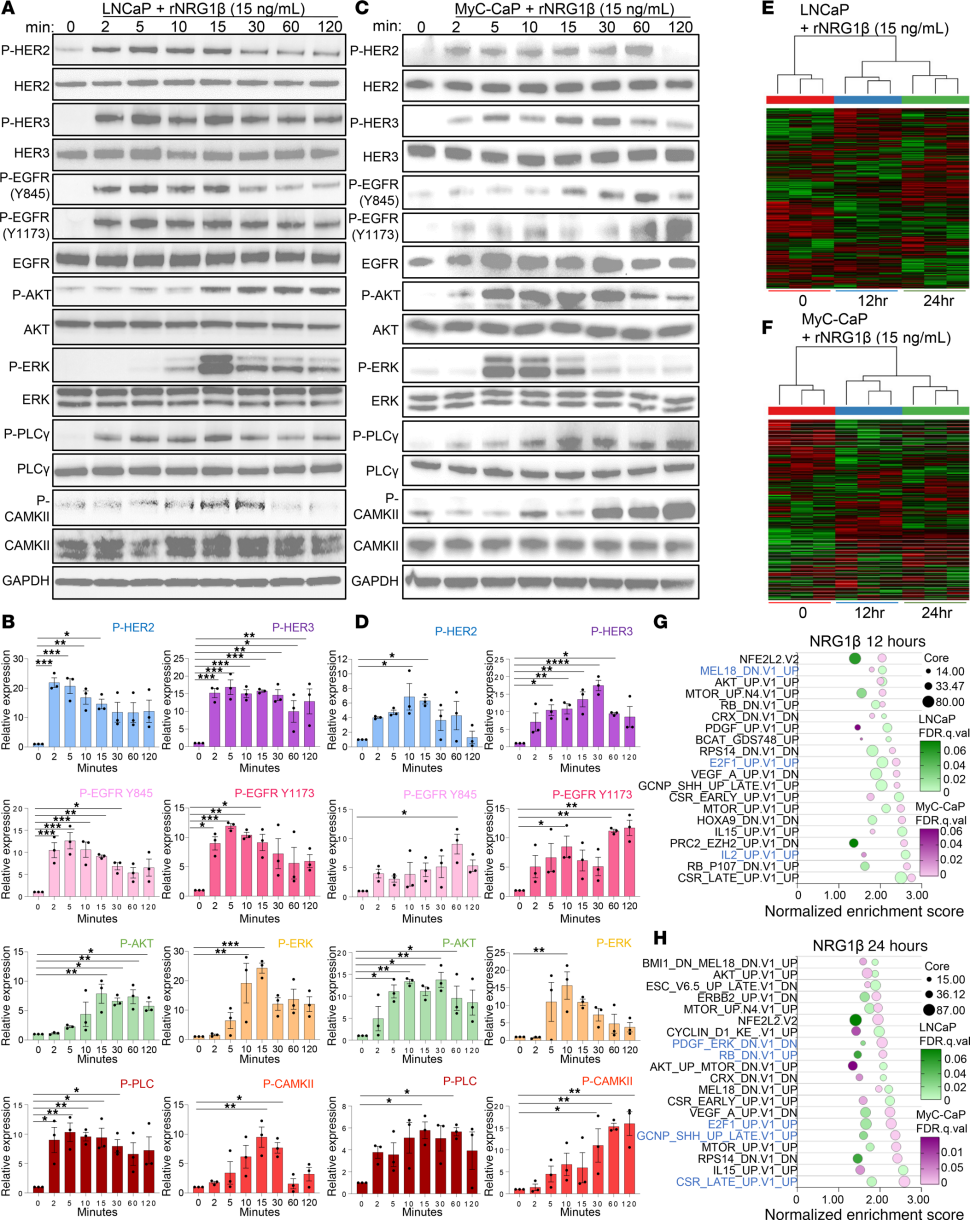
ASPN-induced signaling overlaps but is distinct from NRG1β, a HER3 ligand. (**A** and **B**) LNCaP cells treated with 15 ng/mL recombinant human NRG1β over a time course and assessed by immunoblotting for HER2 and HER3 pathway activation (**A**) and quantification (**B**) (*n* = 3). (**C** and **D**) MyC-CaP cells treated with 15 ng/mL recombinant mouse NRG1β over a time course and assessed by immunoblotting for HER2 and HER3 pathway activation (**C**) and quantification (**D**) (*n* = 3). (**E** and **F**) Heatmaps of LNCaP (**E**) and MyC-CaP (**F**) cells treated with 15 ng/mL recombinant human or mouse NRG1β for 0, 12, and 24 hours (*n* = 3). (**G** and **H**) Bubble plots of top 20 overlapping Oncogenic Signatures by GSEA of LNCaP and MyC-CaP cells treated with 15 ng/mL recombinant NRG1β for 12 hours (**G**) and 24 hours (**H**) compared with time 0. Pathways marked in blue represent signatures also upregulated in ASPN RNA-Seq at 12 and 24 hours. For Western blots in **A** and **C**, total proteins were normalized to GAPDH, and phosphorylated proteins were normalized to GAPDH and total protein. Graphs in **B** and **D** are shown as mean ± SEM and analyzed by 1-way ANOVA with Dunnett’s post hoc analysis; *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001, ****P ≤ 0.0001.

**Figure 4:**
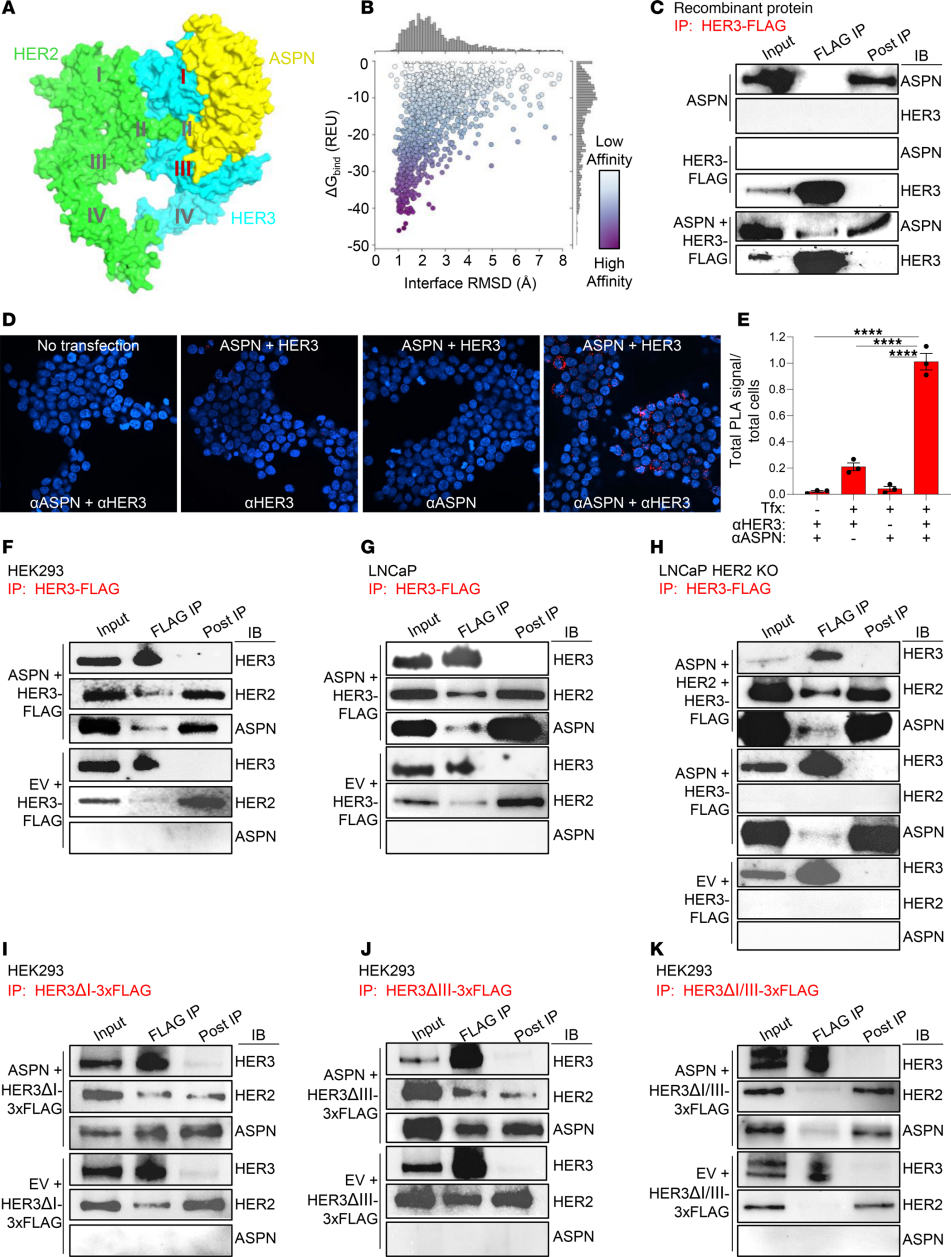
ASPN binds to the ligand binding domain of HER3. (**A**) Rosetta local docking funnel for ASPN (yellow) against the HER2 (green)/HER3 (blue) extracellular domain heterodimer of the AlphaFold2-predicted complex. Protein domains are labeled I-IV. Also shown in Supplemental Figure 4A for comparison with other models. (**B**) Scatterplot colored by Rosetta binding energy in REU using the REF2015 score function. 1D histograms represent the marginal distributions for the interface RMSD (top) and binding energy (bottom). Also shown in Supplemental Figure 4A for comparison with other models. (**C**) Recombinant human ASPN and recombinant human HER3-FLAG protein were incubated with vehicle or together in a cell-free assay, immunoprecipitated with anti-FLAG beads, and assessed for ASPN and HER3 by immunoblotting (*n* = 2). (**D** and **E**) HEK293 cells were transfected with ASPN-FLAG and HER3 or not transfected. Cells were assessed for protein interactions by proximity ligation assay (PLA) using confocal microscopy (**D**). Total PLA signal per total cell number was evaluated for each condition (no transfection: αASPN^+^αHER3 = 1,017 cells; ASPN and HER3 transfected: αHER3 alone = 1,705 cells, αASPN alone = 1,957 cells, and αASPN^+^αHER3 = 1,687 cells) (*n* = 3) (**E**). (**F**) HEK293 cells were transfected with HER3-FLAG and ASPN or empty vector (EV), immunoprecipitated with anti-FLAG beads, and assessed by immunoblotting (IB) for HER3, HER2, and ASPN (*n* = 2). (**G**) LNCaP cells were transfected with HER3-FLAG and ASPN or EV, immunoprecipitated with anti-FLAG beads, and assessed by immunoblotting for HER3, HER2, and ASPN (*n* = 2). (**H**) LNCaP HER2-KO cells were transfected with HER3-FLAG and HER2 and ASPN, ASPN, or EV; immunoprecipitated with anti-FLAG beads; and assessed by immunoblotting for HER3, HER2, and ASPN (*n* = 2). (**I**–**K**) HEK293 cells were transfected with HER3ΔI-3xFLAG (**I**), HER3ΔIII-3xFLAG (**J**), or HER3ΔI/III-3xFLAG (**K**) and ASPN or EV; immunoprecipitated with anti-FLAG beads; and assessed by immunoblotting for HER3, HER2, and ASPN (*n* = 2). Graphs are shown as mean ± SEM and analyzed by 1-way ANOVA with Tukey’s post hoc analysis; ****P ≤ 0.0001. REU, Rosetta energy units; RMSD, root mean square deviation; Tfx, transfection.

**Figure 5:**
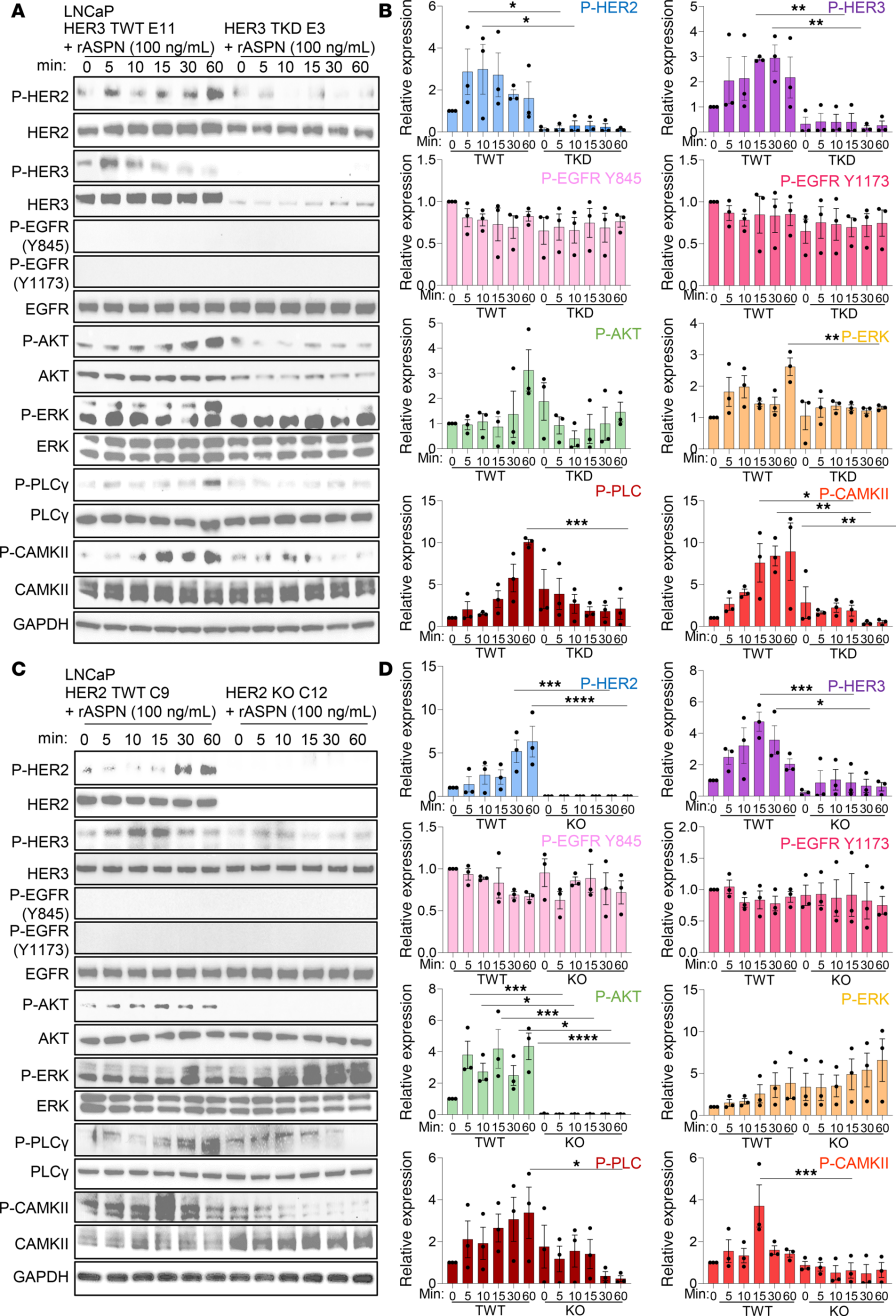
HER3 and HER2 are key mediators of ASPN-induced signaling. (**A** and **B**) LNCaP HER3 targeted wild-type (TWT) and LNCaP HER3 truncated knockdown (TKD) were treated with 100 ng/mL recombinant human ASPN over a time course and assessed by immunoblotting for HER2 and HER3 pathway activation (**A**) and quantification (**B**) (*n* = 3). (**C** and **D**) LNCaP HER2 TWT and LNCaP HER2-KO, without elevated baseline HER3, were treated with 100 ng/mL recombinant human ASPN over a time course and assessed by immunoblotting for HER2 and HER3 pathway activation (**C**) and quantification (**D**) (*n* = 3). Graphs are shown as mean ± SEM and analyzed by 1-way ANOVA with Šídák’s post hoc analysis; *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001, ****P ≤ 0.0001.

**Figure 6:**
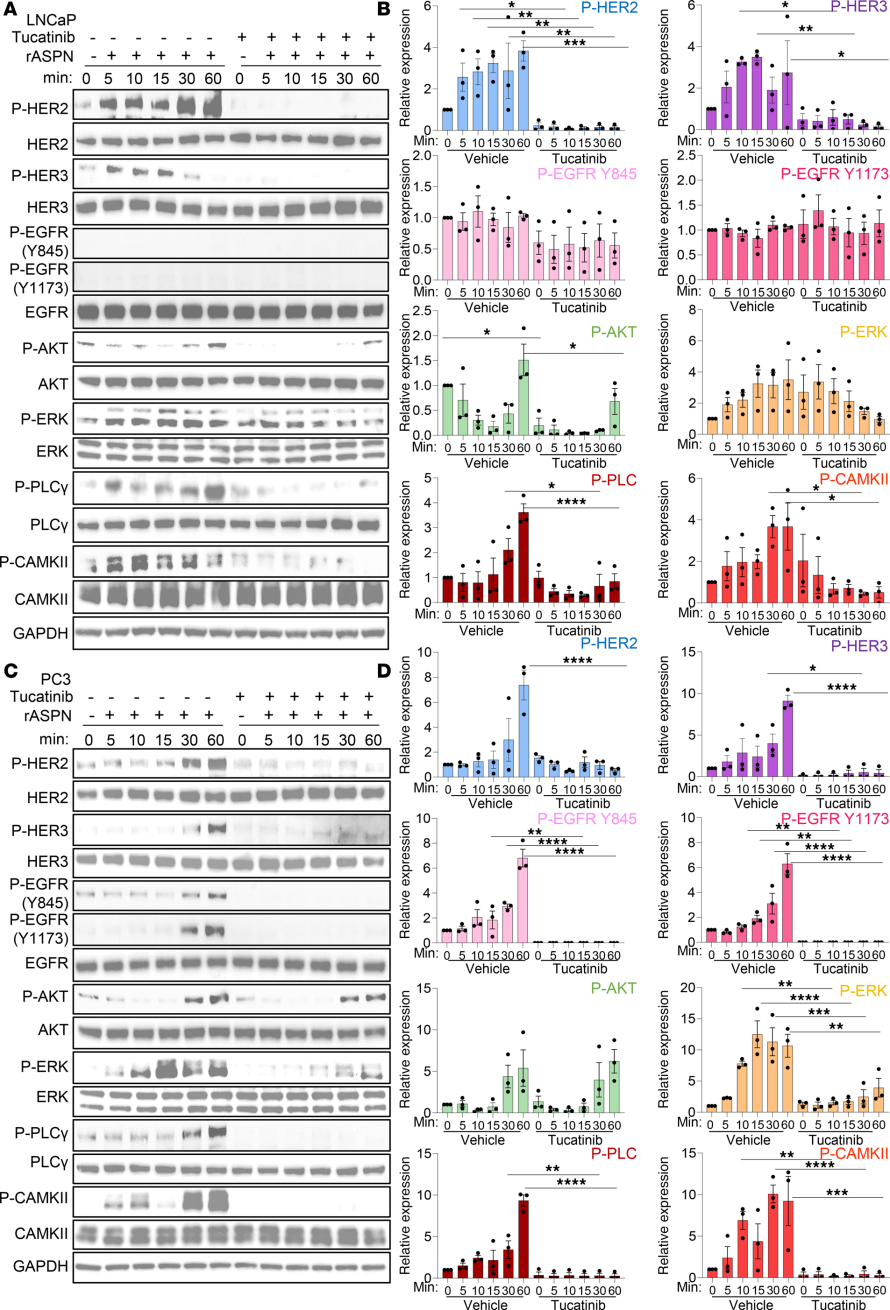
Tucatinib, a small molecule inhibitor of HER2, restricts ASPN-induced signaling in prostate cancer cells. (**A** and **B**) LNCaP cells were treated with 100 ng/mL recombinant human ASPN with or without 0.5 μM tucatinib and then assessed for HER2 and HER3 pathway activation by immunoblotting (**A**) and quantification (**B**) (*n* = 3). (**C** and **D**) PC3 cells were treated with 100 ng/mL recombinant human ASPN with or without 20 μM tucatinib and then assessed for HER2 and HER3 pathway activation by immunoblotting (**C**) and quantification (**D**) (*n* = 3). Graphs are shown as mean ± SEM and analyzed by 1-way ANOVA with Šídák’s post hoc analysis; *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001, ****P ≤ 0.0001.

**Figure 7:**
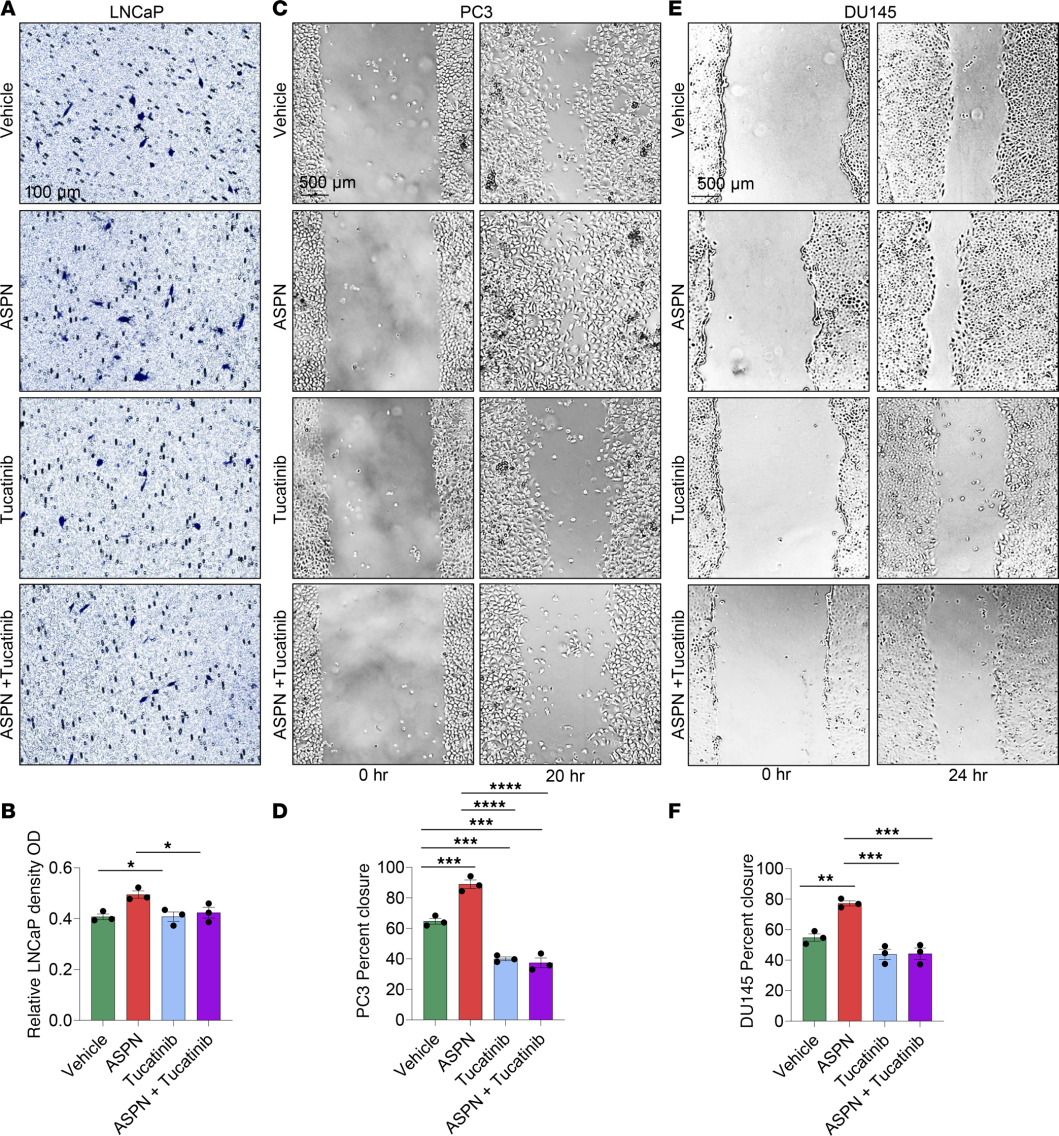
Tucatinib, a small molecule inhibitor of HER2, restricts ASPN-induced prostate cancer cell migration. (**A** and **B**) Microscopic images of Transwell migration assay at 24 hours of LNCaP treated with vehicle, 100 ng/mL recombinant human ASPN, 20 μM tucatinib, or ASPN and tucatinib (**A**). Colorimetric quantification of Transwell assay performed at 570 nm and quantified using ImageJ (NIH) (**B**) (*n* = 3). (**C** and **D**) Microscopic images of scratch assay at 0 and 20 hours of PC3 treated with vehicle, 100 ng/mL recombinant human ASPN, 20 μM tucatinib, or ASPN and tucatinib (**C**). Scratch assay quantification using ImageJ (**D**) (*n* = 3). (**E** and **F**) Microscopic images of scratch assay at 0 and 24 hours of DU145 treated with vehicle, 100 ng/mL recombinant human ASPN, 20 μM tucatinib, or ASPN and tucatinib (**E**). Scratch assay quantification using ImageJ (**F**) (*n* = 3). Graphs are shown as mean ± SEM and analyzed by 1-way ANOVA with Dunnett’s post hoc analysis; *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001, ****P ≤ 0.0001.

**Figure 8:**
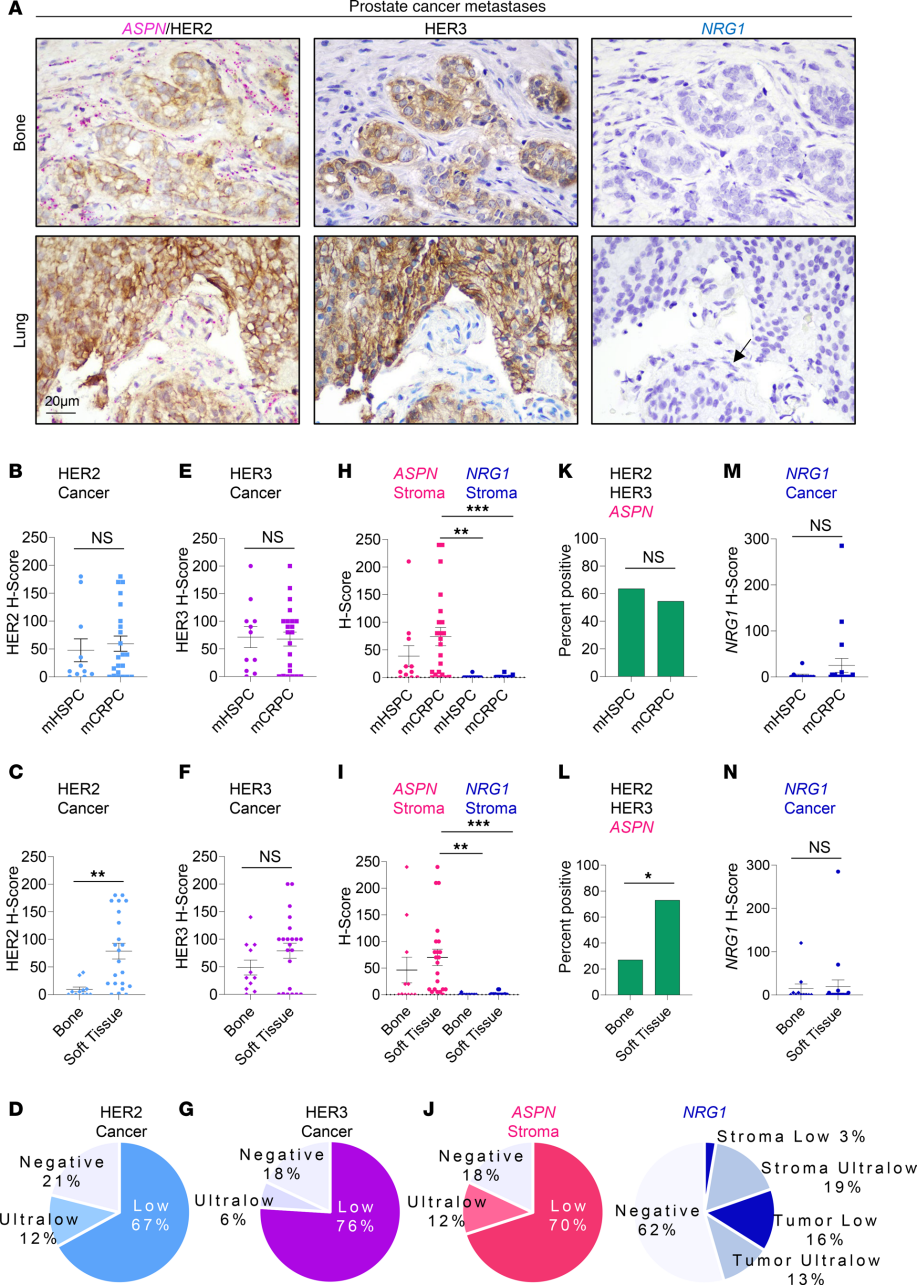
Stromal expression of *ASPN* occurs in the TME of HER2/HER3-expressing metastatic prostate cancer. (**A**) Representative images of distant prostate cancer metastases analyzed by dual IHC for HER2 and RNAscope for *ASPN* (*n* = 33), IHC for HER3 (*n* = 33), and RNAscope for *NRG1* (*n* = 31). The black arrow highlights an *NRG1*-positive cell. (**B**–**D**) Quantification of HER2 expression in cancer cells by IHC as determined by H-Score (0, 1^+^, 2^+^, 3^+^ intensity × percent positive) and compared by mHSPC (*n* = 11) versus mCRPC (*n* = 22) (**B**), bone (*n* = 11) versus soft tissue (*n* = 22) (**C**), and all sites (*n* = 33) (**D**). (**E**–**G**) Quantification of HER3 expression in cancer cells by IHC as determined by H-Score (0, 1^+^, 2^+^, 3^+^ intensity × percent positive) and compared by mHSPC versus mCRPC (**E**), bone versus soft tissue (**F**), and all sites (**G**). (**H**–**J**) Quantification of *ASPN* (*n* = 33) and *NRG1* (*n* = 31) expression in metastatic prostate cancer stroma by RNAscope as determined by H-Score (0, 1^+^, 2^+^, 3^+^ intensity × percent positive) and compared by mHSPC (*n* = 11) versus mCRPC (*n* = 22 for *ASPN* and *n* = 20 for *NRG1*) (**H**), bone (*n* = 11) versus soft tissue (*n* = 22 for *ASPN* and *n* = 20 for *NRG1*) (**I**), and all sites (*n* = 33 for *ASPN* and *n* = 31 for *NRG1*) (**J**). (**K** and **L**) Percentage of samples that expressed HER2, HER3, and *ASPN* by mHSPC versus mCRPC (**K**) and bone versus soft tissue (**L**). (**M** and **N**) Quantification of *NRG1* (*n* = 31) expression in cancer cells by RNAscope as determined by H-Score (0, 1^+^, 2^+^, 3^+^ intensity × percent positive) and compared by mHSPC (*n* = 11) versus mCRPC (*n* = 20) (**M**) and bone (*n* = 11) versus soft tissue (*n* = 20) (**N**). Graphs shown as mean ± SEM and analyzed by Student’s 2-tailed *t* test (**B**, **C**, **E**, **F**, **M**, and **N**) or 1-way ANOVA with Tukey’s post hoc analysis (**H** and **I**). Graphs are shown as percent and analyzed by Fisher’s exact test (**K** and **L**); *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001.

**Figure 9:**
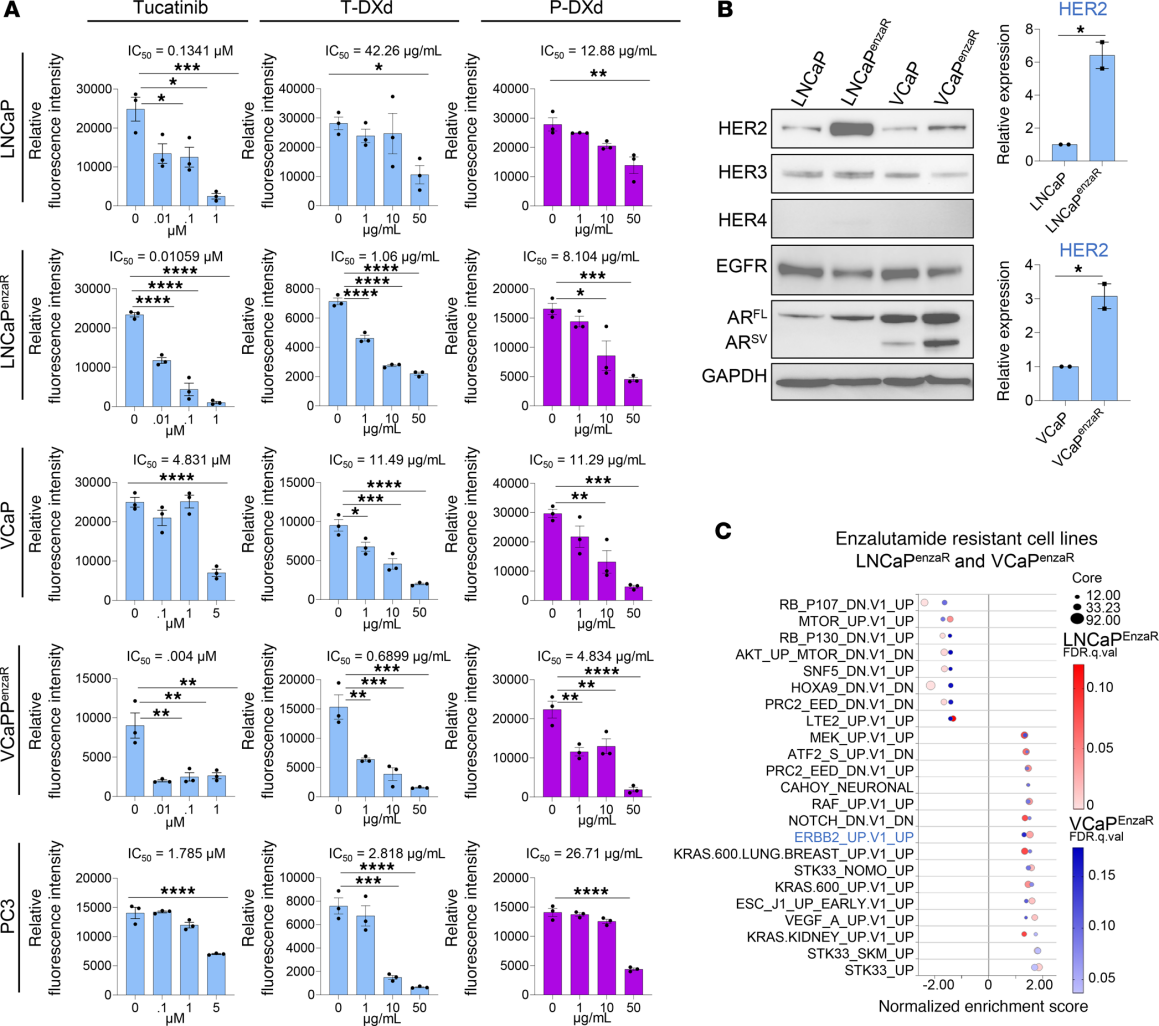
Antibody drug conjugates designed to target HER2 or HER3 restrict growth of prostate cancer cells in vitro. (**A**) LNCaP, LNCaP^enzaR^, VCaP, VCaP^enzaR^, and PC3 treated with increasing concentrations of tucatinib, trastuzumab-deruxtecan (T-DXd), and patritumab-deruxtecan (P-DXd). Inferred quantification of cell number by relative fluorescence intensity using CyQuant (*n* = 3). (**B**) Immunoblots for ErbB family members and AR including both the full-length (AR^FL^) and the truncated splice variant (AR^SV^) in LNCaP, LNCaP^enzaR^, VCaP, and VCaP^enzaR^ and corresponding quantification (*n* = 2). (**C**) Bubble plots of overlapping Oncogenic Signatures by GSEA of LNCaP^enzaR^ and VCaP^enzaR^ cells compared with LNCaP and VCaP, respectively. Graphs are shown as mean ± SEM and analyzed by 1-way ANOVA with Dunnett’s post hoc analysis (**A**) or Student’s 2-tailed *t* test (**B**); *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001, ****P ≤ 0.0001.

**Figure 10:**
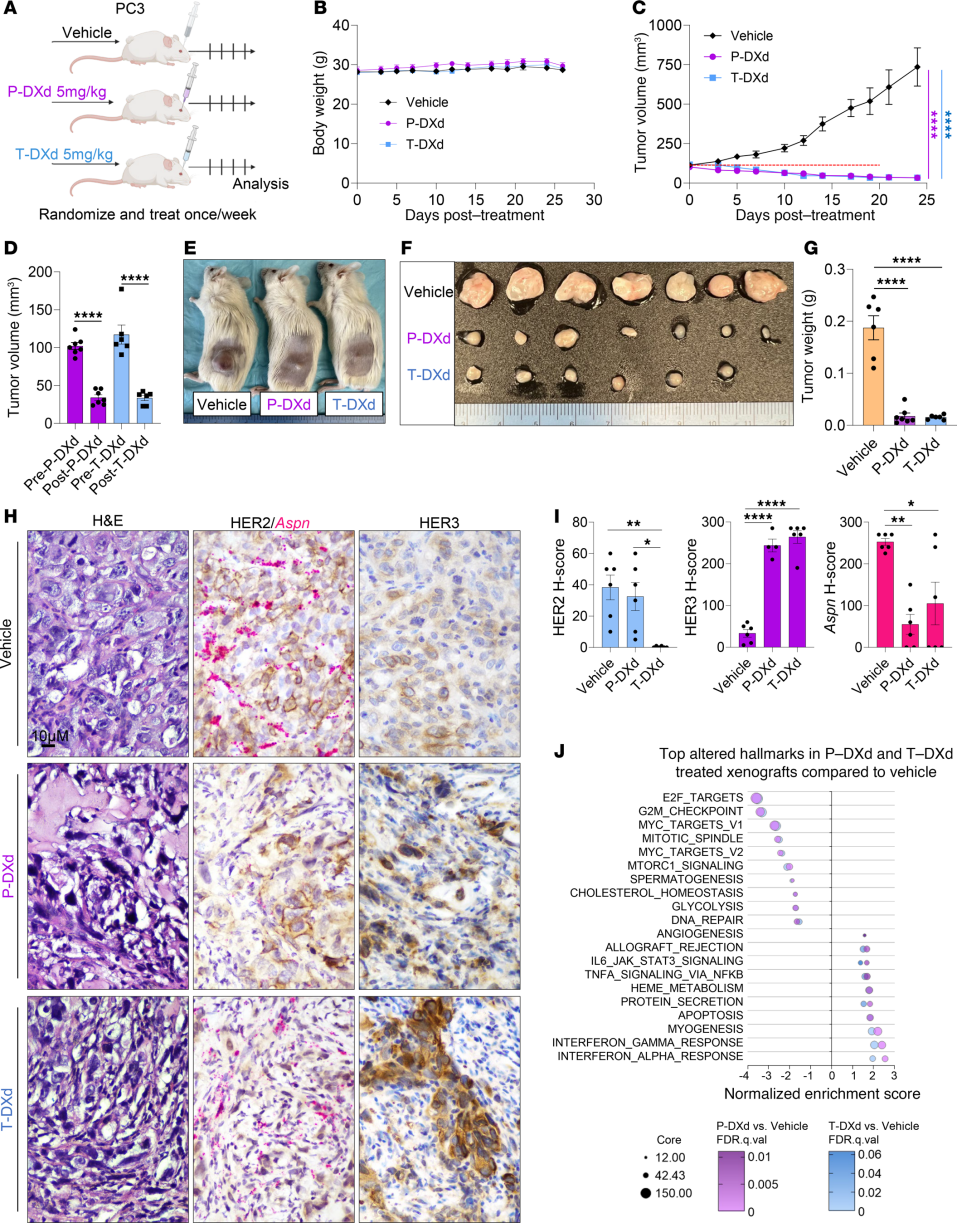
ADCs designed to target HER2 or HER3 restrict growth of prostate cancer cells in vivo. (**A**) Schematic of PC3 subcutaneous xenografts grown to approximately 100 mm^3^ in NSG mice and then treated with vehicle (*n* = 6), 5 mg/kg P-DXd (*n* = 7), or 5 mg/kg T-DXd (*n* = 6) by retro-orbital injection weekly for 4 cycles. (**B**) Total weight of NSG mice with PC3 xenografts treated with vehicle, P-DXd, or T-DXd. (**C**) Growth curves of PC3 xenografts in NSG mice treated with vehicle, P-DXd, or T-DXd. (**D**) Tumor volume prior to P-DXd (pre-P-DXd) and T-DXd (pre-T-DXd) and after 4 cycles of weekly P-DXd (post-P-DXd) and T-DXd (post-T-DXd). (**E** and **F**) Photograph of representative NSG mice with PC3 xenografts (**E**) or isolated xenografts (**F**) treated with vehicle, P-DXd, or T-DXd at experimental endpoint. The fourth vehicle tumor was excluded from analyses due to the lack of a palpable tumor at treatment initiation. (**G**) Tumor weight of isolated PC3 xenografts in NSG mice treated with vehicle, P-DXd, or T-DXd at experimental endpoint. (**H** and **I**) Representative H&E, dual IHC/RNAscope for HER2 (IHC) and *Aspn* (RNAscope), and IHC for HER3 of PC3 xenografts treated with vehicle, P-DXd, or T-DXd. HER2, HER3, and *Aspn* expression (**H**) quantified by H-score (intensity × percent) (**I**). (**J**) Bubble plots of top 20 overlapping Hallmarks by GSEA of T-DXd– and P-DXd–treated xenografts compared with vehicle. Graphs shown as mean ± SEM and analyzed by multiple Student’s *t* test (**C**) or 1-way ANOVA with Tukey’s (**D**) or Dunnett’s post hoc analysis (**G** and **I**); *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001, ****P ≤ 0.0001.

# Supplementary material for: Identification of asporin as a HER3 ligand exposes a therapeutic vulnerability in prostate cancer
**Source:** JCI Insight. 2025 Aug 22;10(16):e187151. doi: 10.1172/jci.insight.187151
**Supplement:** Supplemental data

**TITLE:** Identification of Asporin as a HER3 ligand exposes a therapeutic vulnerability in prostate cancer

**AUTHORS:** Amanda B. Hesterberg, Hong Yuen Wong, Jorgen Jackson, Monika Antunovic, Brenda L. Rios, Evan Watkins, Riley E. Bergman, Brad A. Davidson, Sarah E. Ginther, Diana Graves, Elliott F. Nahmias, Jared A. Googel, Lillian B. Martin, Violeta Sanchez, Paula I. Gonzalez-Ericsson, Quanhui Sheng, Benjamin P. Brown, Jens Meiler, Kerry R. Schaffer, Jennifer B. Gordetsky, Ben H. Park, Paula J. Hurley

## **SUPPLEMENTAL FIGURES:**

**Supplemental Figure 1** | Altered GSEA Oncogenic Signatures in ASPN treated prostate cancer cells.

**Supplemental Figure 2** | ASPN induced HER2/HER3 signaling in prostate cancer cells.

**Supplemental Figure 3** | Altered GSEA Oncogenic Signatures in NRG1 $\beta$  treated prostate cancer cells.

**Supplemental Figure 4** | ASPN binds to the ligand binding domain of HER3.

**Supplemental Figure 5** | HER2 and HER3 are key mediators of ASPN signaling.

**Supplemental Figure 6** | Patient characteristics and antibody controls for HER2, ASPN, HER3, and NRG1 $\beta$ .

**Supplemental Figure 7** | Prostate cancer cell response to therapies designed to target either HER2 or HER3.

**Supplemental Figure 8** | ASPN does not restrict the in vitro efficacy of therapies designed to target HER2 or HER3 in prostate cancer cells.

**Supplemental Figure 9** | Antibody drug conjugate designed to target HER2 (T-DXd) restricts growth of prostate cancer cells in vivo.

## **SUPPLEMENTAL TABLE:**

Supplemental Reagents Table

## **SUPPLEMENTAL METHODS:**

Cell lines  
Recombinant protein  
RNA sequencing  
Immunoblotting  
Computational binding prediction  
Proximity ligation assay  
Co-immunoprecipitation  
Gene targeting with CRISPR-Cas9  
Cell migration assays  
Immunohistochemistry  
RNA-protein integrated co-detection (RNAScope® with IHC)  
RNA in situ hybridization  
Inhibitor assays

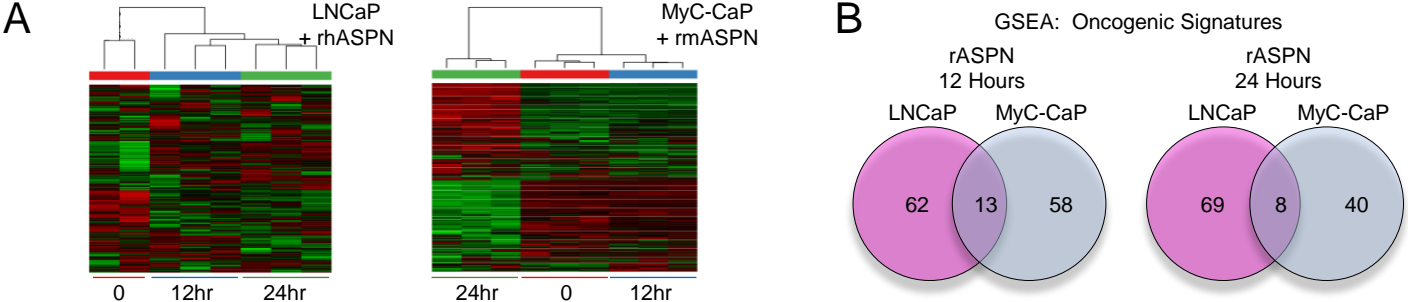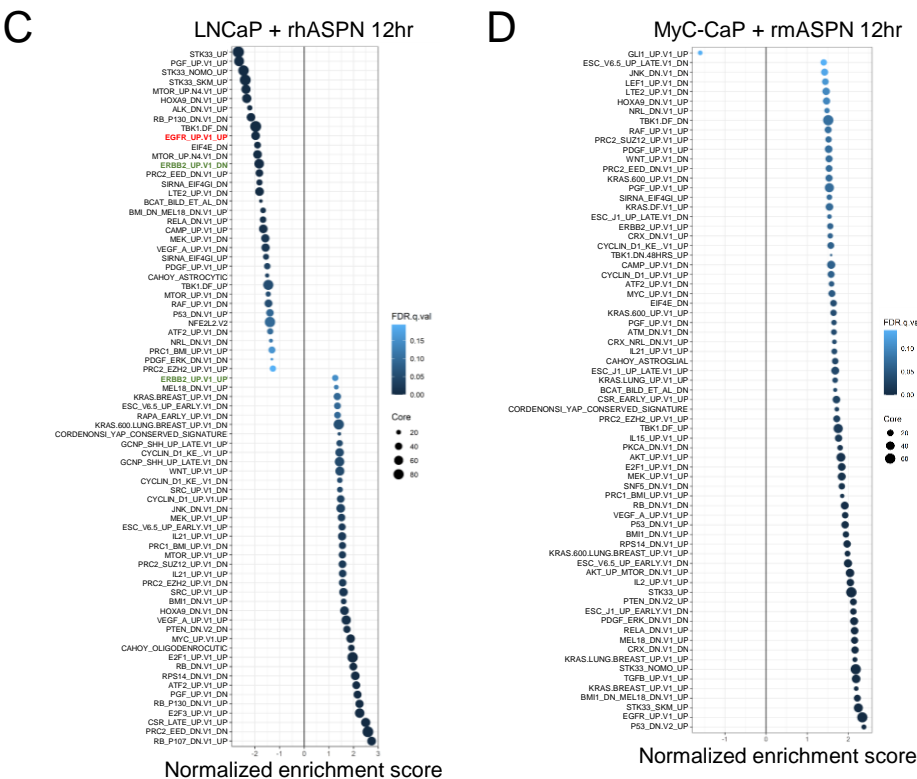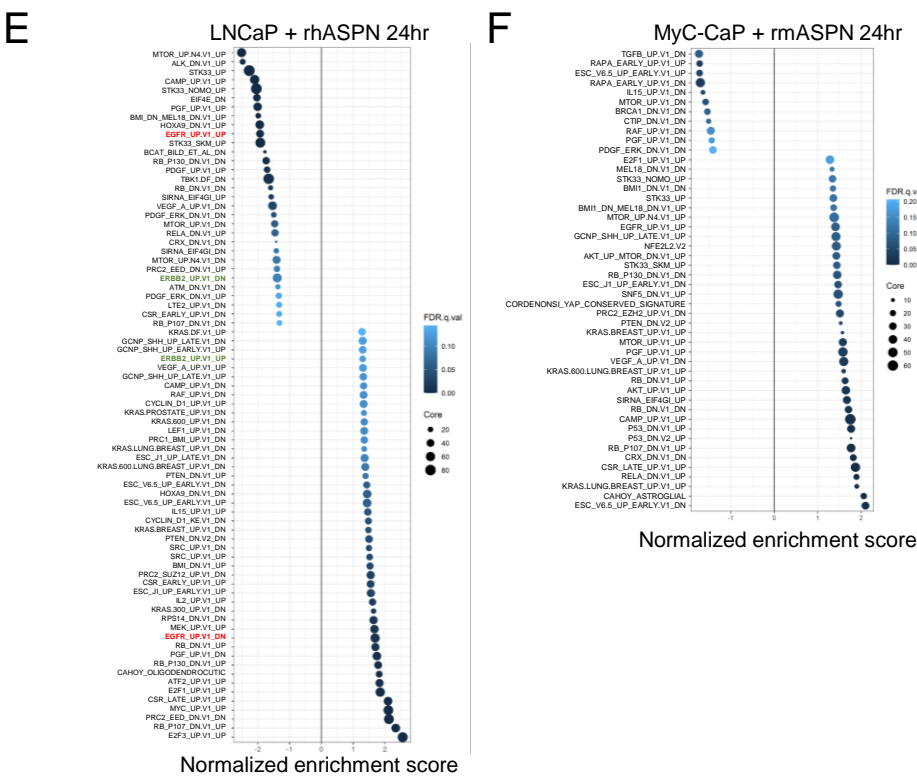

**Supplemental Figure 1 | Altered GSEA Oncogenic Signatures in ASPN treated prostate cancer cells.** **A**, Heatmaps of LNCaP and MyC-CaP cells treated with 100 ng/mL recombinant human or mouse ASPN for 0, 12, and 24 hours and assessed by RNA-Seq (n=2-3). **B**, Venn Diagram of Oncogenic Signatures by GSEA from RNA-Seq of LNCaP and MyC-CaP cells treated with 100 ng/ml recombinant ASPN at 12 (left) and 24 (right) hours compared to 0 (n=2-3). **C-F**, Bubble plots of Oncogenic Signatures by GSEA from RNA-Seq of LNCaP and MyC-CaP cells treated with 100 ng/ml recombinant ASPN for 12 (C, D) and 24 (E, F) hours compared to time 0 (n=2-3).

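The 9 MyC-CaP libraries were clustered on the log2 CPM (edgeR, TMM, prior count 2) of the 500 most variable genes, with average linkage on 1 minus the Pearson correlation. Each of the 3 times formed its own cluster, and the libraries of 24 hours separated first from those of time 0 and 12 hours. The same clusters formed with all tested genes and with Euclidean distance. Over the 500 genes, the correlation between libraries of the same time was 0.952 to 0.985. Between times, the mean correlation was 0.938 for time 0 and 12 hours, 0.877 for 12 and 24 hours and 0.778 for time 0 and 24 hours, each lower than the lowest value between replicates. The first principal component held 70.3% of the variance and separated 24 hours from the earlier times, and the second held 14.0% and separated 12 hours from the rest. On the second component, the libraries of each time had the same order, with number 1 highest and number 2 lowest, over distances smaller than that between time 0 and 12 hours. No test was made of the clusters, and the heatmap of the LNCaP libraries was not analysed here.

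**Figure D3:**
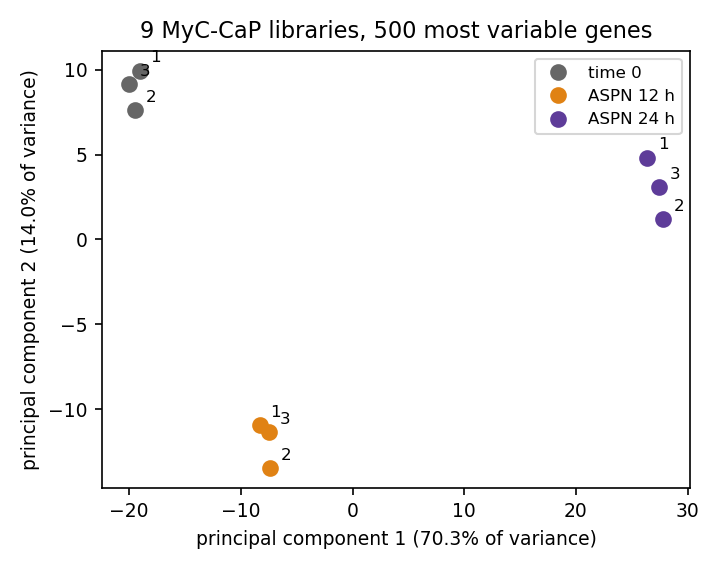
First (x axis, 70.3% of variance) and second (y axis, 14.0% of variance) principal components of the 9 MyC-CaP libraries, from the log2 CPM of the 500 most variable genes. Each point is 1 library labeled with its replicate number, and the libraries of time 0 (gray), 12 hours (orange) and 24 hours (purple) with ASPN lie in separate groups.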

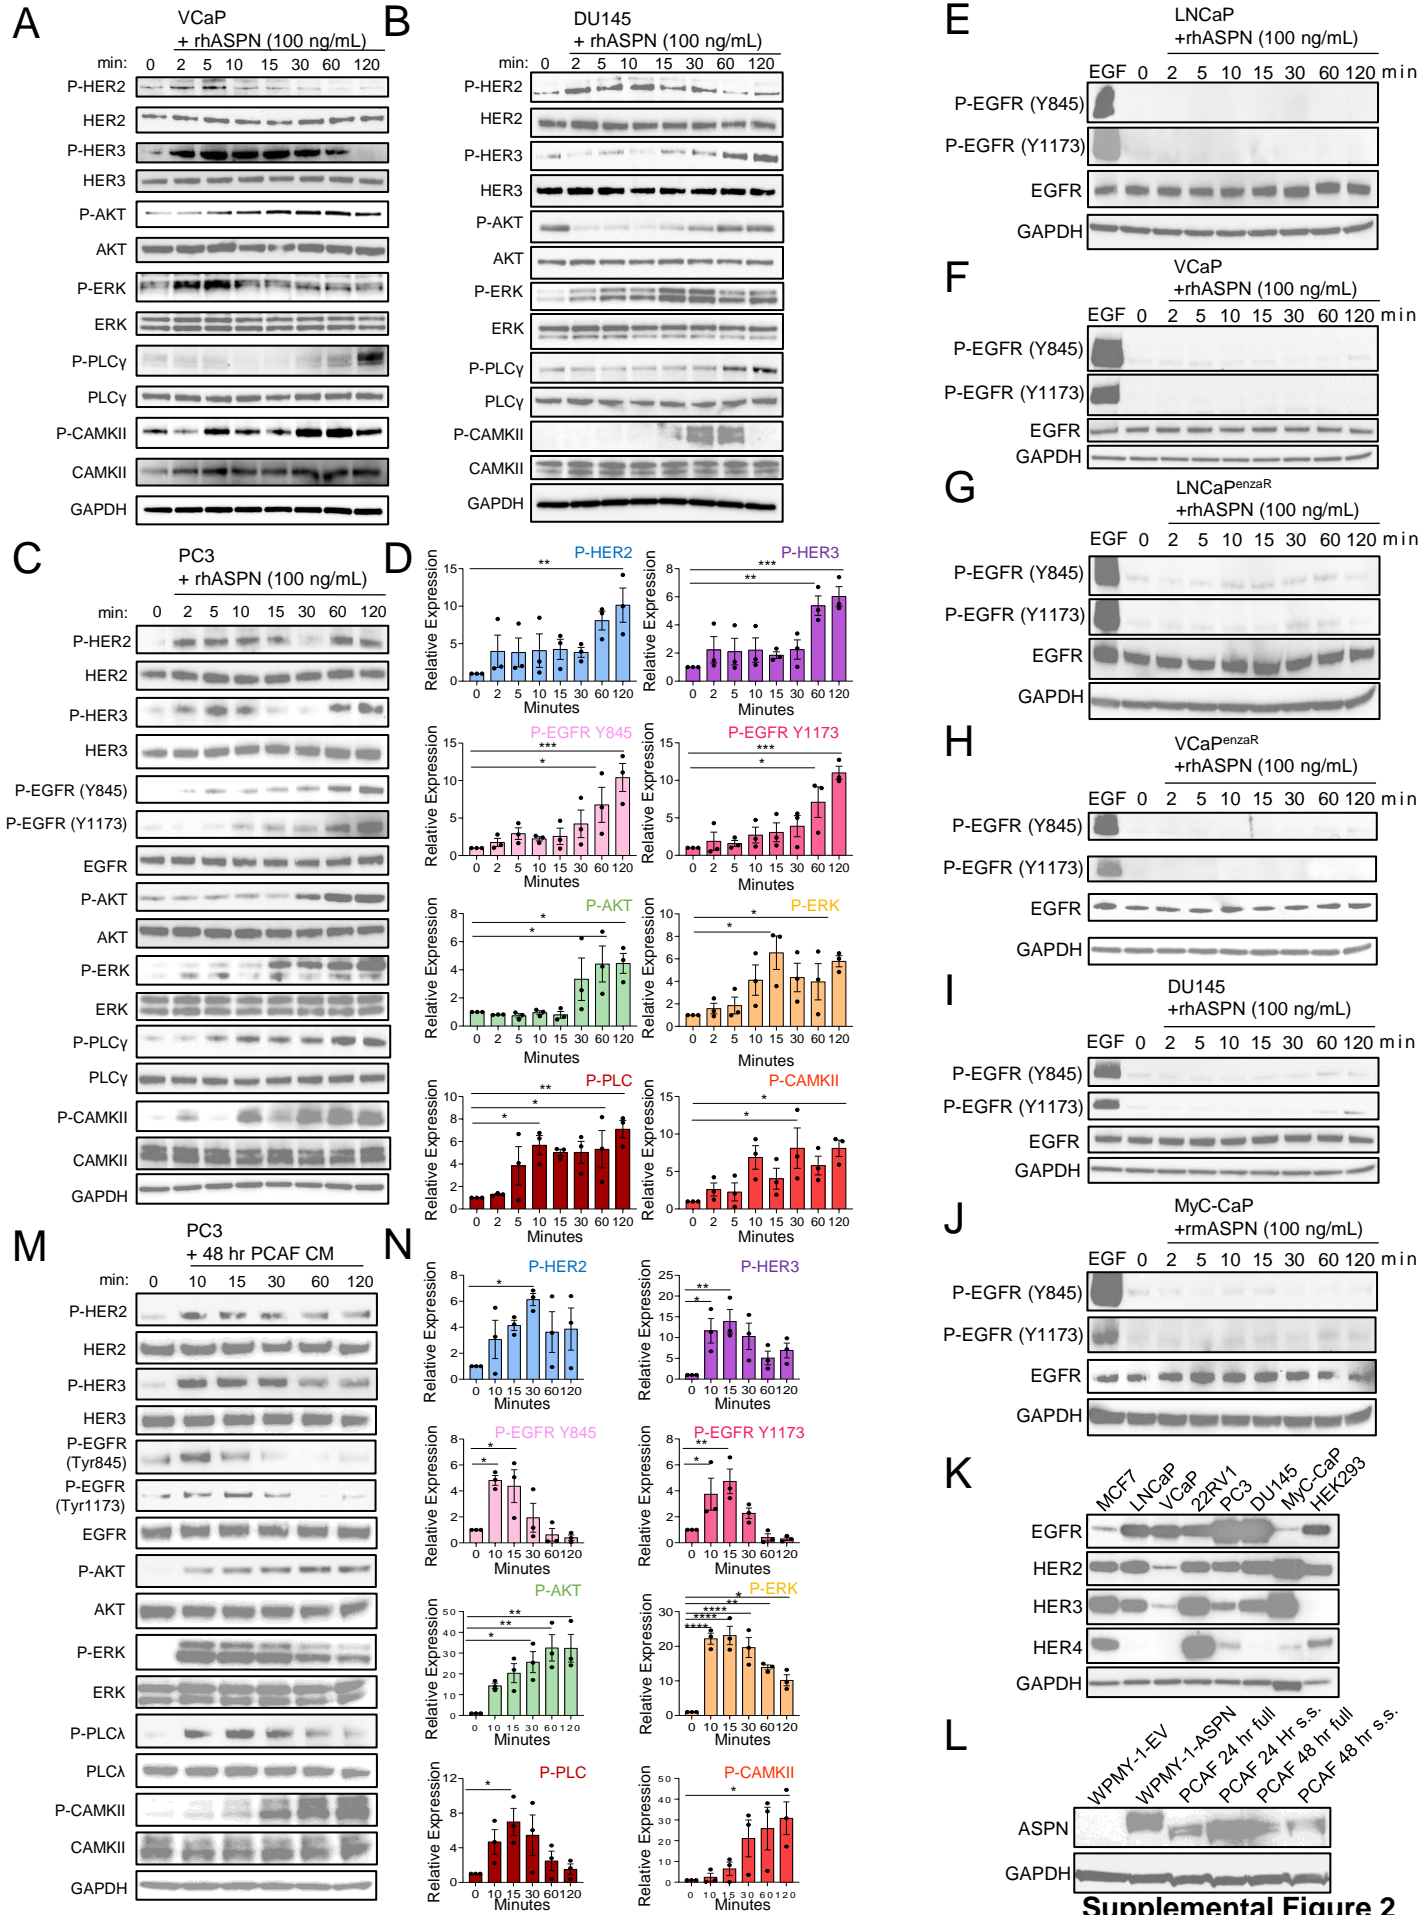

**Supplemental Figure 2 | ASPN induced HER2/HER3 signaling in prostate cancer cells.** **A-D**, VCaP (A), DU145 (B), and PC3 (C) cells treated with 100 ng/ml recombinant human ASPN over a time course and assessed by immunoblotting for HER2 and HER3 pathway activation (n=2-3). Quantification of PC3 cells in D (n=3). **E-J**, LNCaP (E), VCaP (F), LNCaP<sup>enzaR</sup> (G), VCaP<sup>enzaR</sup> (H), DU145 (I), and MyC-CaP (J) treated with 10 ng/mL recombinant human or mouse EGF for 10 minutes or 100 ng/mL human or mouse ASPN over a time course and assessed by immunoblotting for EGFR activation. **K**, MCF7, LNCaP, VCaP, 22RV1, PC3, DU145, MyC-CaP, and HEK293 assessed by immunoblotting for ErbB family members. **L**, Benign prostate fibroblast cell line (WPMY-1) transfected with empty vector (WPMY-1-EV) or ASPN-3XFLAG (WPMY-1-ASPN-FLAG) and patient derived prostate CAF (PCAF) in full serum (full) and serum starved (s.s.) conditions were assessed by immunoblotting for ASPN. **M-N**, PC3 cells treated with conditioned media (CM) from 48-hour serum starved ASPN expressing PCAF and assessed by immunoblotting for HER2 and HER3 pathway activation (M) followed by quantification (N) (n=3). Total proteins normalized to GAPDH, and phosphorylated proteins normalized to GAPDH and total protein. Graphs are shown as mean  $\pm$  SEM and analyzed by One-way ANOVA with Dunnet post hoc analysis; \*P $\leq$ 0.05, \*\*P $\leq$ 0.01, \*\*\*P $\leq$ 0.001 \*\*\*\*P $\leq$ 0.0001.

A

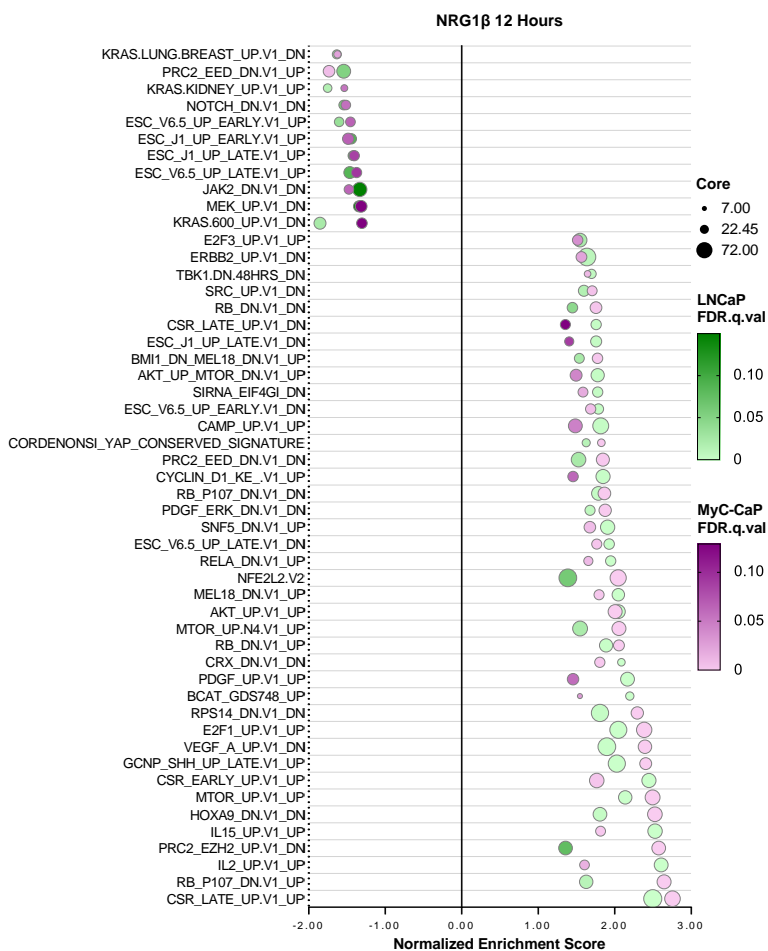

B

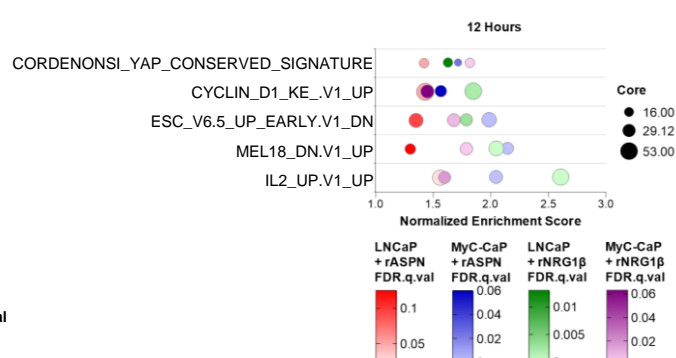

C

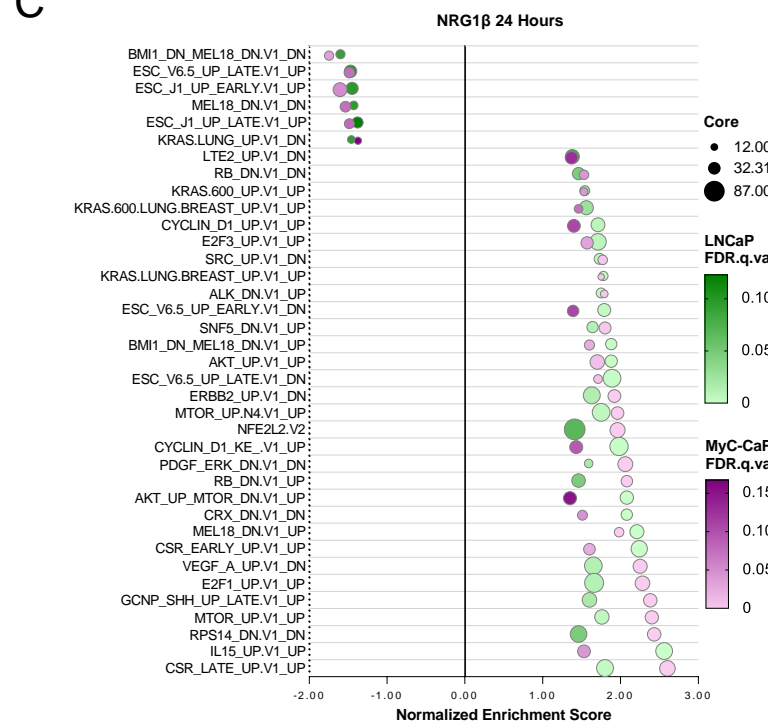

D

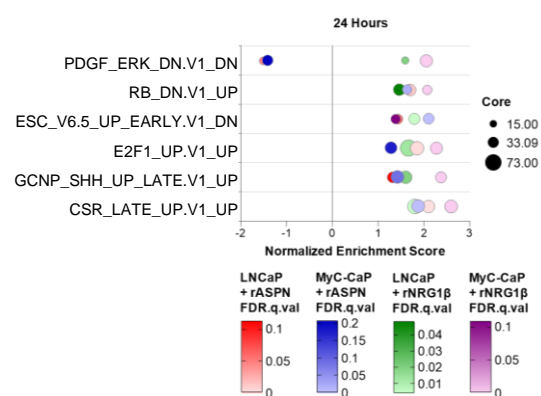

**Supplemental Figure 3 | Altered GSEA Oncogenic Signatures in NRG1 $\beta$  treated prostate cancer cells.** **A**, Bubble plots of overlapping Oncogenic Signatures by GSEA from RNA-Seq of LNCaP and MyC-CaP cells treated with 15 ng/mL recombinant human or mouse NRG1 $\beta$  for 12 hours compared to time 0 (n=3). **B**, Overlapping Oncogenic Signatures by GSEA from RNA-Seq of LNCaP and MyC-CaP cells treated with either 15 ng/mL rNRG1 $\beta$  or 100 ng/mL rASPEN for 12 hours compared to time 0 (n=2-3). **C**, Bubble plots of overlapping Oncogenic Signatures by GSEA from RNA-Seq of LNCaP and MyC-CaP cells treated with 15 ng/mL recombinant human or mouse NRG1 $\beta$  for 24 hours compared to time 0 (n=3). **D**, Overlapping Oncogenic Signatures by GSEA from RNA-Seq of LNCaP and MyC-CaP cells treated with either 15 ng/mL rNRG1 $\beta$  or 100 ng/mL rASPEN for 24 hours compared to time 0 (n=2-3).

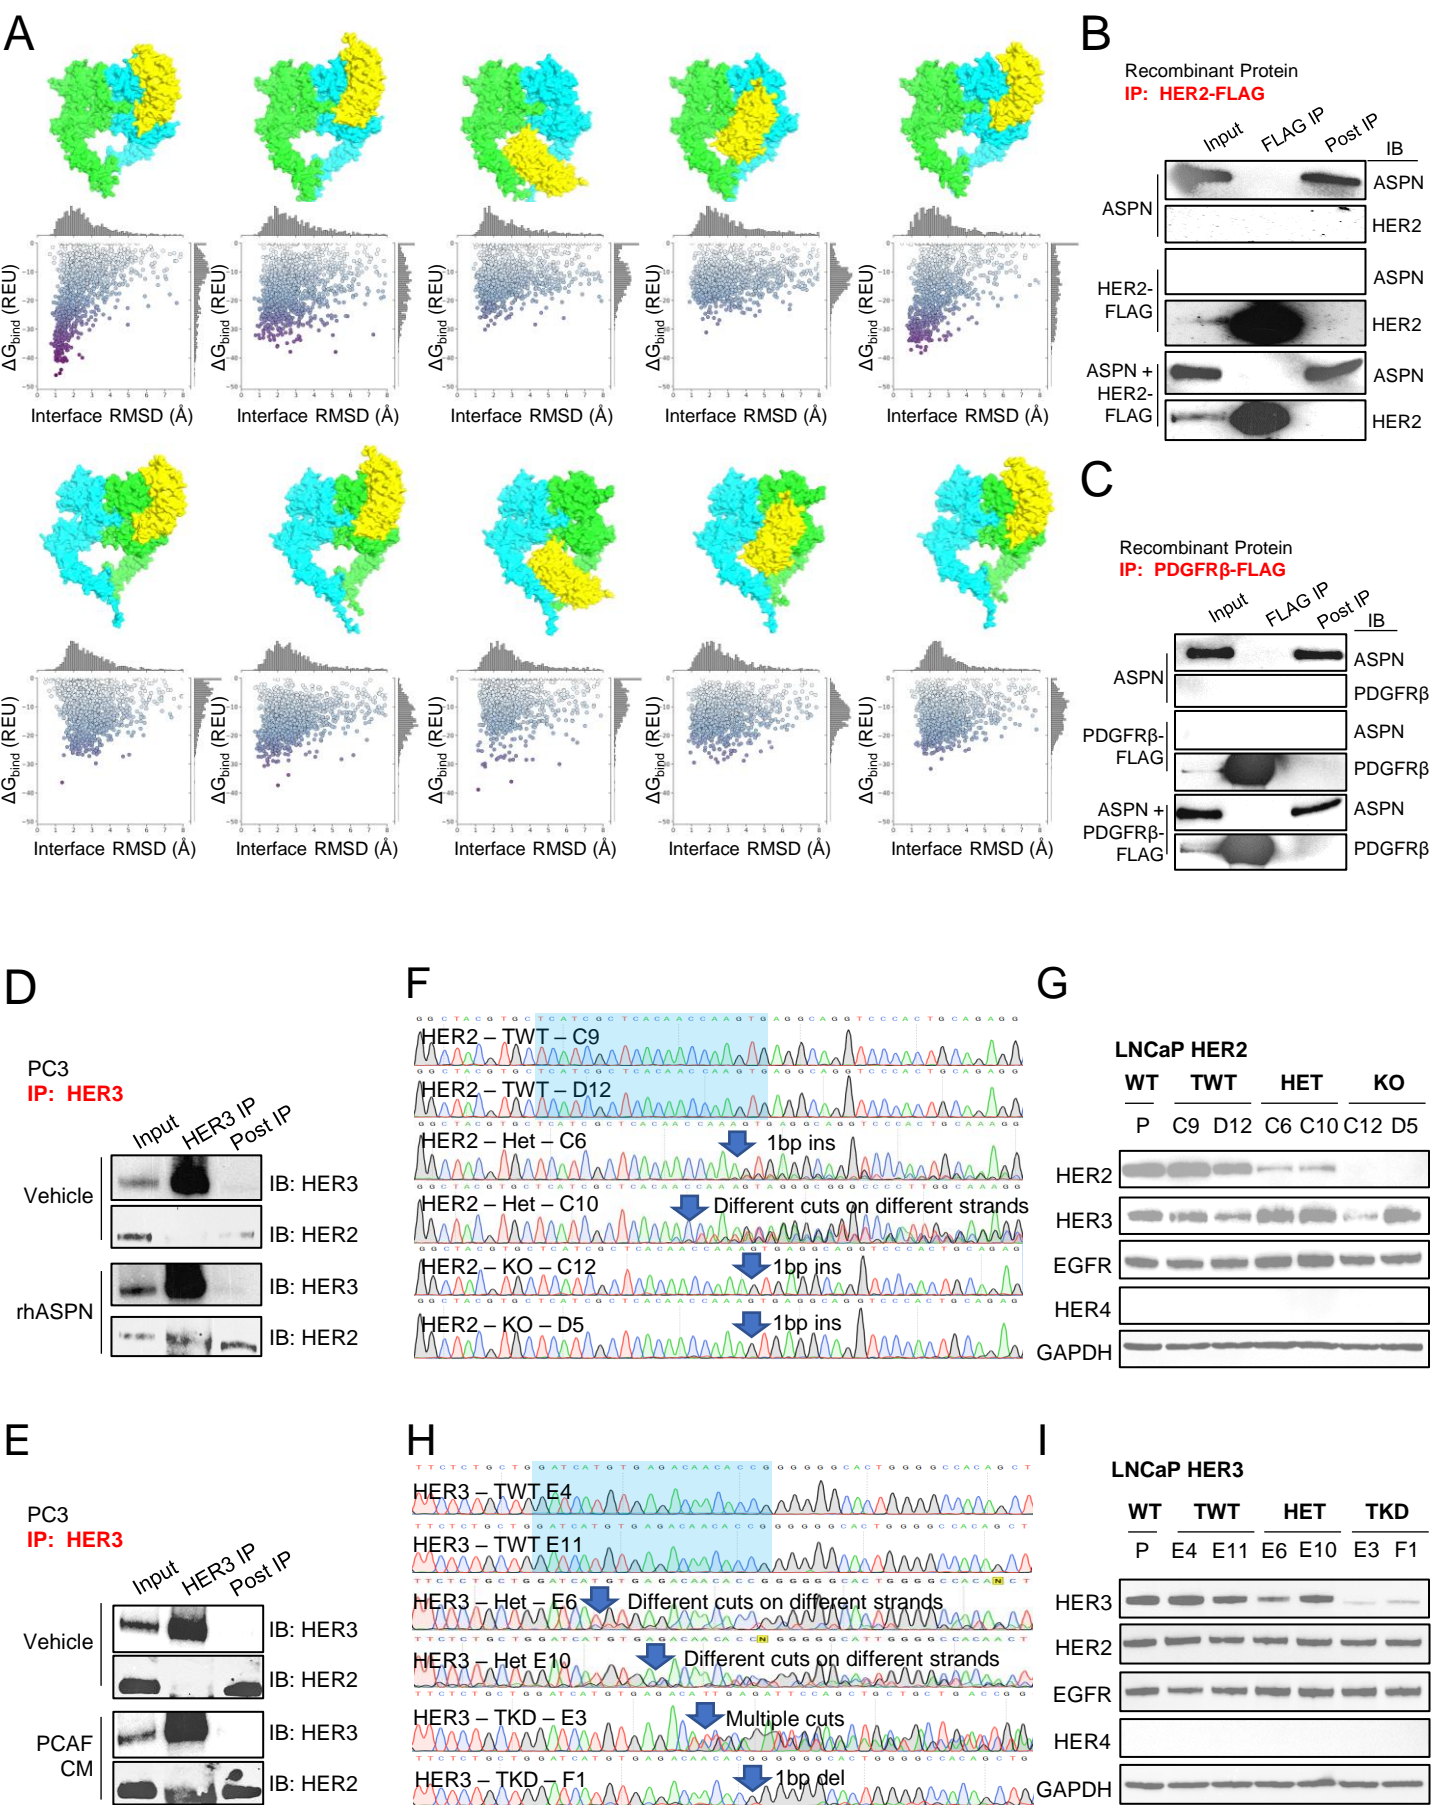

Supplemental Figure 4

**Supplemental Figure 4 | ASPN binds to the ligand binding domain of HER3.** **A**, Rosetta local docking funnel for ASPN (yellow) against the HER2 (green) / HER3 (blue) extracellular domain heterodimer of the AlphaFold2-predicted complex. Scatter plot colored by Rosetta binding energy in Rosetta energy units (REU) using the REF2015 score function. 1D histograms represent the marginal distributions for the interface RMSD (top) and binding energy (bottom). Left top also shown in Figure 4A and included here for comparison. **B, C**, Recombinant human ASPN and recombinant human HER2-FLAG (B) or recombinant human PDGFR $\beta$ -FLAG (C) were incubated either with vehicle or together in a cell-free assay, then immunoprecipitated with anti-FLAG beads, and assessed for ASPN and HER2 (B) or PDGFR $\beta$  (C) by immunoblotting (n=2). **D**, PC3 cells were treated with vehicle or recombinant human ASPN (100 ng/mL). Cell lysates were normalized and incubated with an anti-HER3 antibody overnight. HER3 was immunoprecipitated using Protein A Agarose beads, washed, and analyzed by immunoblotting for HER3 and HER2 (n=2). **E**, PC3 cells were treated with vehicle or conditioned media (CM) from ASPN-expressing prostate cancer associated fibroblasts (PCAF). Cell lysates were normalized and incubated with an anti-HER3 antibody overnight. HER3 was immunoprecipitated using Protein A Agarose beads, washed, and analyzed by immunoblotting for HER3 and HER2 (n=2). **F**, DNA sequencing traces of HER2 targeted wild type (TWT), HER2 heterozygous knock out (HET), and HER2 knockout (KO) LNCaP independent clones. **G**, ErbB family member expression in HER2 TWT, HER2 HET, and HER2 KO LNCaP independent clones as assessed by immunoblotting. **H**, DNA sequencing traces of HER3 TWT, HER3 HET, and HER3 truncated knockdown (TKD) LNCaP independent clones. **I**, Expression of ErbB family members in HER3 TWT, HER3 HET, and HER3 TKD LNCaP independent clones as assessed by immunoblotting.

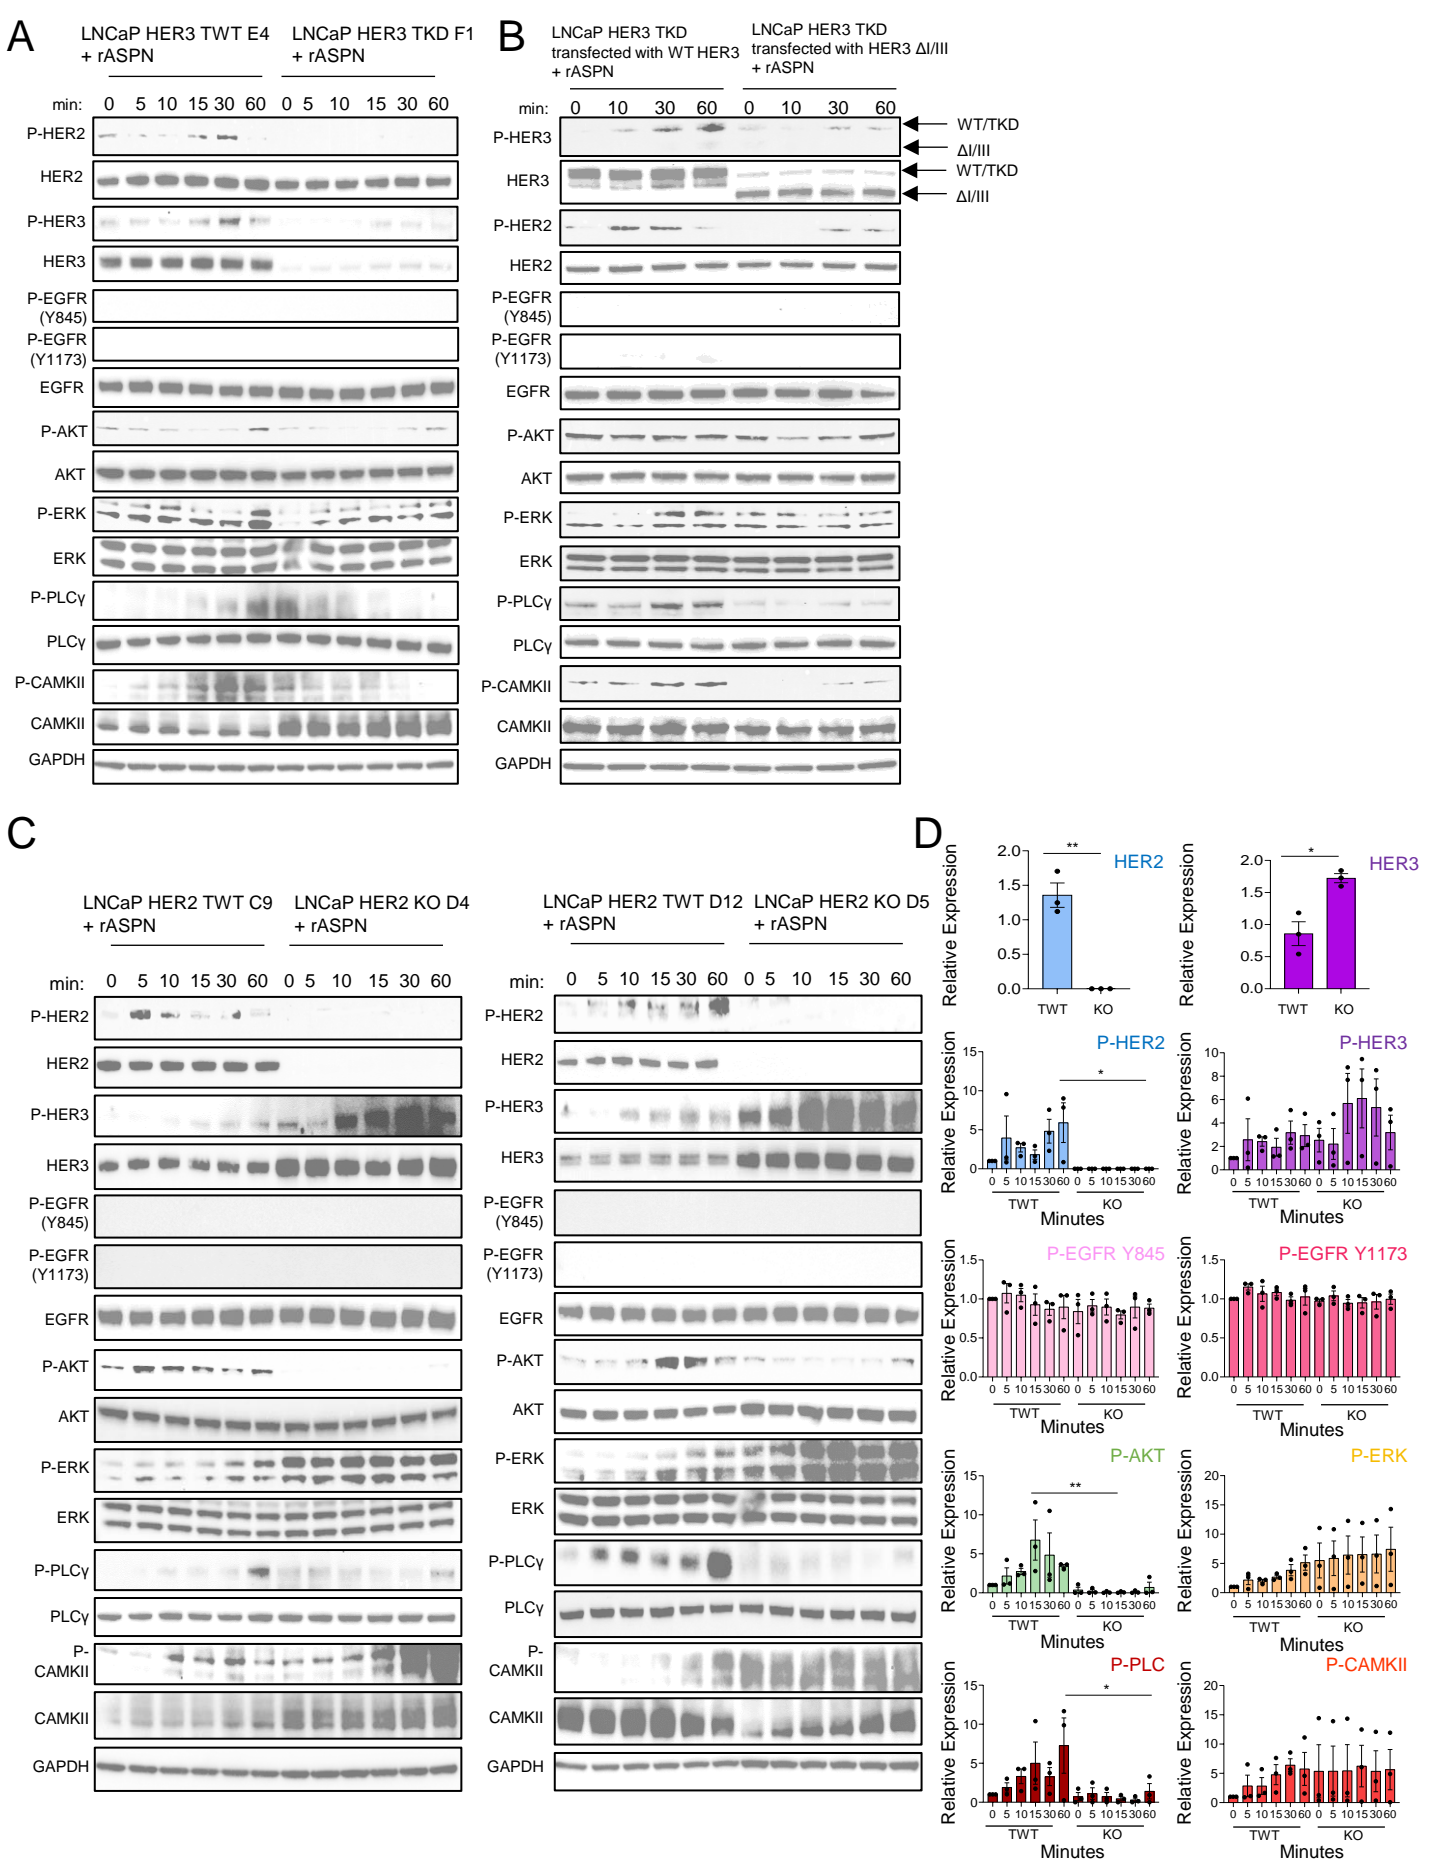

**Supplemental Figure 5 | HER2 and HER3 are key mediators of ASPN signaling.** **A**, LNCaP targeted wild type (TWT) and LNCaP HER3 truncated knockdown (TKD) cells were treated with 100ng/ml recombinant human ASPN over a time course and assessed by immunoblotting for HER2 and HER3 pathway activation. **B**, LNCaP HER3 TKD cells were transfected with HER3 WT or HER3  $\Delta$ I/III mutant then treated with 100ng/ml recombinant human ASPN over a time course and assessed by immunoblotting for HER2 and HER3 pathway activation. **C, D**, LNCaP TWT and LNCaP HER2 KO (with increased baseline HER3 expression) were treated with 100 ng/ml recombinant human ASPN over a time course and assessed by immunoblotting for HER2 and HER3 pathway activation (C) and quantification (D) (n=3). Graphs are shown as mean  $\pm$  SEM and analyzed by One-way ANOVA with Sidak's post hoc analysis; \*P $\leq$ 0.05, \*\*P $\leq$ 0.01.

A

### Clinical Characteristics of Prostate Cancer Metastases (n=33)

|                                   |                    |
|-----------------------------------|--------------------|
| Age (years), Median (range)       | 72 (59-86)         |
| Year, Median (range)              | 2019 (2015-2023)   |
| Race                              |                    |
| White, Non-Hispanic               | 29 (88%)           |
| White, Hispanic                   | 1 (3%)             |
| Black, Non-Hispanic               | 3 (9%)             |
| PSA (ng/mL), Median (range)       | 13.7 (<0.1->5,000) |
| Site of Sampled Metastasis        |                    |
| Bone                              | 11 (33%)           |
| Lung                              | 7 (21%)            |
| Brain                             | 8 (24%)            |
| Liver                             | 3 (9%)             |
| Other                             | 4 (12%)            |
| Androgen Responsive               |                    |
| mHSPC                             | 11 (33%)           |
| mCRPC                             | 19 (58%)           |
| mNEPC/SCPC/BCPC                   | 3 (9%)             |
| Systemic Therapies                |                    |
| Castrate: Medically or Surgically | 25 (76%)           |
| NHT                               | 19 (58%)           |
| Chemotherapy                      | 8 (24%)            |
| Lines of Systemic Therapies       |                    |
| 0                                 | 8 (24%)            |
| 1                                 | 3 (9%)             |
| 2                                 | 10 (30%)           |
| ≥3                                | 12 (36%)           |

E

HER2 and HER3 expression by IHC (1\*, 2\*) in prostate cancer metastases (bone, lung, brain, liver, lymph node, and other).

| Hormone Status | HER2-low<br>1* or 2* ≥10%<br>(%) | HER2-ultralow<br>1* at <10%<br>(%) | HER3-low<br>1* or 2* ≥10%<br>(%) | HER3-ultralow<br>1* at <10%<br>(%) |
|----------------|----------------------------------|------------------------------------|----------------------------------|------------------------------------|
| mHSPC          | 7/11 (64%)                       | 2/11 (18%)                         | 9/11 (82%)                       | 1/11 (9%)                          |
| mCRPC          | 15/22 (68%)                      | 2/22 (9%)                          | 16/22 (73%)                      | 1/22 (5%)                          |
| Total          | 22/33 (67%)                      | 4/33 (12%)                         | 25/33 (76%)                      | 2/33 (6%)                          |

F

LNCaP: Negative Control

A549: Positive Control

Prostate Cancer Metastasis

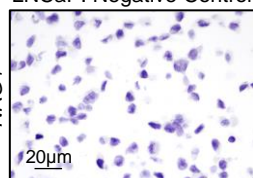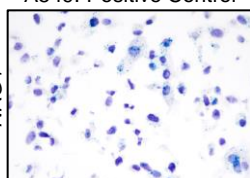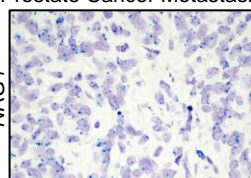

B

Breast Cancer Controls  
for HER2 Grading

ASPN/HER2

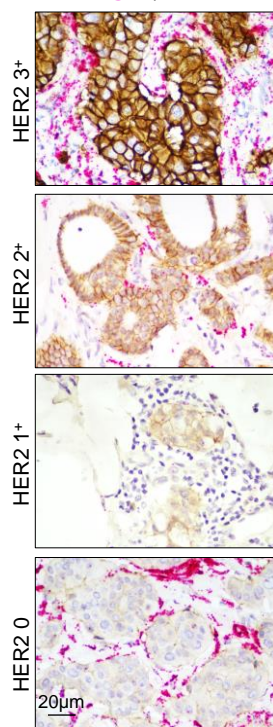

C

Benign Host Tissue Adjacent to  
Prostate Cancer Metastasis

ASPN/HER2

HER3

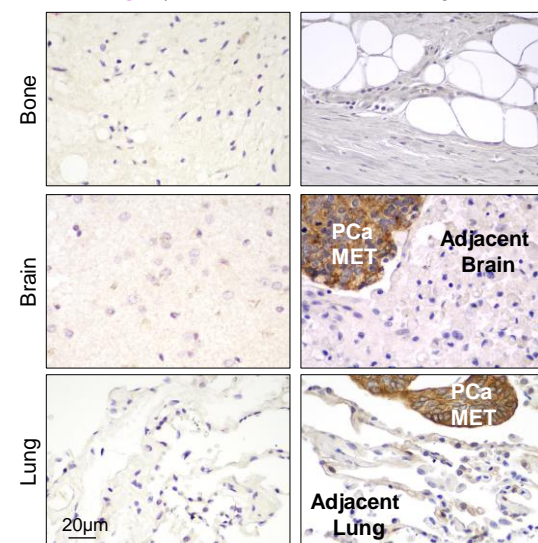

D

Prostate Cancer Metastases

ASPN/HER2

HER3

NRG1

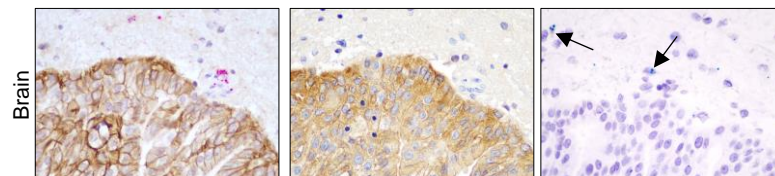

**Supplemental Figure 6 | Patient characteristics and antibody controls for HER2, ASPN, HER3, and NRG1 $\beta$ .** **A**, Clinical characteristics of prostate cancer metastases (n=33). **B**, Representative images of dual IHC/RNAscope for HER2/*ASPN* on breast cancer control tissues with validated clinical HER2 IHC scores of 0, 1+, 2+, and 3+. **C**, Representative images of dual IHC/RNAscope for HER2/*ASPN* on benign tissue adjacent to prostate cancer metastases. **D**, Representative images of distant prostate cancer metastases analyzed by dual IHC for HER2 and RNAscope for *ASPN* (n=33), IHC for HER3 (n=33), and RNAscope for *NRG1* (n=31). **E**, HER2 expression by IHC (1+, 2+) in prostate cancer metastases. **F**, Representative images of RNAscope for *NRG1* in a negative control (LNCaP), a positive control (A549), and a positive prostate cancer metastasis.

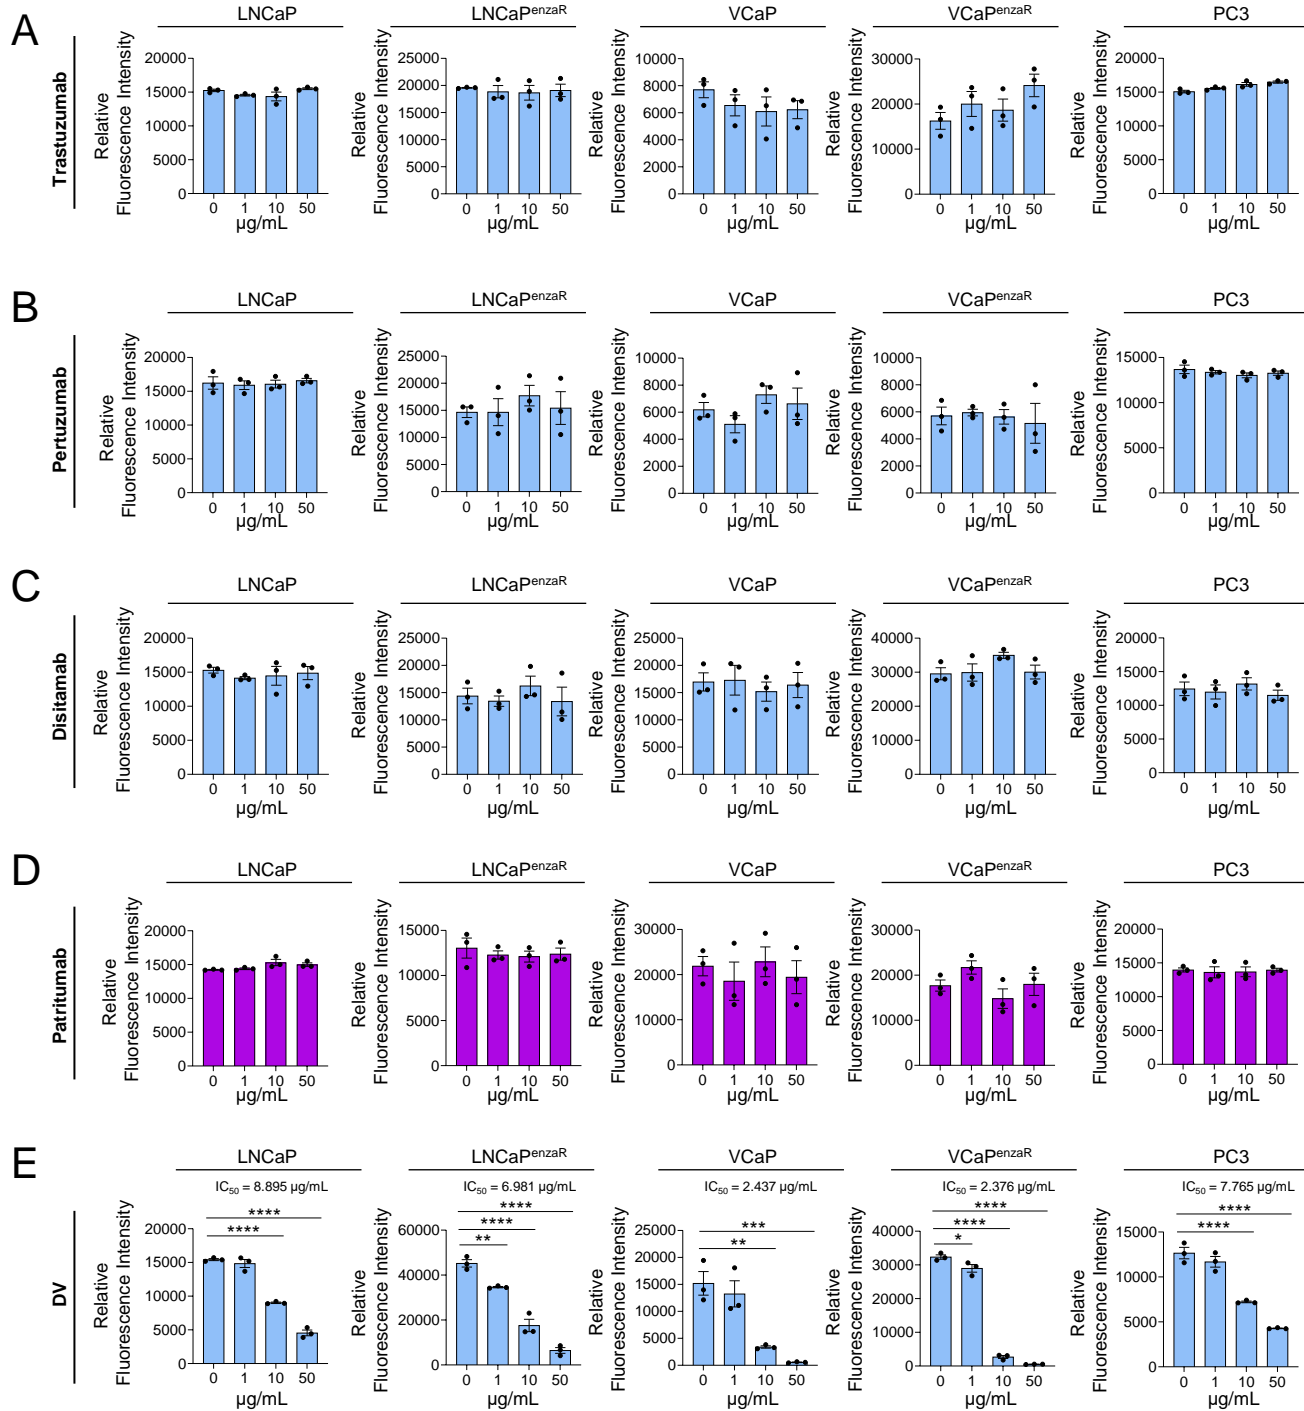

**Supplemental Figure 7 | Prostate cancer cell response to therapies designed to target either HER2 or HER3. A-E,** LNCaP, LNCaP<sup>PenzaR</sup>, VCaP, VCaP<sup>PenzaR</sup> and PC3 cells treated with increasing concentrations of trastuzumab (A), pertuzumab (B), disitamab (C), patritumab (D), or disitamab vedotin (DV) (E) for 5 days (LNCaP, PC3) or 10 days (LNCaP<sup>PenzaR</sup>, VCaP, VCaP<sup>PenzaR</sup>). Inferred quantification of cell number by relative fluorescence intensity using CyQuant (n=3). Graphs are shown as mean  $\pm$  SEM and analyzed by One-way ANOVA with Dunnett's post hoc analysis; \*P $\leq$ 0.05, \*\*P $\leq$ 0.01, \*\*\*P $\leq$ 0.001, \*\*\*\*P $\leq$ 0.0001.

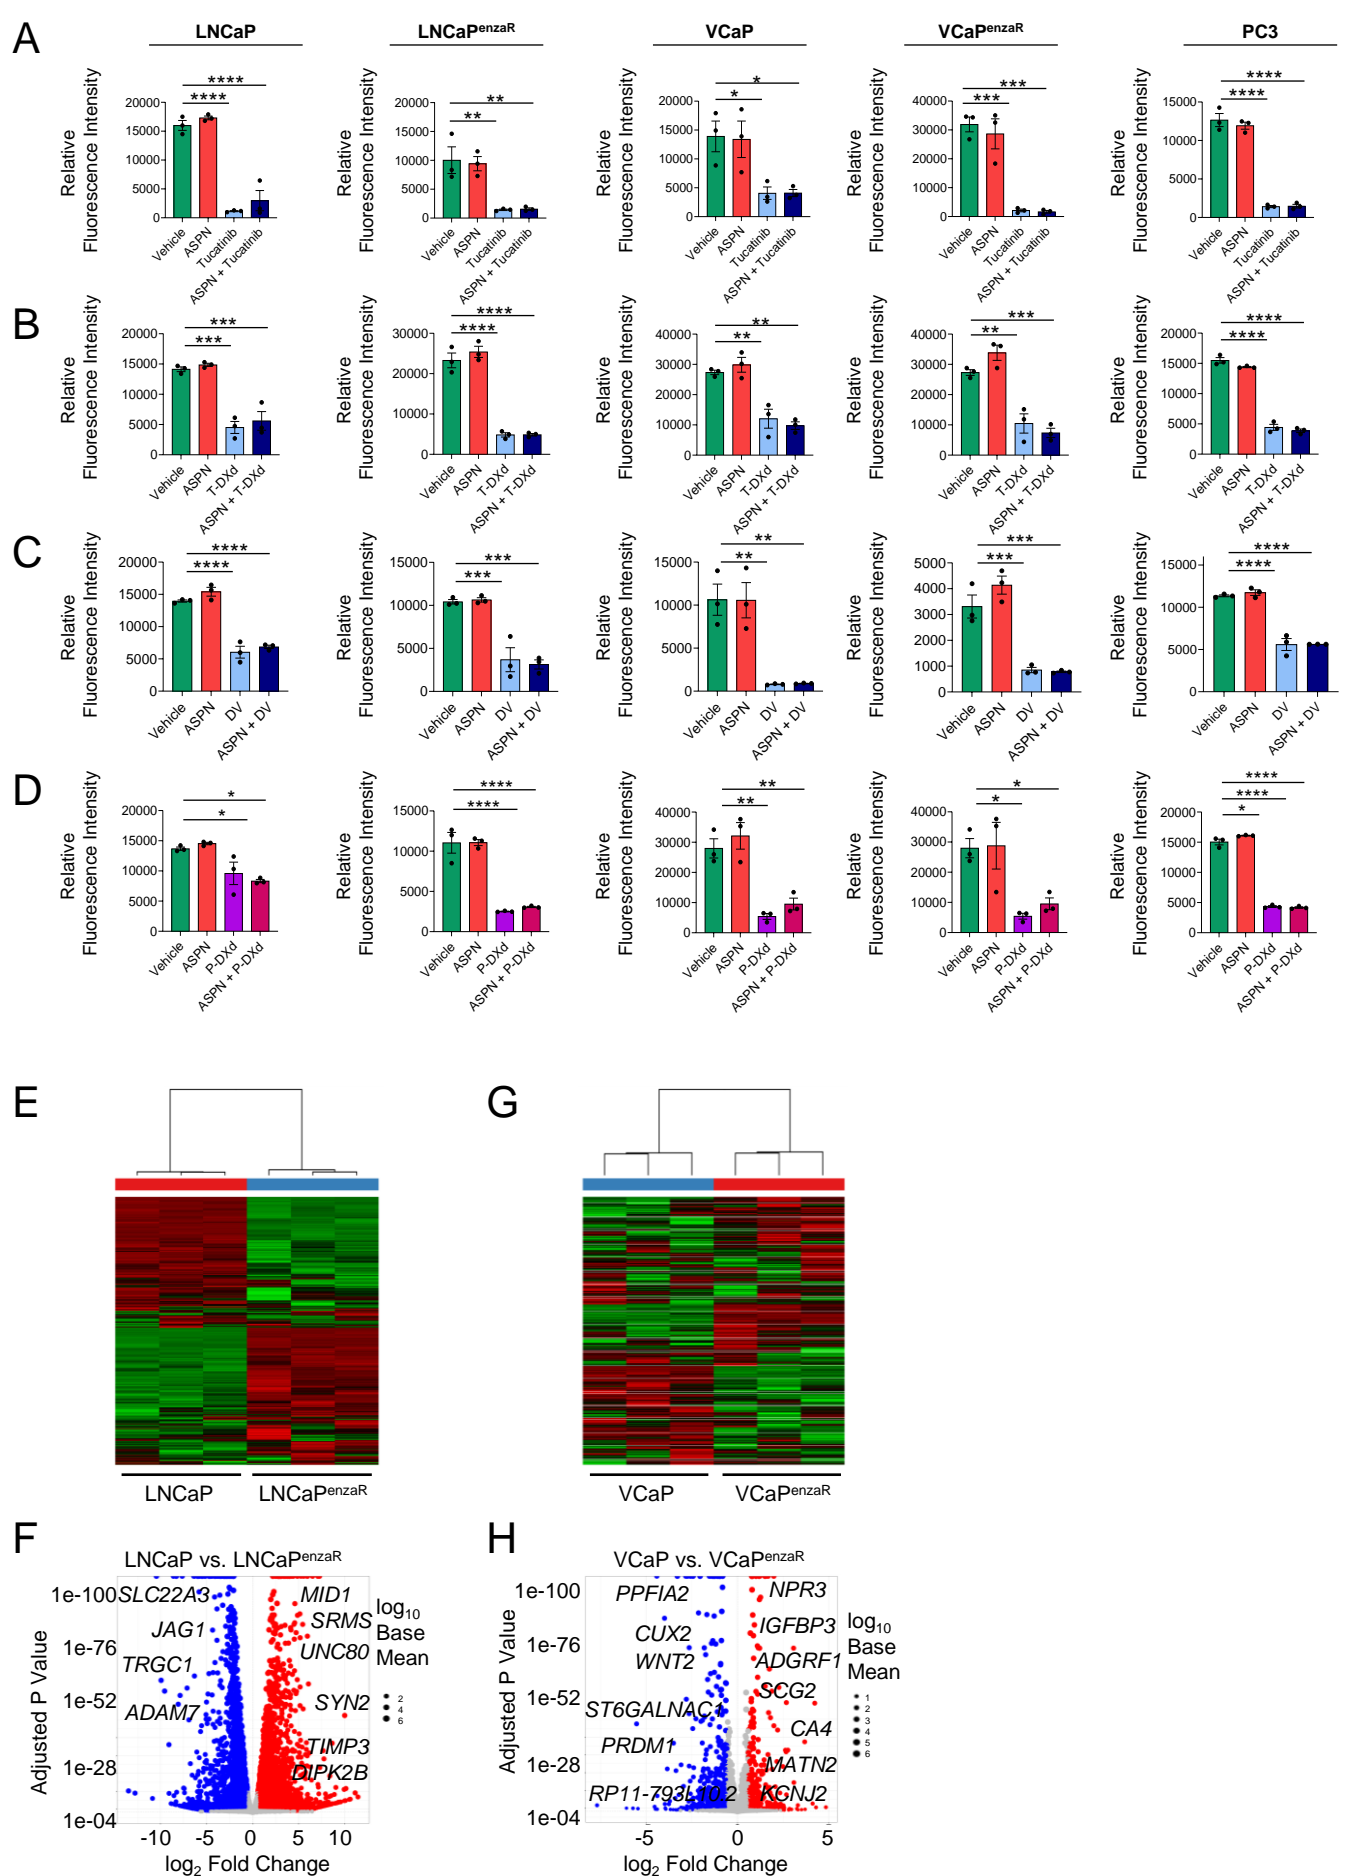

**Supplemental Figure 8 | ASPN does not restrict the in vitro efficacy of therapies designed to target HER2 or HER3 in prostate cancer cells. A-D**, LNCaP, LNCaP<sup>PenzaR</sup>, VCaP, VCaP<sup>PenzaR</sup> and PC3 treated with vehicle, 20  $\mu$ M tucatinib (A), 50  $\mu$ g/mL T-DXd (B), 50  $\mu$ g/mL DV (C), or 50  $\mu$ g/mL P-DXd (D), 100 ng/mL rASPN, or 100 ng/mL rASPN in combination with drug. Inferred quantification of cell number by relative fluorescence intensity using CyQuant (n=3). **E**, Heatmap of LNCaP and LNCaP<sup>PenzaR</sup> assessed by RNA-Seq (n=3). **F**, Volcano plots comparing LNCaP and LNCaP<sup>PenzaR</sup> cells assessed by RNA-Seq (n=3). **G**, Heatmap of VCaP and VCaP<sup>PenzaR</sup> assessed by RNA-Seq (n=3). **H**, Volcano plots comparing VCaP and VCaP<sup>PenzaR</sup> cells assessed by RNA-Seq (n=3). Graphs are shown as mean  $\pm$  SEM and analyzed by One-way ANOVA with Dunnett's post hoc analysis (A-D); \*P $\leq$ 0.05, \*\*P $\leq$ 0.01, \*\*\*P $\leq$ 0.001, \*\*\*\*P $\leq$ 0.0001.

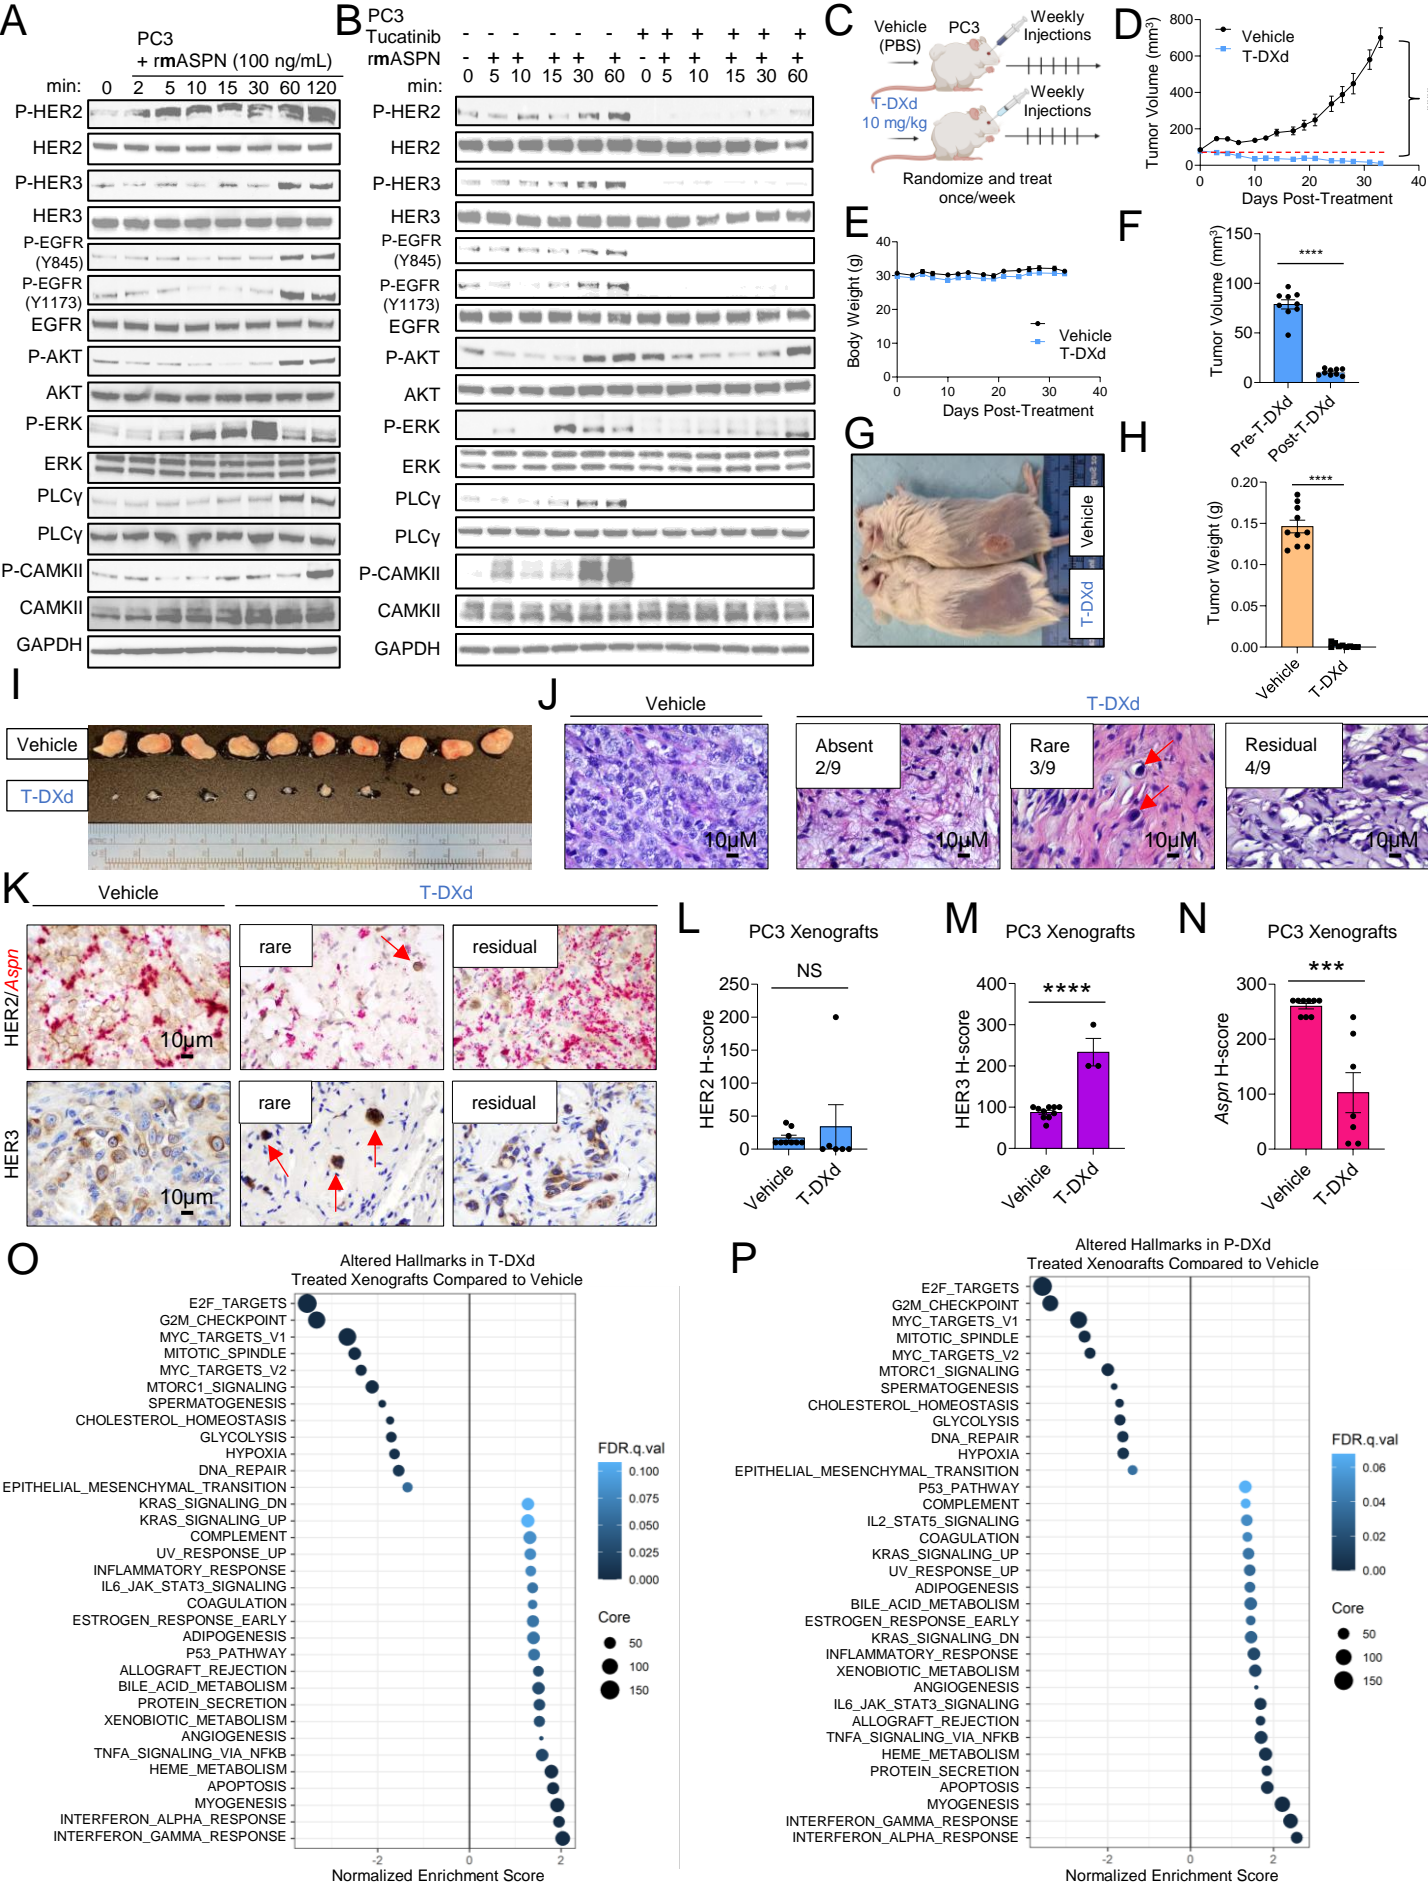

**Supplemental Figure 9 | Antibody drug conjugate designed to target HER2 (T-DXd) restricts growth of prostate cancer cells in vivo.** **A**, PC3 cells (human) treated with 100 ng/mL recombinant mouse ASPN over a time course and assessed by immunoblotting for HER2 and HER3 pathway activation. **B**, PC3 cells (human) pre-treated with tucatinib (20 $\mu$ M) or vehicle for 1 hour followed by treatment with 100 ng/mL recombinant mouse ASPN over a time course and assessed by immunoblotting for HER2 and HER3 pathway activation (n=2). **C**, Schematic of PC3 subcutaneous xenografts grown to approximately 90mm<sup>3</sup> in NSG mice and then treated with vehicle (n=10) or 10 mg/kg T-DXd (n=9) by retro-orbital injection weekly for 5 cycles. **D**, Growth curves of PC3 xenografts in NSG mice treated with vehicle or T-DXd. **E**, Total weight of NSG mice with PC3 xenografts treated with vehicle or T-DXd. **F**, Tumor volume prior to T-DXd (pre-T-DXd) and after 5 cycles of weekly T-DXd (post-T-DXd). **G**, Photograph of representative of NSG mice with PC3 xenografts treated with vehicle or T-DXd at experimental endpoint. **H**, Tumor weight of isolated PC3 xenografts in NSG mice treated with vehicle or T-DXd at experimental endpoint. **I**, Photograph of isolated PC3 xenografts from NSG mice treated with vehicle or T-DXd at experimental endpoint. **J**, Representative H&E of PC3 xenografts treated with vehicle or T-DXd. Representative H&E images of absence of disease (left), rare cancer cells highlighted by red arrows (middle), and residual disease (right) are shown for T-DXd treated mice. **K**, Representative dual IHC/RNAscope for HER2 (IHC) and *Aspn* (RNAscope) and IHC for HER3 in PC3 xenografts treated with vehicle or T-DXd. Representative images of IHC/RNAscope of rare cancer cells highlighted by red arrows (left) and residual disease (right) are shown for T-DXd treated mice. **L**, **M**, Quantification of HER2 (L) and HER3 (M) expression by IHC as determined by H-Score (0, 1<sup>+</sup>, 2<sup>+</sup>, 3<sup>+</sup> intensity x percent positive) in PC3 xenografts treated with vehicle or T-DXd. **N**, Quantification of *Aspn* expression by RNAscope as determined by H-Score (0, 1<sup>+</sup>, 2<sup>+</sup>, 3<sup>+</sup> intensity x percent positive) in PC3 xenografts treated with vehicle or T-DXd. **O**, **P**, Bubble plots of Hallmarks by GSEA of T-DXd (O) and P-DXd (P) treated xenografts compared to vehicle. Graphs are shown as mean  $\pm$  SEM and analyzed by multiple Student's t-test (D) or Student's t-test (F, H, L, M, N); \*\*\*P $\leq$ 0.001, \*\*\*\*P $\leq$ 0.0001.

## SUPPLEMENTAL METHODS

### Cell lines

LNCaP, VCaP, MyC-CaP, PC-3, DU145, HEK293, and MCF7 were obtained from ATCC. LNCaP and VCaP enzalutamide resistant cells (LNCaP<sup>enzaR</sup> and VCaP<sup>enzaR</sup>) were generated from parental lines by continuous treatment with 10  $\mu$ M enzalutamide and then maintained on 5  $\mu$ M enzalutamide. Cell lines were maintained in either DMEM (DU145, VCaP, MyC-CaP, HEK293) or RPMI 1640 (PC3, LNCaP, 22RV1) supplemented with 10% fetal bovine serum (Gibco) and 1% penicillin/streptomycin (Gibco). Prostate CAF (PCAF) were isolated from prostate tissue obtained at radical prostatectomy. A rapid frozen H&E of isolated tissue was used for GU pathologist verification of prostate cancer with cribriform morphology. Prostate cancer tissue was dissociated using the Tumor Dissociation Kit (Miltenyi Biotec) as per manufacturer's protocol (m\_imp\_tumor\_01 program before the 37C\_h\_TDK2 program). After removal of erythrocytes with the Red Blood Cell Lysis Solution (Miltenyi Biotec), cells were cultured in RoosterNourish-MS media (RoosterBio) supplemented with 1% penicillin/streptomycin (Gibco) to enrich for PCAF. The retroviral pBABE-puro-hTERT vector system (Addgene) was used for PCAF immortalization. STR profiling and *Mycoplasma* testing was performed to authenticate cell lines (Johns Hopkins University Genetic Resources Core Facility).

### Recombinant protein

Mouse and human recombinant NRG1 $\beta$  were purchased from R&D Systems. Mouse recombinant ASPN was purchased from Origene. Human recombinant ASPN was synthesized by MyBioSource to ensure it was the D14 variant.

### RNA sequencing

Cells were plated in triplicate in 6 well plates (500,000-750,000 cells/well) and allowed to adhere for 24-48 hrs. Cells were starved in serum-free and calcium-free media (Vanderbilt Cell Culture Core) for 6-12 hours prior to treatment with buffer, 100 ng/mL rASPN (MyBioSource, Origene) or 15 ng/mL rNRG1 (R&D Systems). Total RNA was extracted from treated cells with the RNeasy Protect Cell Mini Kit (Qiagen) as per manufacturer's protocol. Illumina TruSeq mRNA sequencing libraries were prepared and sequenced at multiplex paired-end 150 bp on the Illumina NovaSeq 6000 (Illumina). Reads were trimmed to remove adapter sequences using Cutadapt v4.5

and aligned to corresponding genomes (Gencode GRCh38.p13 for human and Gencode GRCm38.p6 for mouse) using STAR v2.7.11a. GTF gene annotation (Gencode v38 for human and Gencode vM24 for mouse) was provided to STAR to improve the accuracy of mapping. Quality control on both raw reads and adaptor-trimmed reads was performed using FastQC v0.11.9 ([www.bioinformatics.babraham.ac.uk/projects/fastqc](http://www.bioinformatics.babraham.ac.uk/projects/fastqc)). One replicate of LNCaP cells at time zero was not included in the final analyses as it did not meet the quality control threshold. featureCounts v2.0.2 was used to count the number of mapped reads to each gene. Heatmap3 v1.1.9 was used for cluster analysis and visualization. Significantly differential expressed genes with absolute fold change  $\geq 1.5$  and FDR adjusted p value  $\leq 0.05$  were detected by DESeq2 v1.30.1. 

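The MyC-CaP counts were also tested with DESeq2 (version 1.42.0) on the 6 libraries of each comparison, with its own size factors and independent filtering and with the same thresholds. DESeq2 called 174 genes at 12 hours (167 higher, 7 lower) and 3289 at 24 hours (1420 higher, 1869 lower). The paper's supporting table for Figure 1D lists 181 genes (172 higher, 9 lower), and its table for Figure 1E lists 3323 genes (1435 higher, 1888 lower), of which 1998 were available for comparison, all 1435 higher genes but only 563 of the 1888 lower genes. Of the 181 genes, 173 were called by DESeq2 and 176 by edgeR's quasi-likelihood test. Of the 1998 genes, 1972 were called by DESeq2 and 1910 by edgeR, all in the same direction as in the paper. For the genes of these tables, the log2 fold changes from DESeq2 differed from the paper's by at most 0.0024 at 12 hours and 0.0030 at 24 hours. Those from edgeR differed by a median of 4.5e-04 at 12 hours and 0.012 at 24 hours. Between 12 and 24 hours, a comparison that has no table in the paper, DESeq2 called 1164 genes higher and 1746 lower.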

Gene set enrichment analysis was performed using GSEA package v4.3.2 on database v2022.1.Hs. Over-representation analysis was performed on differentially expressed genes using the WebGestaltR package v0.4.6. The bulk RNA-sequencing data generated in this study is deposited at the Gene Expression Omnibus (GEO) database.

### **Immunoblotting**

Cells were plated in 6 well plates (500,000-750,000 cells/well) and allowed to adhere for 24-48 hours. Cells were starved in serum-free and calcium-free media (Vanderbilt Cell Culture Core) for 18 hours overnight prior to treatment with 100 ng/mL rASPN (MyBioSource, Origene), 15 ng/mL rNRG1 (R&D Systems) or 10 ng/mL rEGF (R&D Systems). Cell lysates were collected in RIPA buffer (Pierce) supplemented with EDTA-free protease/phosphatase inhibitor tablets (Pierce), sonicated, and spun at max speed for 5 min at 4°C. Protein concentration was normalized using the BCA kit (Pierce). Sample buffer (ThermoFisher, 4x NuPage) and DTT (1M) were added, and samples boiled for 10 min at 70°C. Samples were loaded onto 4-12% NuPage gels (Invitrogen) and ran for 40 min at 200 V in 1x MOPS buffer. Proteins were transferred on the Bio-Rad Trans Blot Turbo high molecular weight setting to 0.2  $\mu$ M PVDF membranes (Bio-Rad Trans-Blot Turbo Packs), blocked for 1 hr in 5% bovine serum albumin (BSA) or milk, and incubated with indicated primary antibody (catalog numbers and concentrations can be found in supplemental reagents table) overnight at 4°C. Next day, membranes were washed 3 times for 5 min each with TBST, incubated with secondary for 1 hr at room temperature (RT), washed 3 times for 5 min each with TBST, developed using enhanced chemiluminescence (ThermoFisher, femto), and imaged on the ChemiDoc (BioRad). For inhibitor experiments, cells were pre-treated with inhibitor for 1 hour

prior to treatment with recombinant protein. Western blot quantification and analysis was performed using ImageJ.

### **Computational binding prediction**

Computational structural models of the interaction between the HER2/HER3 heterodimer and ASPN were generated using a two-stage modeling approach with AlphaFold2 and Rosetta. First, AlphaFold-Multimer (v2.3) was used to generate candidate complexes of ASPN with HER2/HER3. Each complex was refined using Rosetta's Relax protocol (alternating rotamer repacking and torsion-space minimization) utilizing the REF2015 score function, and coordinate restraints were applied to backbone heavy atoms during refinement. Next, Rosetta refinement docking was performed on AlphaFold2 candidate complexes in two stages: (1) low-resolution centroid-based docking utilizing the interchain centroid scoring weights followed by (2) high-resolution all-atom docking utilizing the REF2015 score function patched with docking weights. For this analysis, default initial random docking perturbations (3Å and 8°) were used. The Monte Carlo Metropolis (MCM) stages of the docking protocol were performed with step sizes of 0.25Å and 5°. The final docked pose interface was further refined with additional relax. The final binding energy calculation was performed by calculating the total energy of the final docked pose and subtracting from it the total energy of the system when ASPN was separated from the complex. Prior to calculating the energy of the separated system, the interface residues were repacked. The final model was chosen based on its docking funnel convergence and overall binding energy. Figures and plots were generated with PyMOL (v2.5), Matplotlib, and/or Seaborn.

### **Proximity ligation assay**

Protein interaction was assessed using the Duolink® proximity ligation fluorescent assay per manufacturer's protocol (Millipore Sigma, DUO92102). In brief, HEK293 cells were plated at 50,000 cells per chamber in 4 well glass chamber slides with removeable wells (ThermoFisher) and allowed to adhere overnight. Next day, cells were transfected with equal amounts of HER3-WT and ASPN-3xFLAG tag plasmid in serum free media using Lipofectamine 3000 (ThermoFisher) per manufacturer's protocol. After 48 hours, cells were fixed in 4% PFA (Affymatrix) in PBS for 20 min at RT, washed twice with PBS, and permeabilized with ice cold methanol for 20 min at -20°C. Cells were washed twice with PBS, blocked in Duolink block solution for 1 hr at 37°C, and stained

overnight at 4°C with anti-HER3 rabbit (Cell Signaling, 1:100) and anti-FLAG mouse (Cell Signaling, 1:200) diluted in antibody dilution buffer. Next day, cells were washed twice with 5% BSA in PBS then incubated for 1 hr at 37°C with PLUS/MINUS probes diluted 1:5 in antibody dilution buffer. Cells were washed twice with 1x Wash Buffer A (10 mM Tris, pH-7.4, 150 mM NaCl, and 0.05% Tween) and incubated with ligation mix (1x ligation buffer with ligase diluted 1:40) for 30 min at 37°C. Cells were washed twice more with 1x Wash Buffer A then incubated with amplification mix (1x amplification buffer with polymerase diluted 1:80) for 100 min at 37°C. Cells were washed twice with 1x Wash Buffer B (200 mM Tris, pH-7.5, 100 mM NaCl) then quickly with 0.01x Wash Buffer B. Chambers were removed and slides cover slipped using mounting media with DAPI (Millipore Sigma). Image acquisition was performed by taking a 10 µm Z-stack on a Nikon Spinning Disc Fluorescent Microscope using a 60x objective. Total PLA signal and cell count were analyzed using ImageJ.

### **Co-immunoprecipitation**

For recombinant protein approach, 5.46 nM recombinant proteins were added to 1x binding buffer (100 mM sodium phosphate, pH 8, 600 mM NaCl, 0.2% Tween) and incubated for 1 hr at 4°C. Samples were incubated with anti-FLAGM2 magnetic beads (Sigma) for 1 hr at 4°C, washed twice each with 1 mL binding buffer and 1 mL 1x TBS buffer, respectively, and eluted with 150 ng/µL FLAG peptide (Sigma) by rotating for 30 min at 4°C. Samples were prepared for western blot as described above and ran on 4-12% NuPage BOLT gels (Invitrogen). For in vitro Co-IP, using HER3-FLAG plasmids, cells were plated ( $0.7 \times 10^6$  cells/T25 or  $3.0 \times 10^6$  cells/T75) and allowed to adhere overnight. Plasmids of interest were transfected in serum free media using Lipofectamine 3000 (ThermoFisher) per manufacturer's protocol. After 48 hours, cells were crosslinked (PBS+ 1% formaldehyde) and harvested with ice cold PBS. Samples were spun at 300xg for 5 min, PBS removed, and pellet resuspended in 500 µL ice cold lysis buffer (50 mM Tris-HCl, pH 7.5, 1.5 mM MgCl<sub>2</sub>, 150 mM NaCl, 1 mM EGTA, 2 mM EDTA, 10% glycerol, 0.5% NP-40, 0.25% Triton X-100) supplemented with protease and phosphatase inhibitors (Sigma, 100x). Cells were rotated at 4°C for 30 min, sonicated, and spun at 14,000g for 5 min at 4°C. Samples were normalized using the BCA assay (Pierce), pre-cleared for 1 hr at 4°C with mouse IgG-agarose beads (Sigma) and incubated overnight at 4°C with anti-FLAG M2 magnetic beads (Sigma). The next day, beads were washed twice each with 1 mL lysis buffer and 1 mL 1x TBS buffer, respectively. Samples were eluted with 150 ng/µL FLAG peptide (Sigma) by rotating for 30 min at 4°C and prepared for western blot,

as described above. For in vitro Co-IP using truncated HER3-3xFLAG plasmids, samples were eluted with 1000 ng/ $\mu$ L for 1-18 hr. IP solution was removed and beads were boiled with 50  $\mu$ L 1x Master Mix (ThermoFisher 4x NuPage buffer and 1M DTT) for 10 min at 72°C before adding back to IP sample. All other samples were prepared for western blot as described previously. For HER3 endogenous Co-IP, 2.5x10<sup>6</sup> cells/T75 were plated, allowed to adhere and serum/calcium starved overnight. Next day, cells were treated with either 100-200 ng/mL rhASPN (MyBioSource) or CAF conditioned media. Cells were then crosslinked (PBS+1% formaldehyde), washed with ice cold PBS and harvested in 1x lysis buffer (50 mM Tris-HCl, pH 7.5, 1.5 mM MgCl<sub>2</sub>, 150 mM NaCl, 1 mM EGTA, 2 mM EDTA, 10% glycerol, 0.5% NP-40, 0.25% Triton X-100) supplemented with protease and phosphatase inhibitors (Pierce). Samples rotated for 1 hr at 4°C to finish lysing, then spun at 14,000g for 10 min. Supernatants were transferred to a new tube, normalized, and pre-cleared with protein A agarose beads (Cells Signaling) for 1 hr at 4°C. 0.9 mg of protein was incubated with anti-HER3 primary antibody overnight (Cell Signaling, 1:50). Next day, samples were incubated for 2 hr at 4°C with protein A agarose beads (Cell Signaling) and beads were washed 3 times with 1x lysis buffer. Beads were boiled with 50  $\mu$ L 1x Master Mix (ThermoFisher 4x NuPage buffer and 1M DTT) for 10 min at 72°C to elute and analyzed by western blot, as described above.

### **Gene targeting with CRISPR-Cas9**

Gene targeting of *ERBB2* and *ERBB3* was performed using CRISPR-Cas9. In brief, the targeted CRISPR guides were designed and validated using NCBI Primer Blast. HER2 guides targeted exon 3 of the extracellular domain and HER3 guides targeted exon 20 of the intracellular kinase domain. Delivery of CRISPR reagents was accomplished using the IDT Alt-R CRISPR-Cas9 System: Cationic lipid delivery of CRISPR ribonucleoprotein complexes into mammalian cells protocol (<https://www.idtdna.com/pages/support/guides-and-protocols>) and the Lipofectamine CRISPRMAX kit (ThermoFisher) per manufacturer's protocol. The Ribonucleoprotein (RNP) Complex was assembled by incubating 1  $\mu$ M CRISPR-Cas9 sgRNA (IDT), 1  $\mu$ M HiFi Cas9 Nuclease V3 protein (IDT) and 1x Cas9 PLUS reagent (Invitrogen) in Opti-MEM for 5 min at room temperature. Transfection complexes were formed by combining the assembled RNP complex with the CRISPRMAX transfection reagent (ThermoFisher) and incubating for an additional 20 min. Cells of interest were harvested, resuspended in complete media without antibiotics, and plated in triplicate in 96 well plates with 40,000 cells per well and 10 nM

RNP complex. Following a 48 hr incubation, cells were pooled, and single cell diluted in complete media with antibiotics. Single cell clones were identified, and colonies expanded for 3-4 weeks. Clones were validated by Sanger Sequencing and western blot. For sequencing, gDNA was isolated with the Wizard SV96 Genomic Purification system (Promega). Regions of interest were PCR amplified using Phusion Mastermix (ThermoFisher) and PCR product purified using the QIAquick 96 PCR purification kit (Qiagen). Samples were submitted to Genewiz for Sanger Sequencing and trace files assessed for mutations using SnapGene. Genotypes (TWT, heterozygous knockout, and homozygous knockout) were validated by western blot.

### **Cell migration assays**

Transwell assay was performed on LNCaP as per manufacturer's protocol of the QCM™ 24-well Migration Assay (Millipore). Briefly, 50-70% confluent cells were serum-starved for 24 hrs, then 30,000 cells were seeded per upper chamber (8 µm pores) in respective conditions in serum-free media, with 20% FBS media as attractant in the lower chamber. After 24 hrs, migrated cells were harvested by staining and imaged, and the colorimetric agent was extracted for detection on a microplate reader (570 nm on accuSkan FC, Fisher Scientific). Scratch assays were performed on PC3 and DU145. 50,000 cells were seeded per 24-well well and cultured to full confluency. Confluent cells were starved overnight for at least 12 hrs (serum-free calcium-free media for PC3 and serum-free media for DU145), pre-treated with tucatinib in starvation media for 1 hr, and scratched with a 200 µL pipette tip in a t-cross within each well. Cells were then treated with respective conditions in 10% FBS media. Images of the same scratch regions (ensured by manually added fiducial on bottom of wells) were taken at initiation and termination timepoints (0-20 hrs for PC3 and 0-24 hrs for DU145). Percent closure of scratches was analyzed with the ImageJ plugin, Wound Healing Size Tool Updated. 100 ng/mL of rASPEN and 20 µM of tucatinib were used, with DMSO as vehicle control.

### **Immunohistochemistry**

ASPEN IHC was done as previously described (23, 25, 28). Briefly, formalin-fixed paraffin-embedded (FFPE) tissue sections were deparaffinized, steamed in antigen retrieval buffer (Dako) for 40 min, blocked with protein block serum-free solution (Dako), and incubated with anti-ASPEN primary antibody (Sigma, 1:400) overnight at 4°C. Slides were then incubated with secondary antibodies (Vector Laboratories), developed with 3,3'-

Diaminobenzidine kit (Vector Laboratories), and counterstained with Mayer's hematoxylin (Sigma). HER3 IHC was performed similarly but steamed in high pH antigen retrieval buffer (Invitrogen), treated with BLOXALL® (Vector Laboratories) for 10 min before protein blocking, and incubated with anti-HER3 primary antibody (Cell Signaling Technology, 1:50). IHC slides were analyzed by a pathologist and quantified for expression intensity (0, 1<sup>+</sup>, 2<sup>+</sup>, 3<sup>+</sup>) and percent of staining to calculate an H-Score (expression intensity x percent positive cells).

### **RNA-protein integrated co-detection (RNAScope® with IHC)**

Co-detection of RNA (ASPN) and protein (HER2) was performed as per manufacturer's (Advanced Cell Diagnostics) Technical Note, Integrated Co-Detection Workflow (ICW, version MK 51-149/Rev B), with optimized conditions. Briefly, human surgical and biopsy metastatic prostate cancer and prostate cancer xenograft FFPE tissue sections (4 µm) were deparaffinized and treated with hydrogen peroxide, steamed in freshly made target retrieval buffer for 25 min, then incubated with anti-HER2 antibody (Cell Signaling Technology, 1:50) overnight at 4°C. Post-primary fixation was performed for 60 min and protease treatment was performed for 25 min. Slides were then hybridized with *ASPN* RNAScope®, incubated with secondary antibodies (Vector Laboratories), developed with 3,3'-Diaminobenzidine kit (Vector Laboratories), and counterstained with Mayer's hematoxylin (Sigma). Slides were analyzed by pathologists and quantified for expression intensity (0, 1<sup>+</sup>, 2<sup>+</sup>, 3<sup>+</sup>) and percent of staining to calculate an H-Score (expression intensity x percent positive cells). HER2-low was defined as HER2 IHC of 1<sup>+</sup> or 2<sup>+</sup> in ≥ to 10% of the cancer cells. HER2-ultra low was defined as HER2 IHC of 1<sup>+</sup> or 2<sup>+</sup> in < 10% of the cancer cells.

### **RNA in situ hybridization**

Surgical and biopsy metastatic prostate cancer FFPE tissue sections (4 µm) were analyzed for *NRG1* expression using RNAScope® 2/5 HD Duplex Assay according to manufacturer's (Advanced Cell Diagnostics) instructions and as previously described (24, 25). Slides were analyzed by a pathologist and quantified for expression intensity (0, 1<sup>+</sup>, 2<sup>+</sup>, 3<sup>+</sup>) and percent of staining to calculate an H-Score (expression intensity x percent positive cells).

### **Inhibitor assays**

Drug titrations were performed by plating 1,000-5,000 cells/well in triplicate in 96 well plates. Cells were allowed to adhere for 1-3 days before treatment with vehicle (DMSO or PBS) or inhibitor (tucatinib, trastuzumab, pertuzumab, disitamab, patritumab, T-DXd, DV, P-DXd). Fresh drugs were added every other day and cell proliferation assessed 5-10 days post-treatment using the CyQuant NF Cell Proliferation Assay (ThermoFisher). Cells were incubated for 30 min with 1x NF dye in Live Cell Imaging Solution (ThermoFisher) and fluorescence intensity measured using the GloMax Plate Reader (Promega). For ASPN treated cells, cells were treated every day for 5-10 days.

# Supplementary material for: Identification of asporin as a HER3 ligand exposes a therapeutic vulnerability in prostate cancer
**Source:** JCI Insight. 2025 Aug 22;10(16):e187151. doi: 10.1172/jci.insight.187151

Full Unedited Blots for Figure 1H LNCaP

Lanes: Hi Calcium, 0, 2, 5, 10, 15, 30, 60, 120  
P-HER2

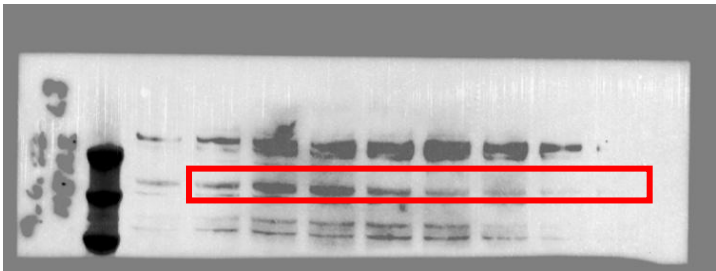

HER2

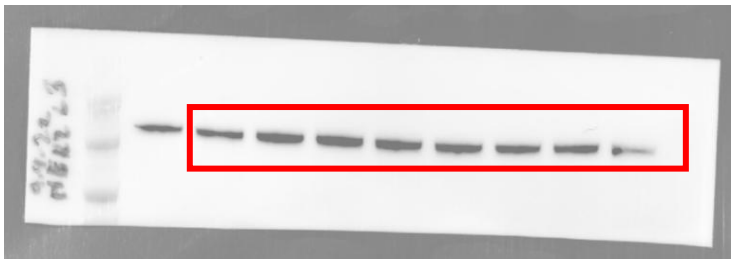

P-HER3

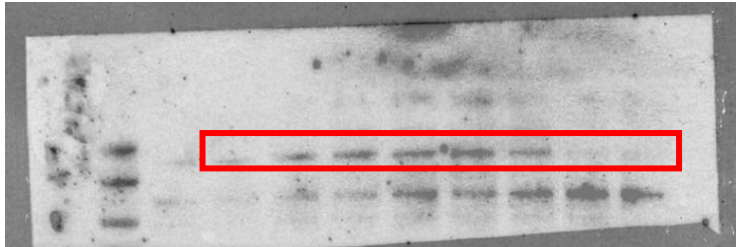

HER3

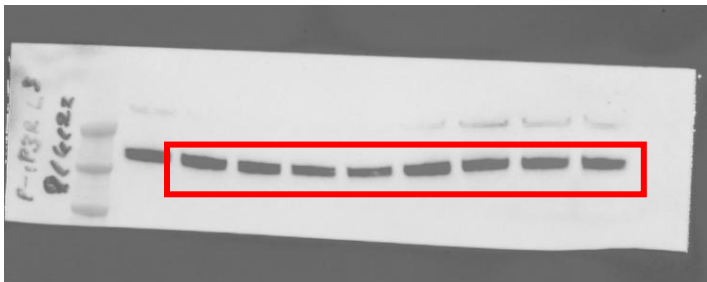

Full Unedited Blots for Figure 1H LNCaP Continued

GAPDH

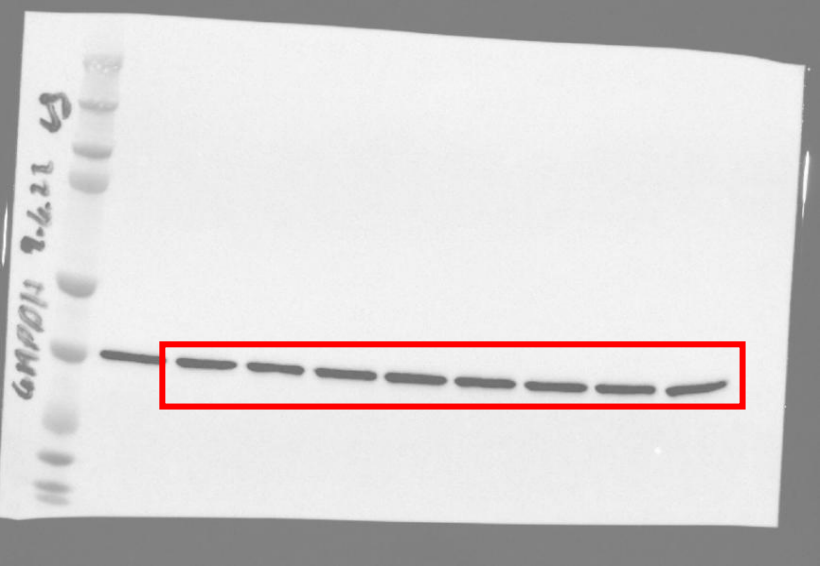

## Full Unedited Blots for Figure 1H VCaP

Lanes: 0, 2, 5, 10, 15, 30, 60, 120

P-HER2

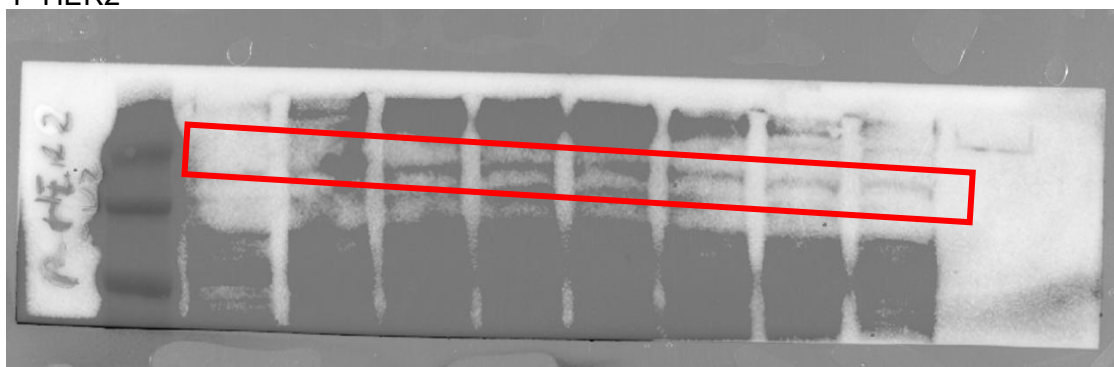

HER2

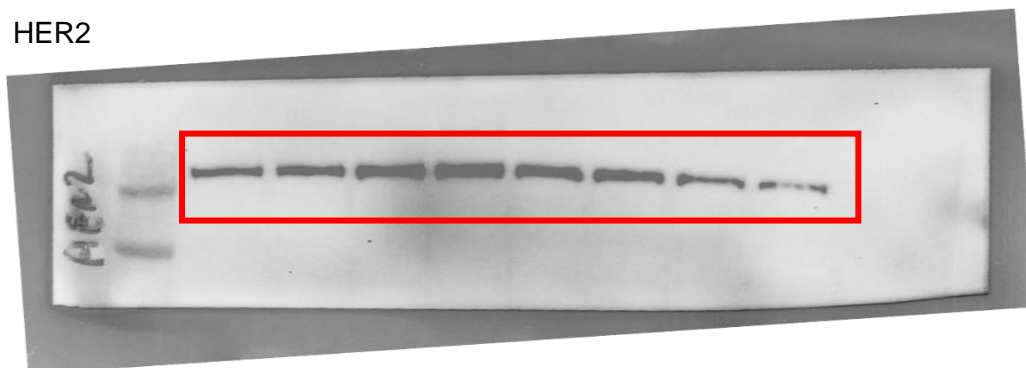

P-HER3

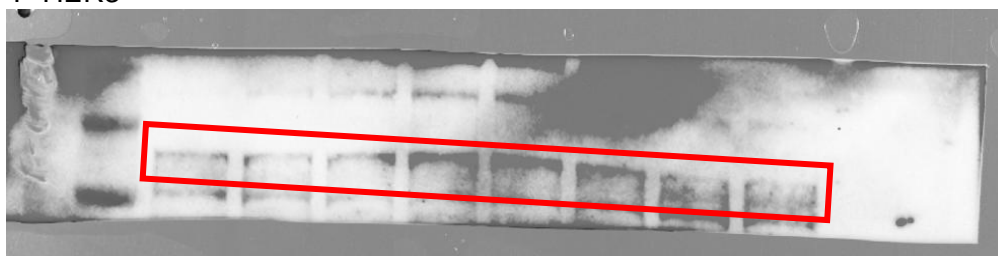

HER3

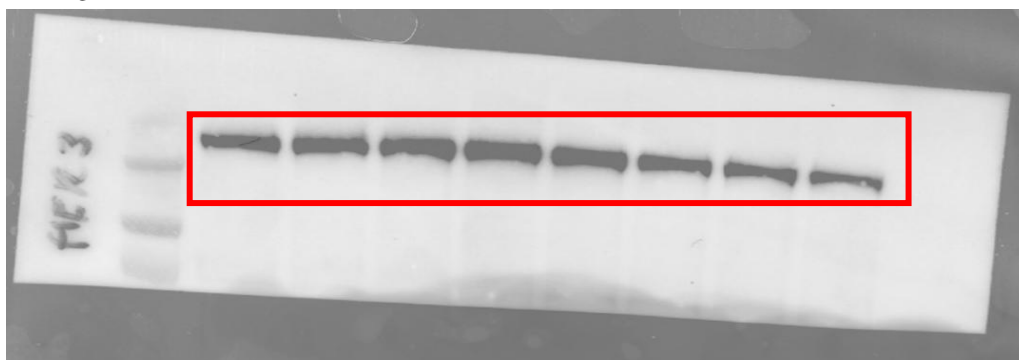

Full Unedited Blots for Figure 1H VCaP Continued

GAPDH

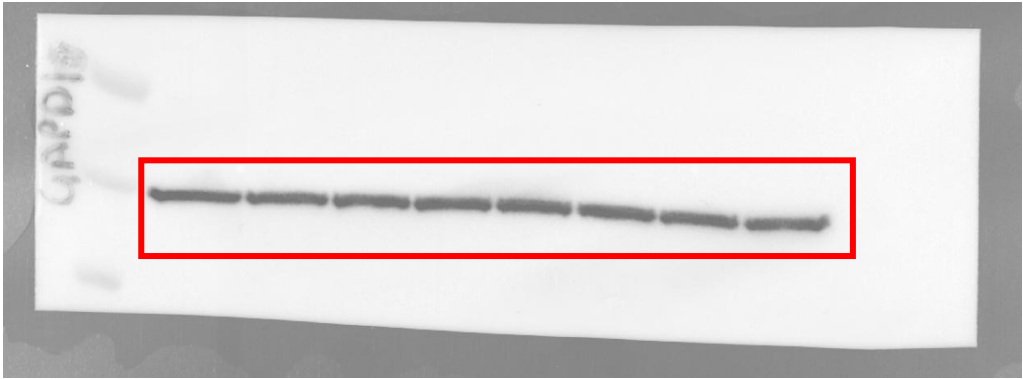

Full Unedited Blots for Figure 1H MyC-CaP

Lanes: Hi Calcium, 0, 2, 5, 10, 15, 30, 60, 120  
P-HER2

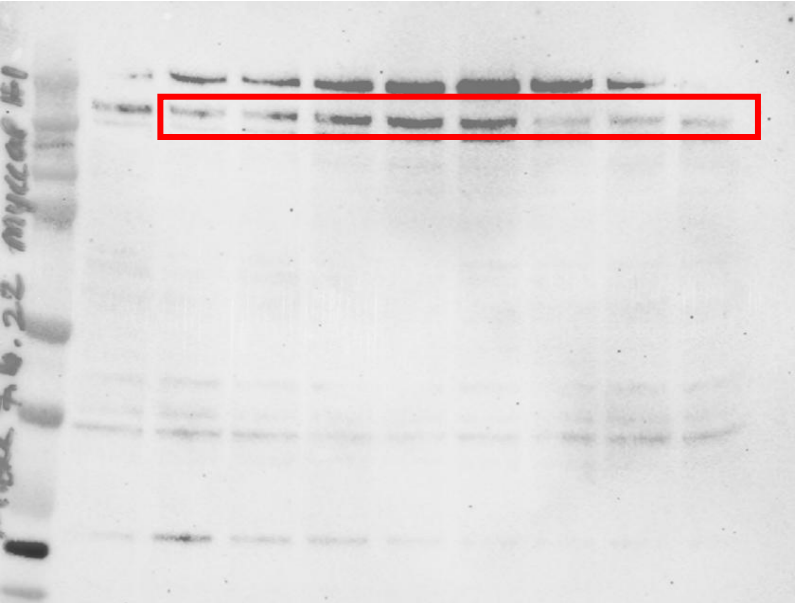

HER2

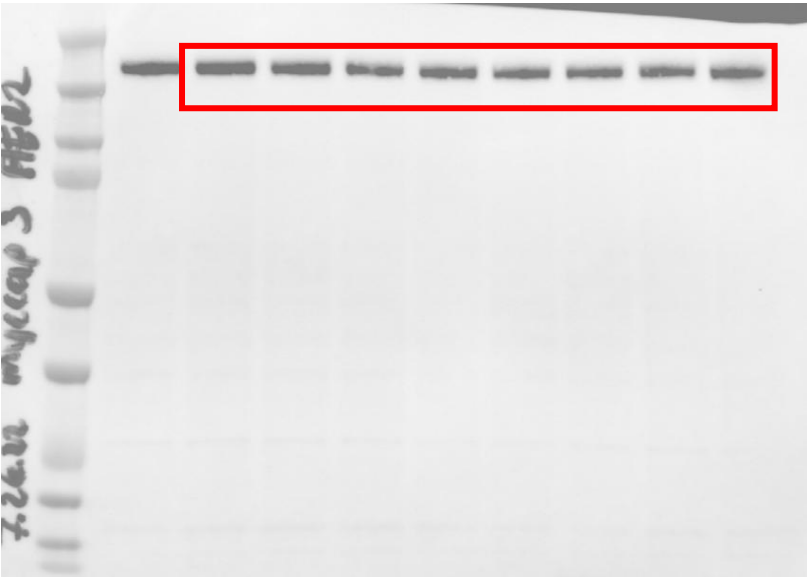

Full Unedited Blots for Figure 1H MyC-CaP Continued

P-HER3

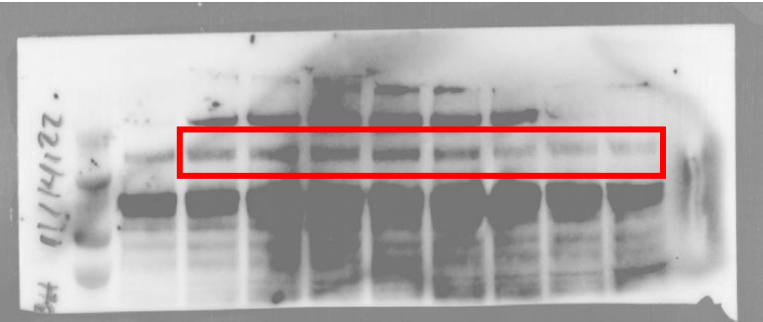

HER3

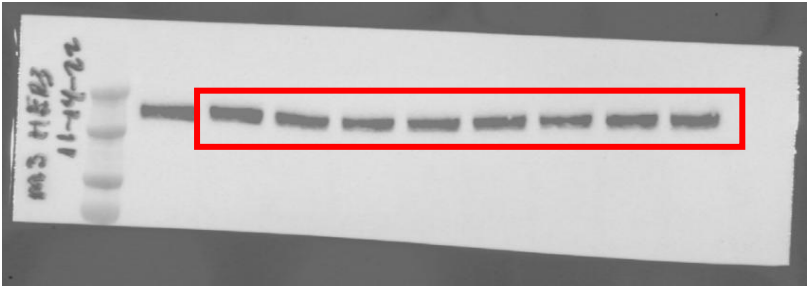

GAPDH

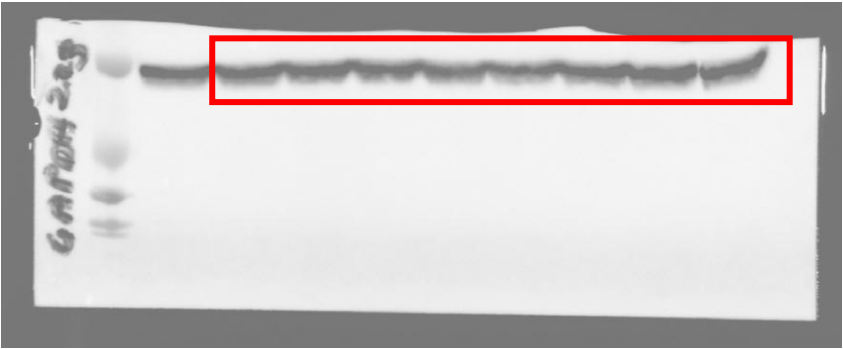

## Full Unedited Blots for Figure 1H LNCaP EnzaR

Lanes: 0, 2, 5, 10, 15, 30, 60, 120

P-HER2

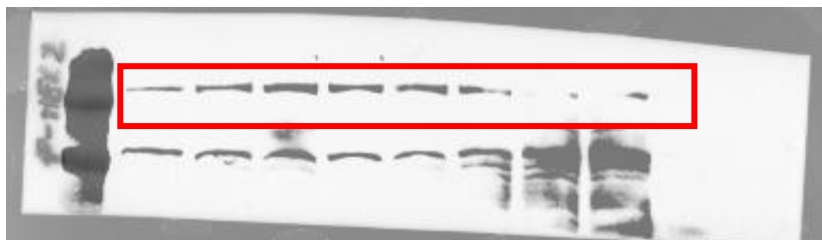

HER2

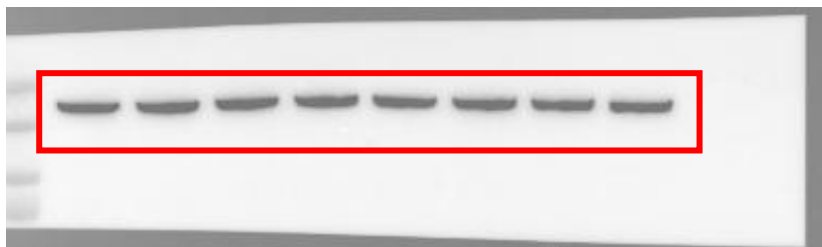

P-HER3

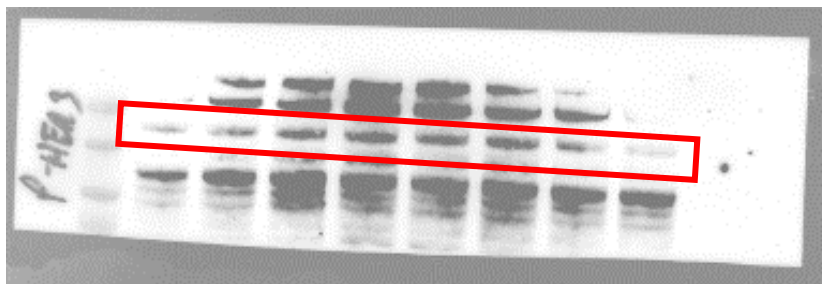

HER3

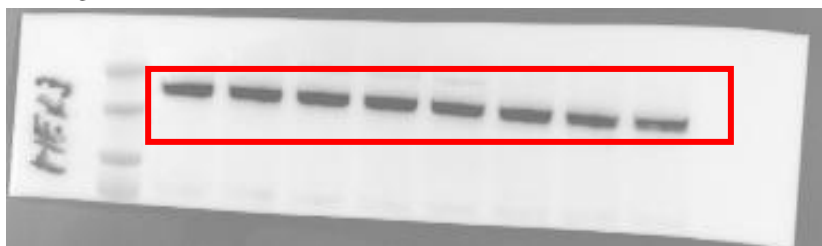

GAPDH

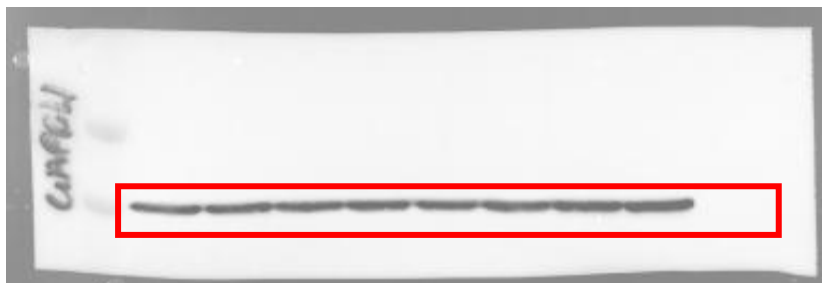

## Full Unedited Blots for Figure 1H VCaP EnzaR

Lanes: 0, 2, 5, 10, 15, 30, 60, 120

P-HER2

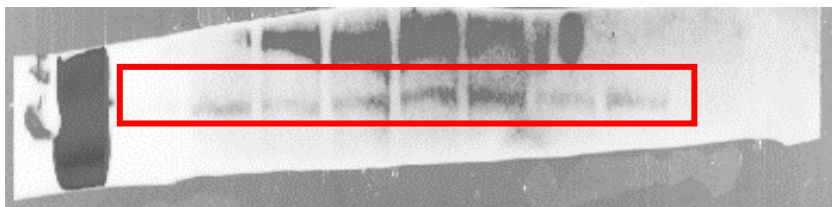

HER2

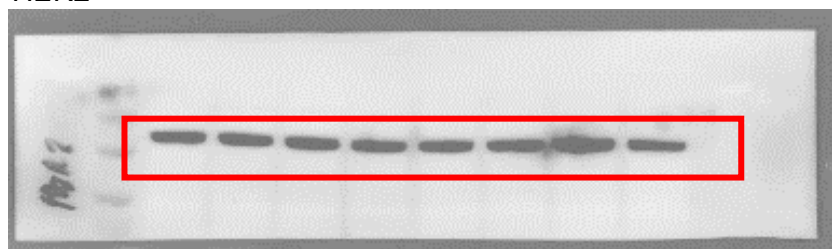

P-HER3

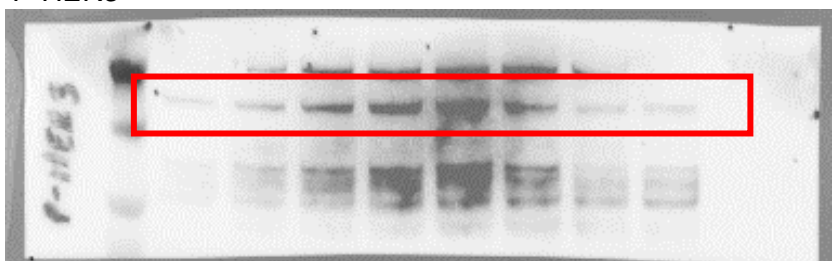

HER3

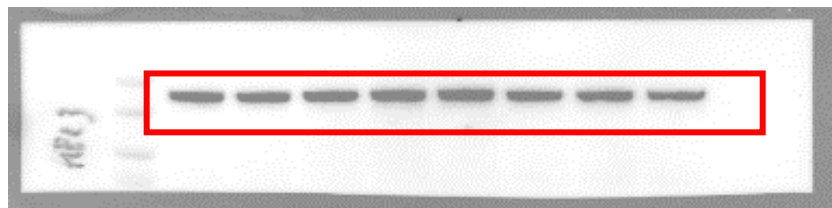

GAPDH

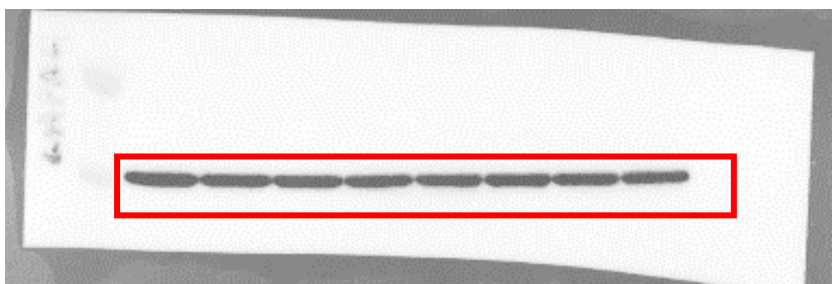

## Full Unedited Blots for Figure 1H PC3

Lanes: 0, 2, 5, 10, 15, 30, 60, 120

P-HER2

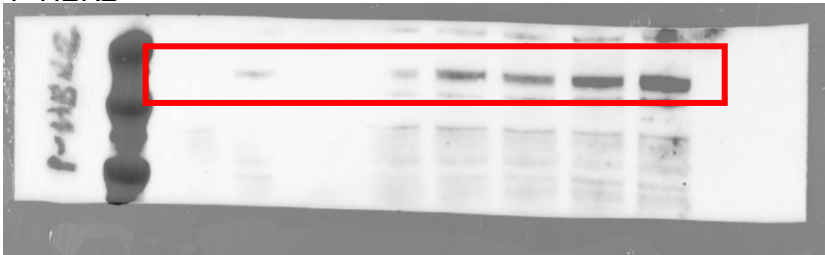

HER2

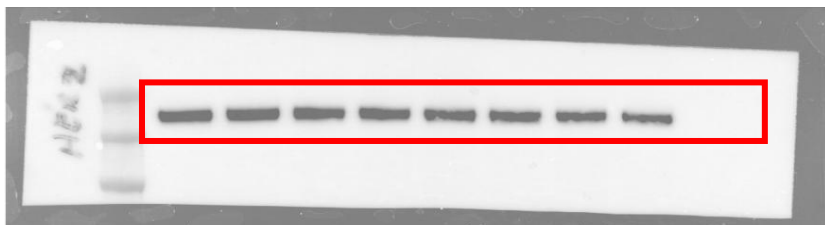

P-HER3

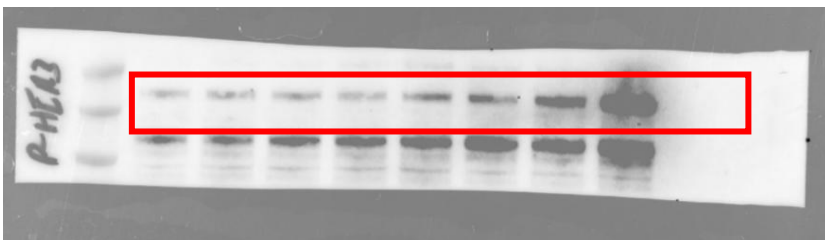

HER3

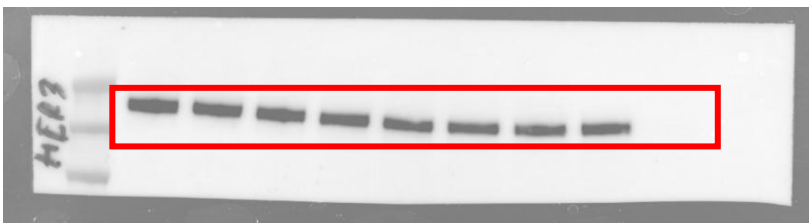

GAPDH

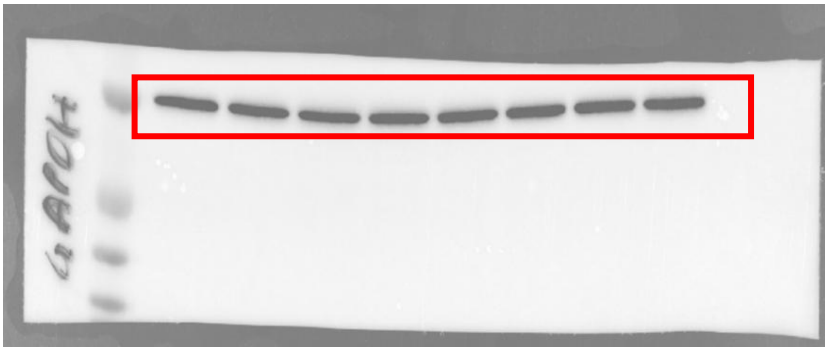

## Full Unedited Blots for Figure 2A

Lanes: Hi Calcium, 0, 2, 5, 10, 15, 30, 60, 120 unless noted  
P-HER2

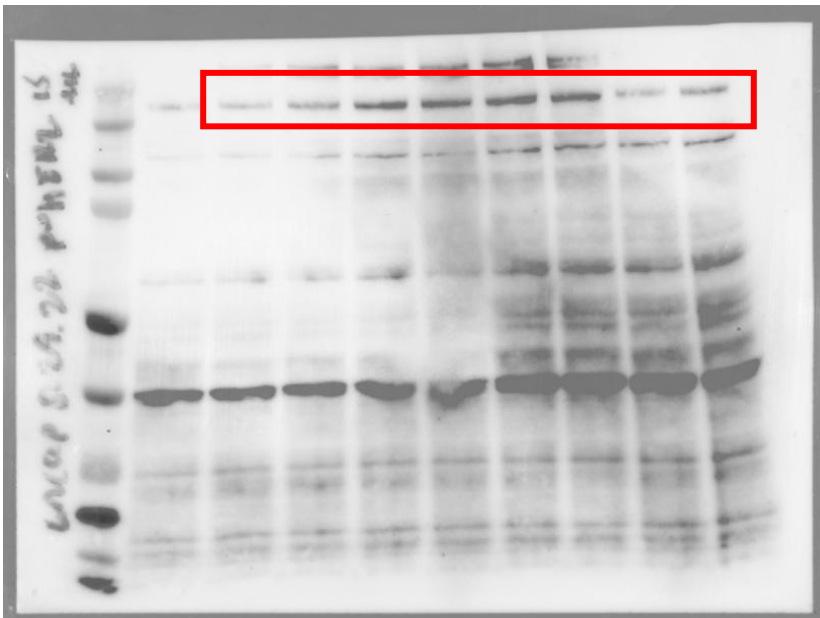

HER2

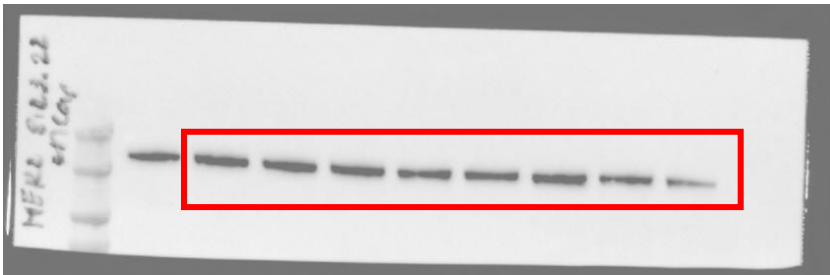

P-HER3

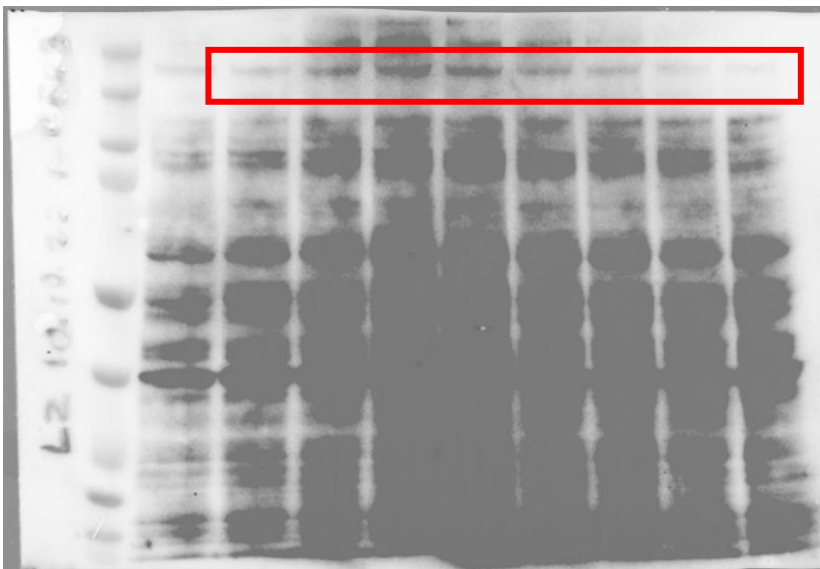

## Full Unedited Blots for Figure 2A Continued

HER3

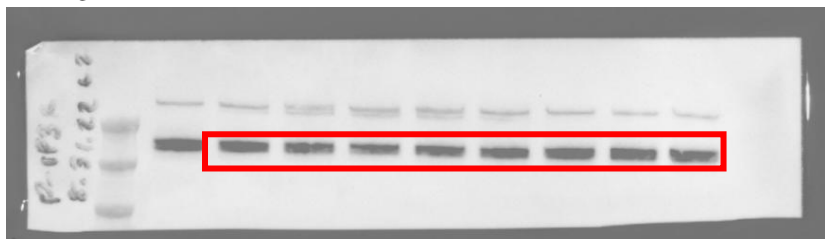

Lanes: EGF control, 0, 2, 5, 10, 15, 30, 60, 120

P-EGFR Y845

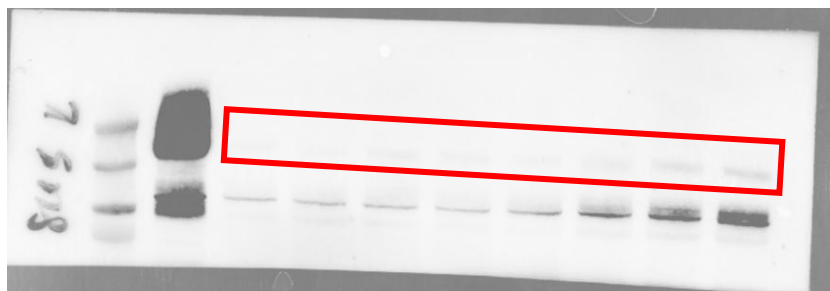

Lanes: EGF control, 0, 2, 5, 10, 15, 30, 60, 120

P-EGFR Y1173

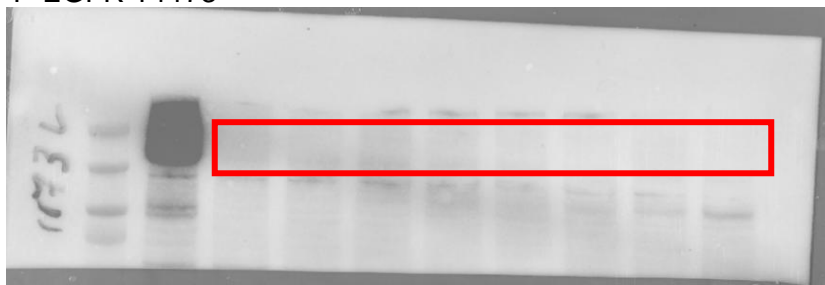

Lanes: EGF control, 0, 2, 5, 10, 15, 30, 60, 120

EGFR

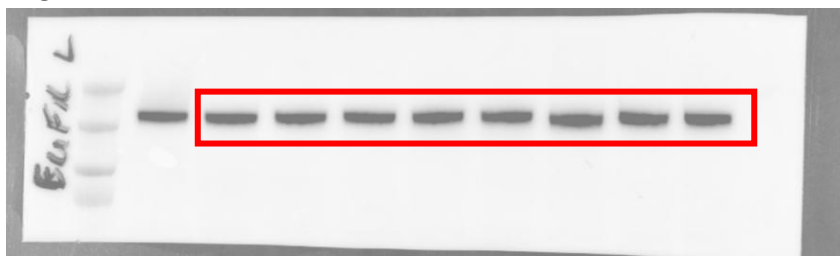

Full Unedited Blots for Figure 2A Continued

P-AKT

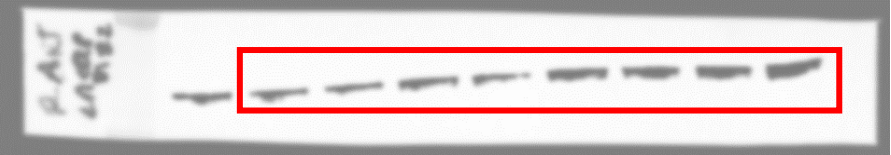

AKT

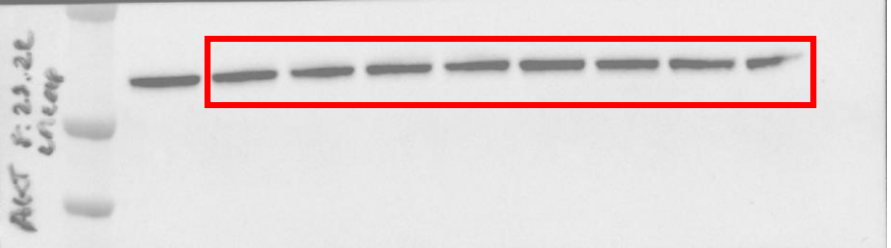

P-ERK

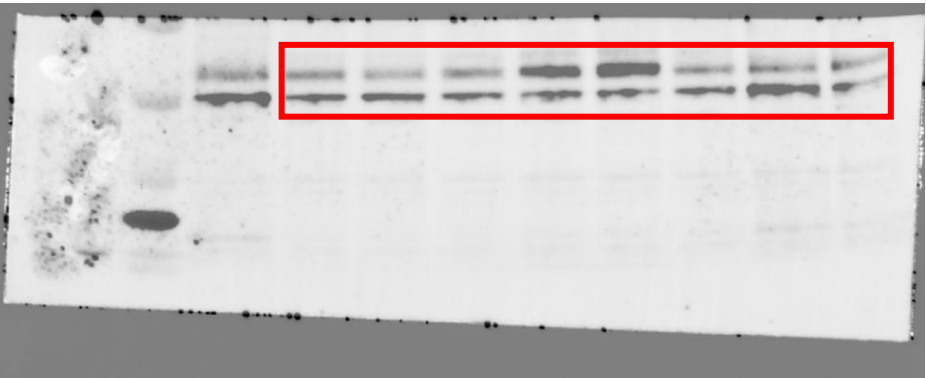

ERK

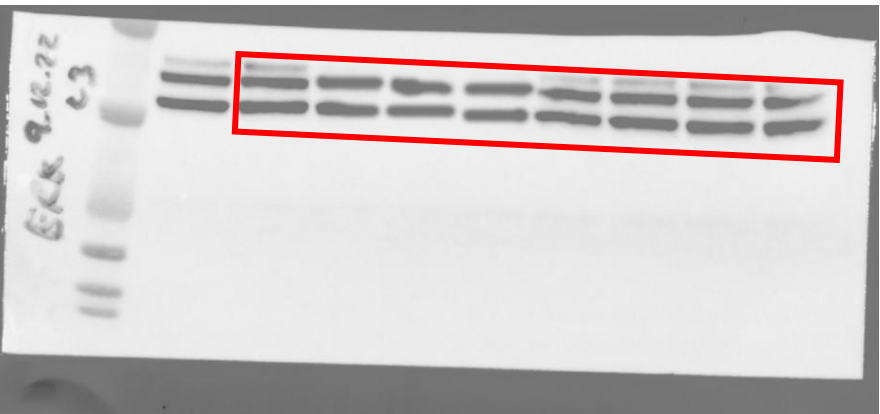

P-PLC

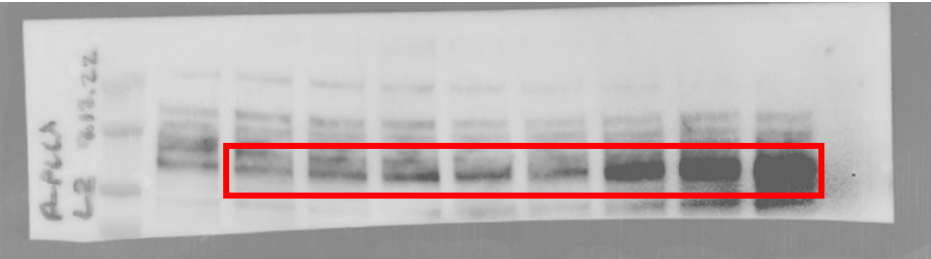

## Full Unedited Blots for Figure 2A Continued

PLC

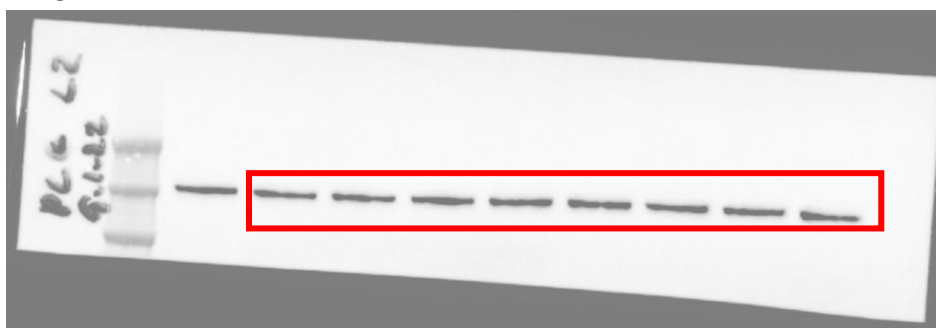

P-CAMKII

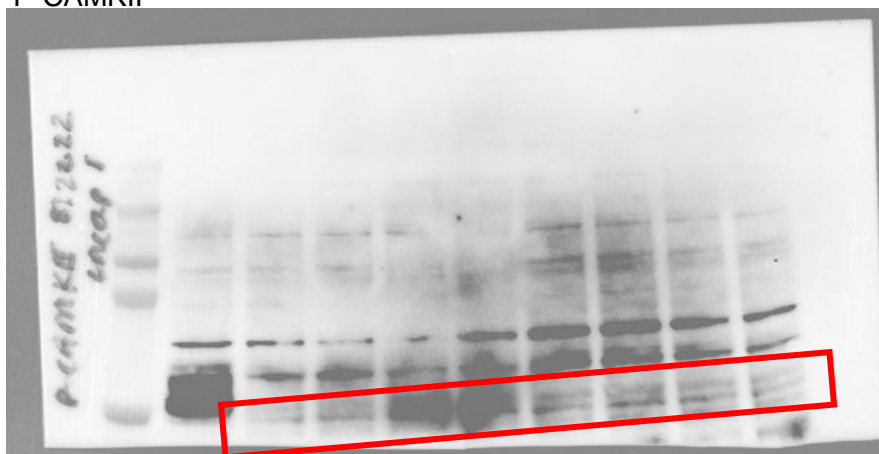

CAMKII

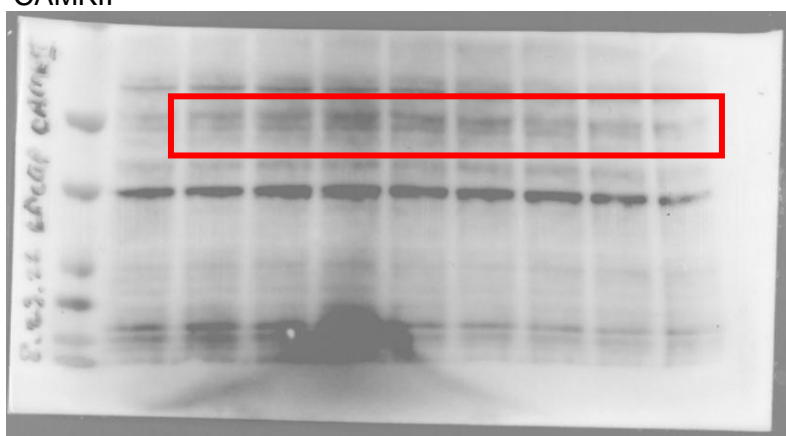

GAPDH

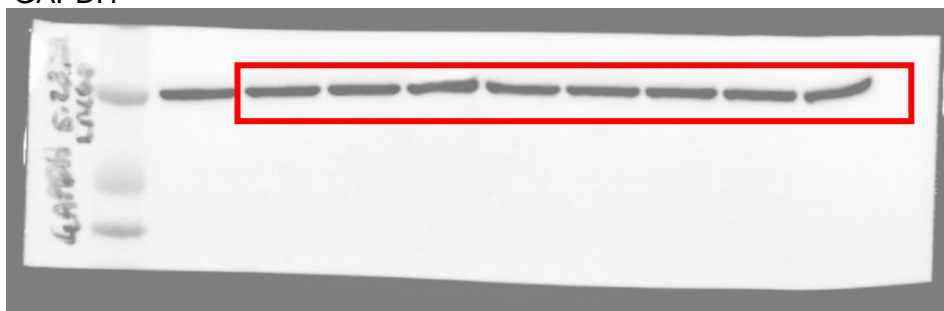

## Full Unedited Blots for Figure 2C

Lanes: Hi Calcium, 0, 2, 5, 10, 15, 30, 60, 120 unless noted  
P-HER2

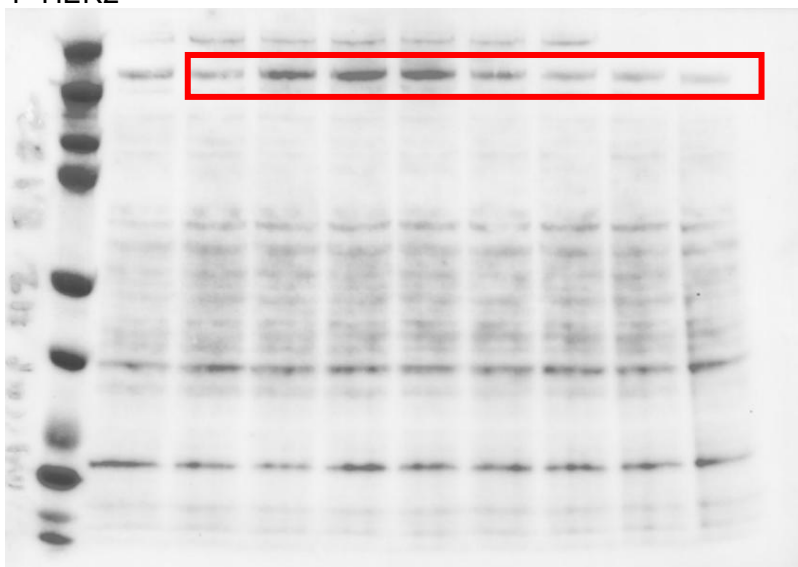

HER2

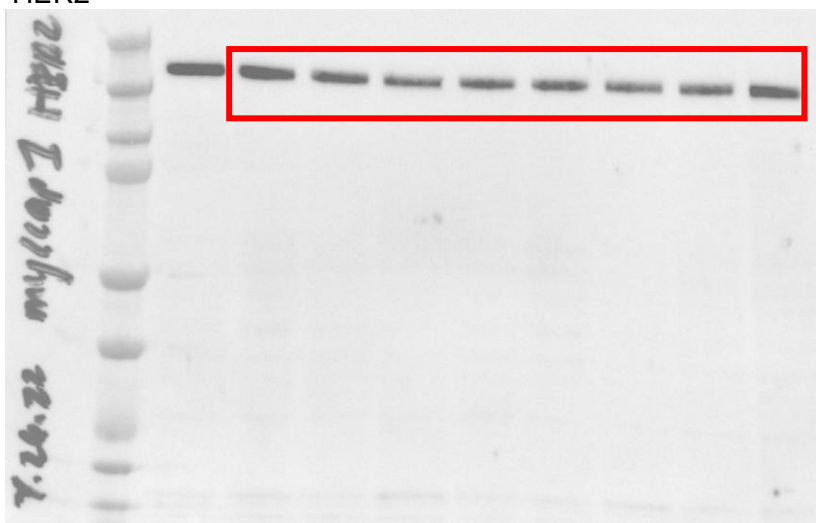

P-HER3

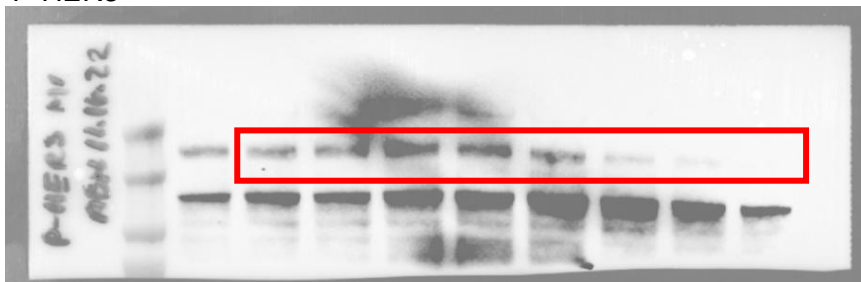

## Full Unedited Blots for Figure 2C Continued

HER3

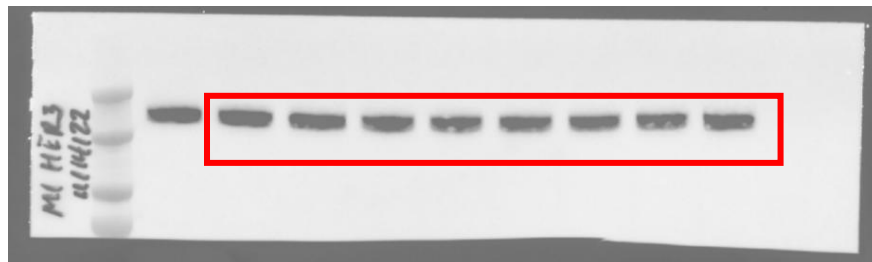

Lanes: EGF control, 0, 2, 5, 10, 15, 30, 60, 120

P-EGFR Y845

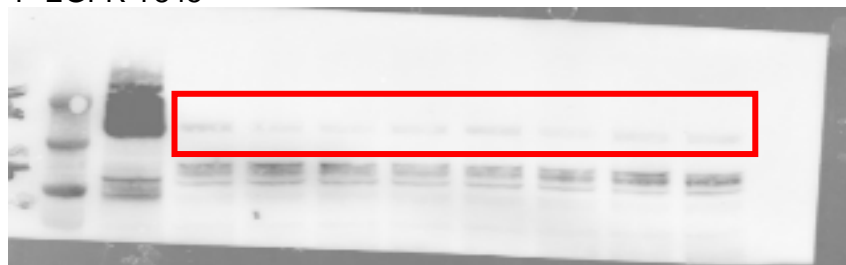

Lanes: EGF control, 0, 2, 5, 10, 15, 30, 60, 120

P-EGFR Y1173

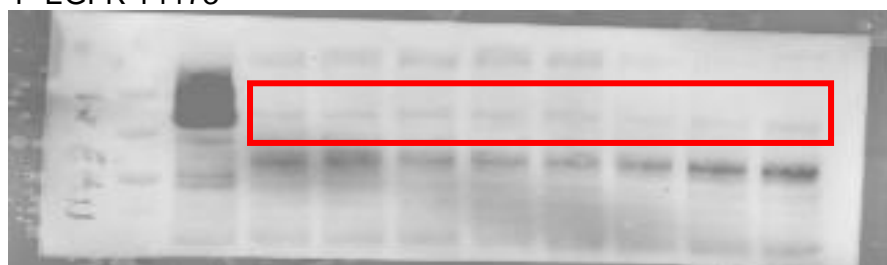

Lanes: EGF control, 0, 2, 5, 10, 15, 30, 60, 120

EGFR

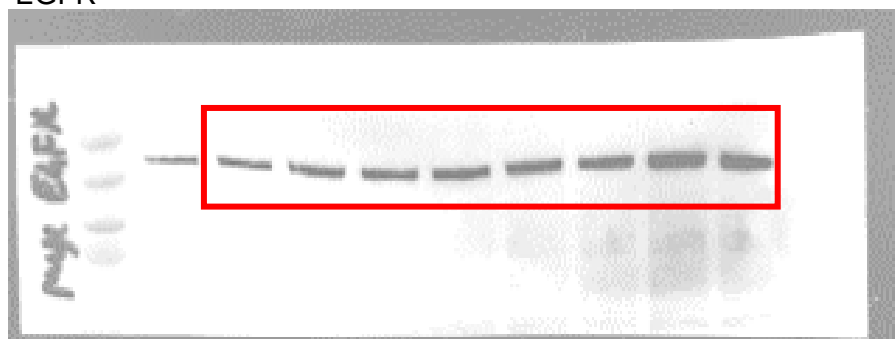

Full Unedited Blots for Figure 2C Continued

P-AKT

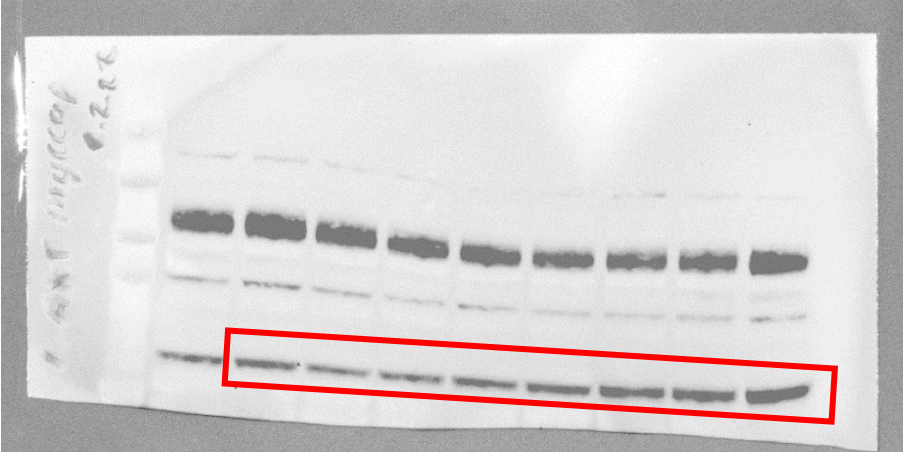

AKT

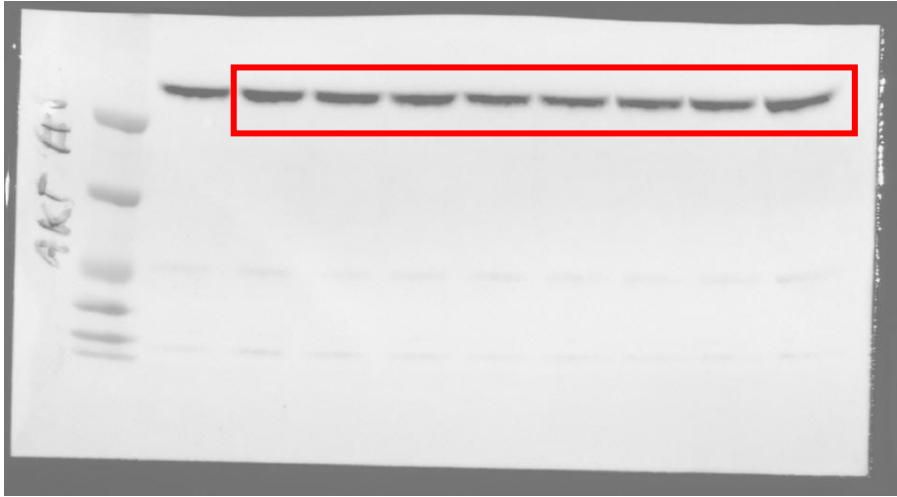

P-ERK

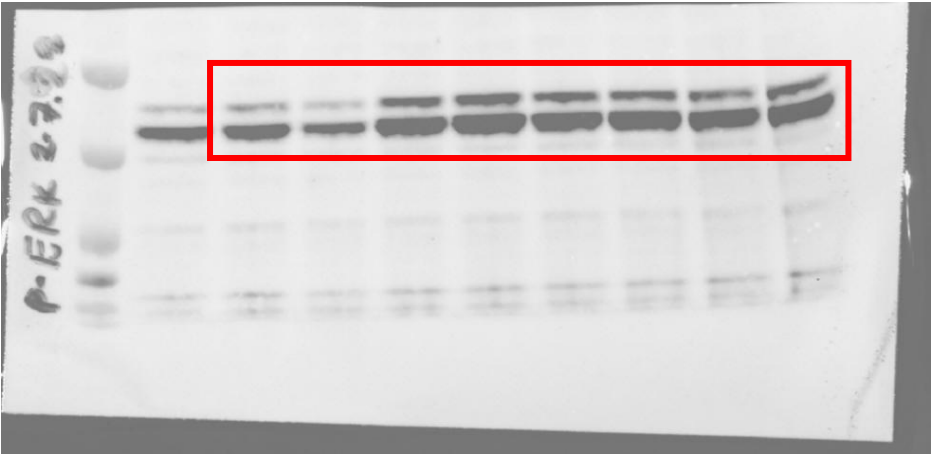

# Full Unedited Blots for Figure 2C Continued

ERK      note: stripped prior AKT blot

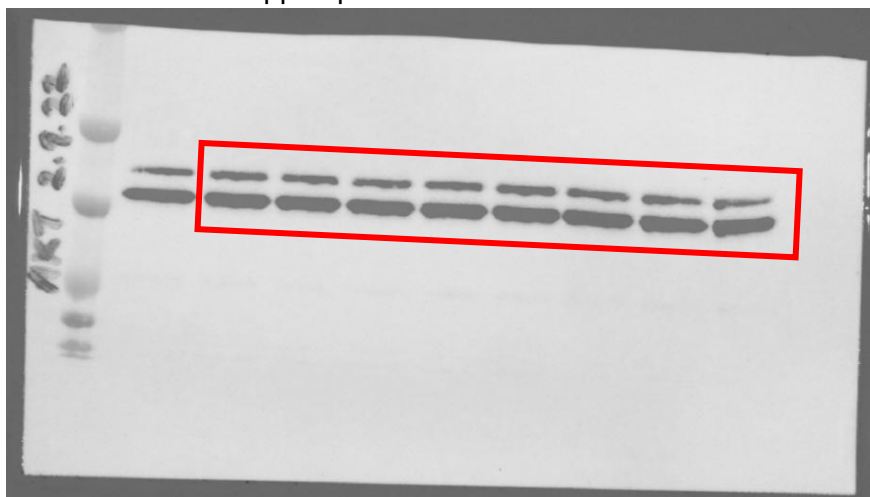

P-PLC

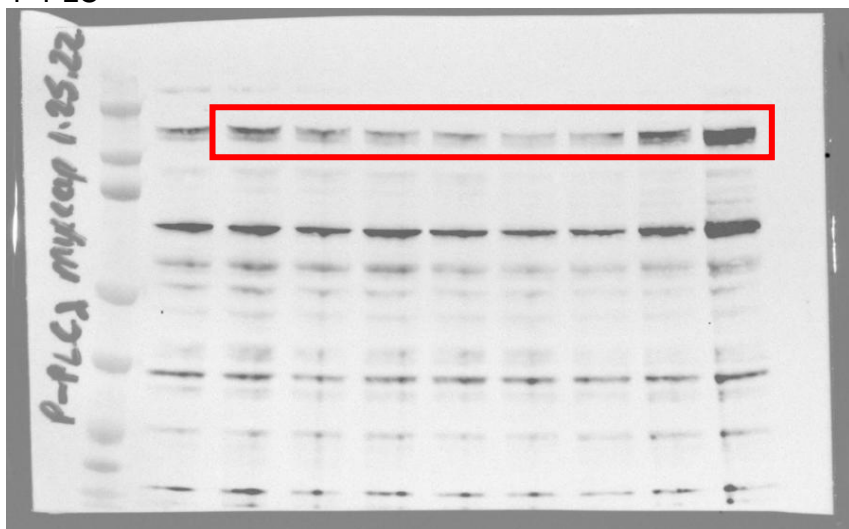

PLC      note: stripped prior NFAT blot

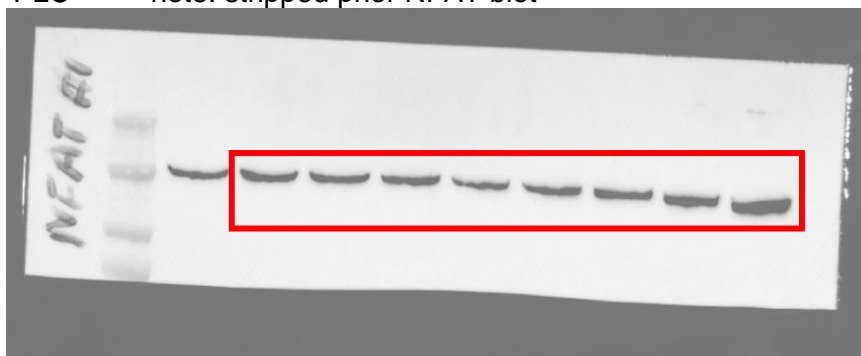

Full Unedited Blots for Figure 2C Continued

P-CAMKII

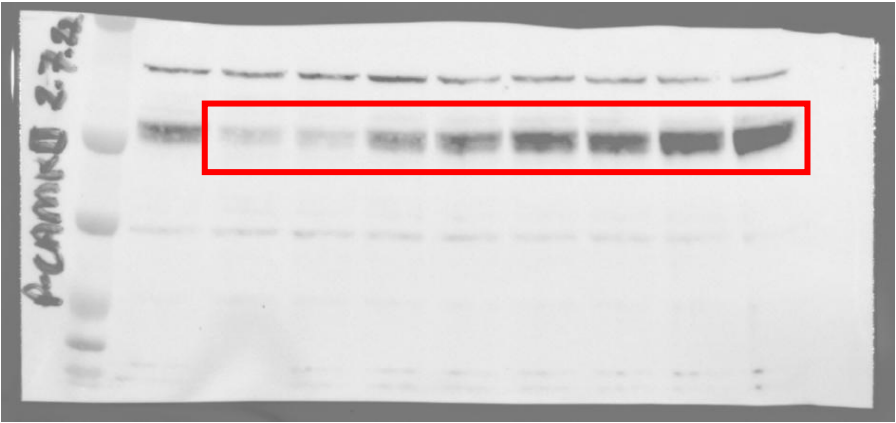

CAMKII

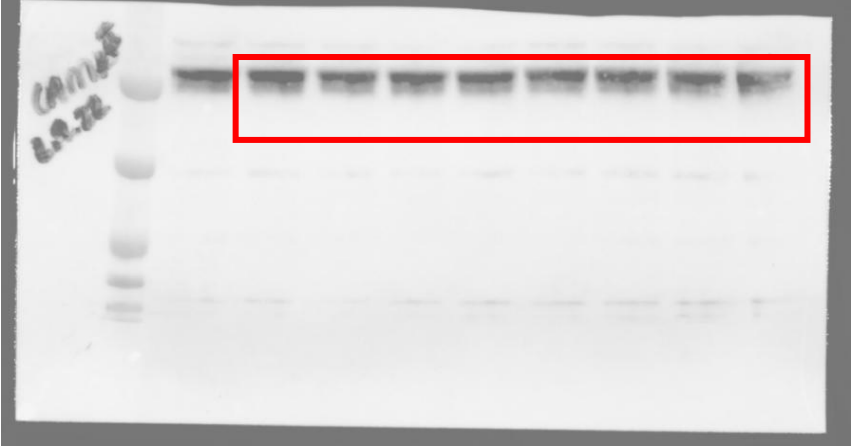

GAPDH

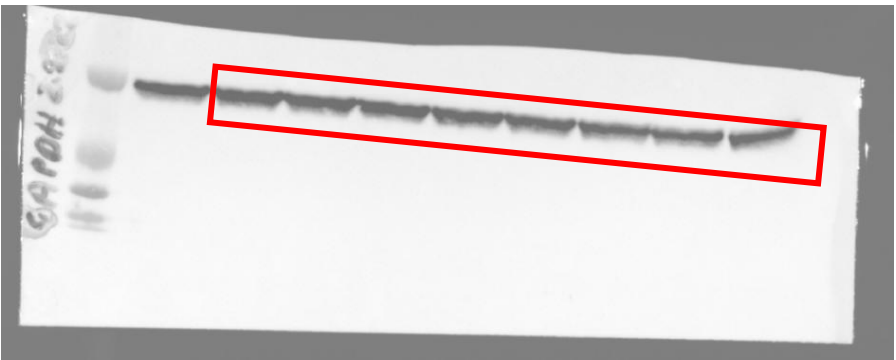

## Full Unedited Blots for Figure 3A

Lanes: 0, 2, 5, 10, 15, 30, 60, 120 unless noted

P-HER2

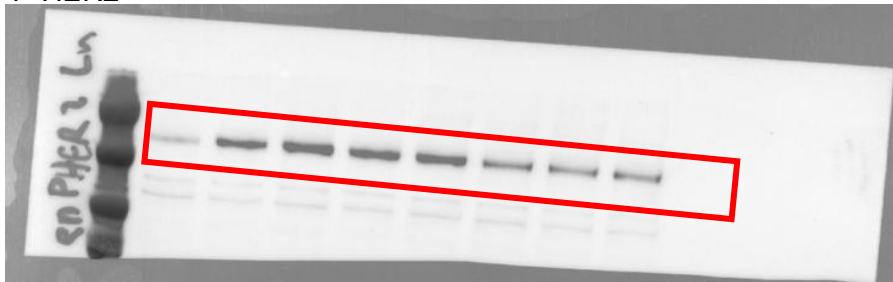

HER2

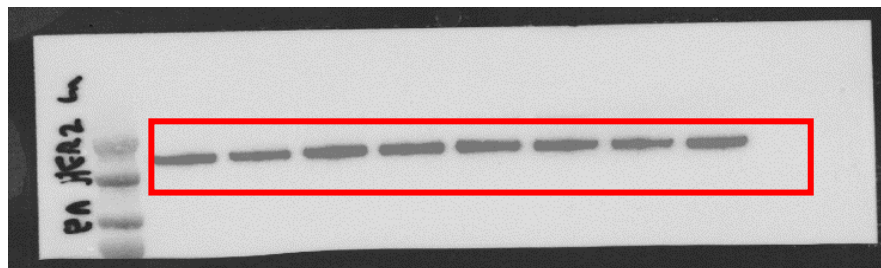

P-HER3

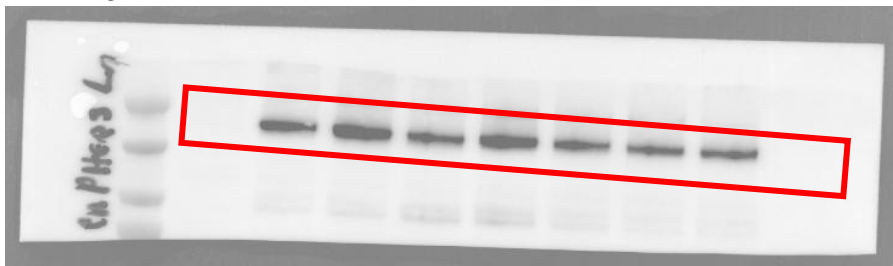

HER3

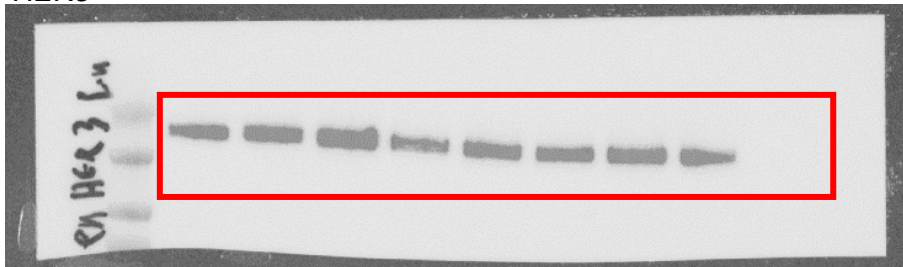

# Full Unedited Blots for Figure 3A Continued

P-EGFR Y845

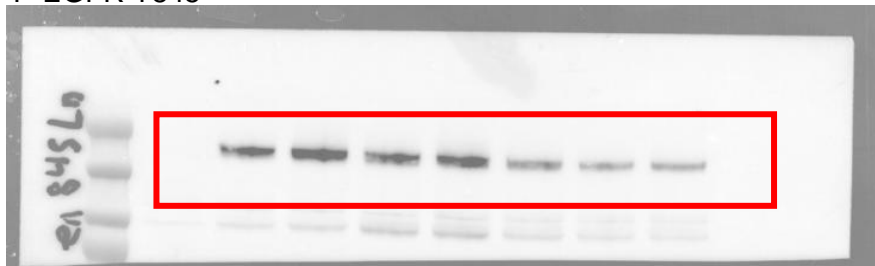

P-EGFR Y1173

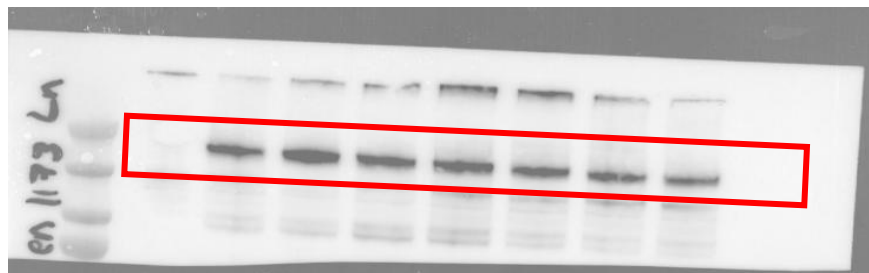

EGFR

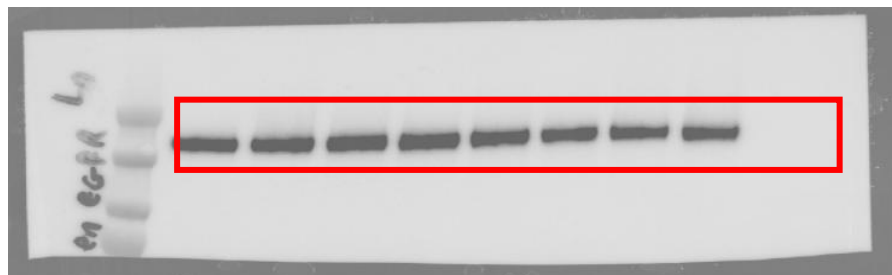

P-AKT

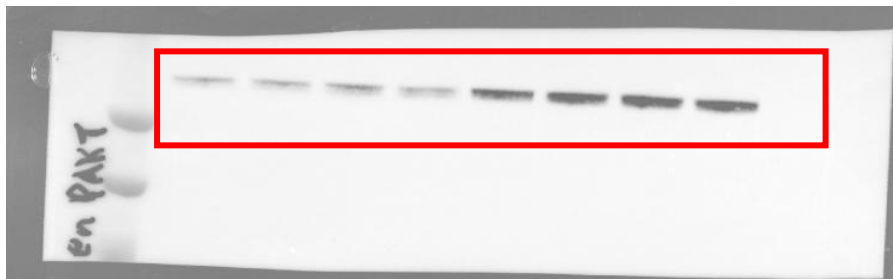

AKT

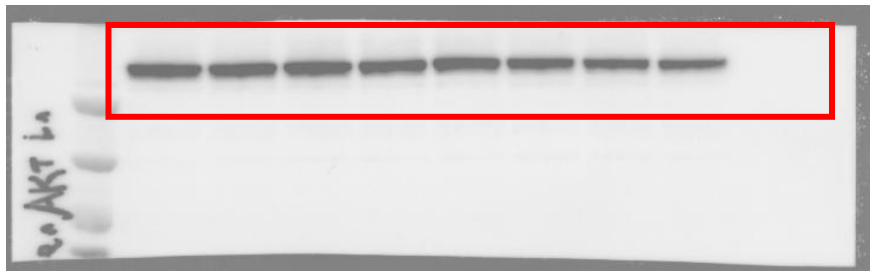

Full Unedited Blots for Figure 3A Continued

P-ERK

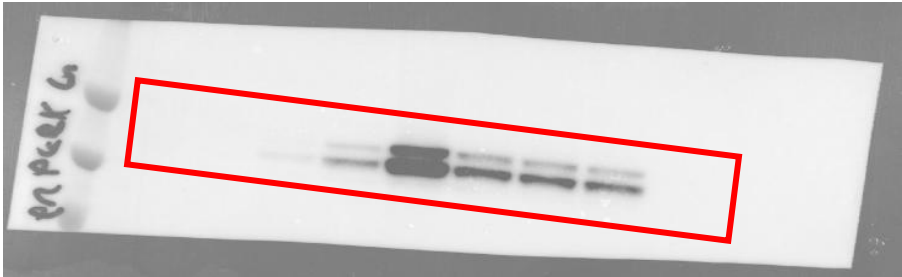

ERK

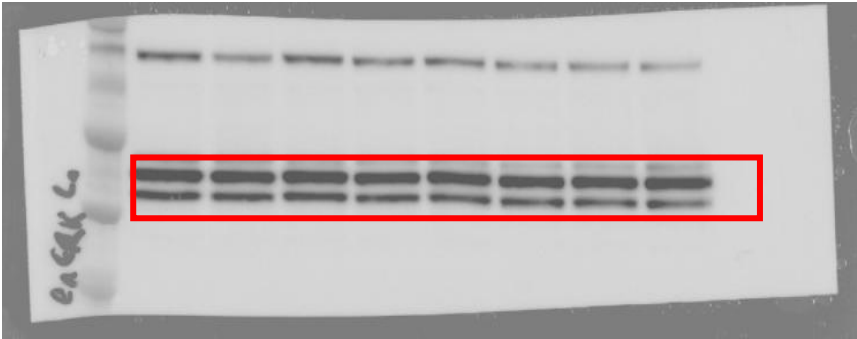

P-PLC

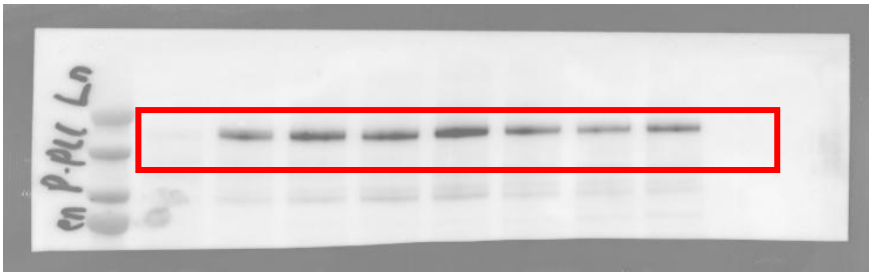

PLC

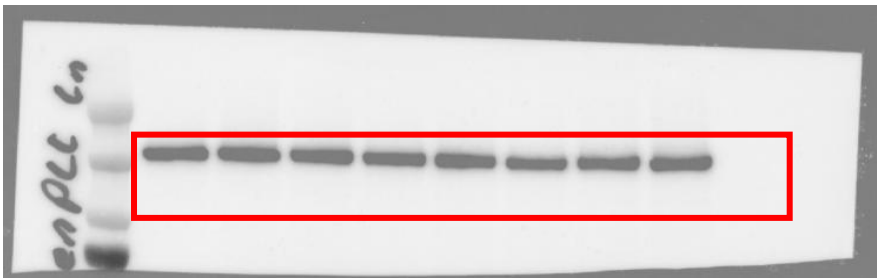

Full Unedited Blots for Figure 3A Continued

P-CAMKII

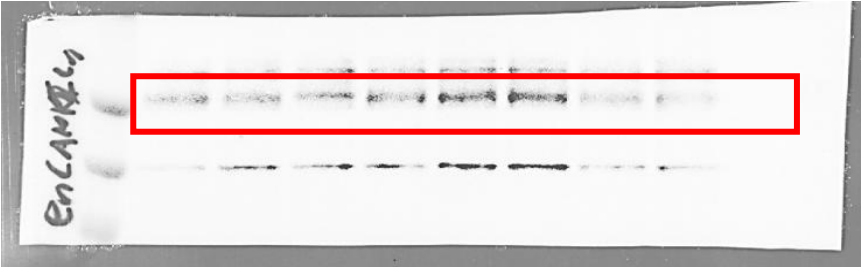

CAMKII

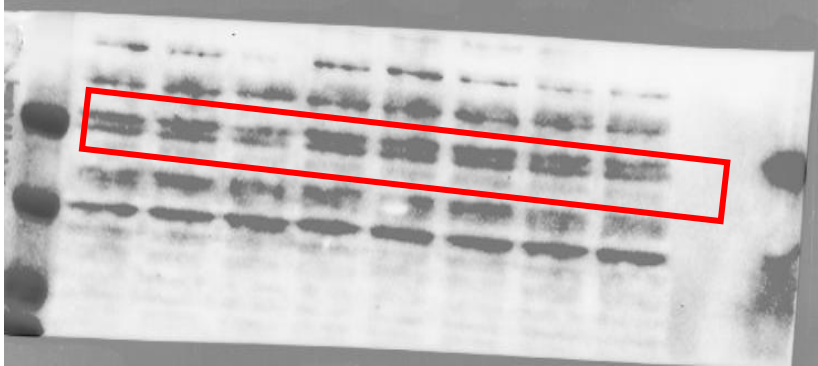

GAPDH

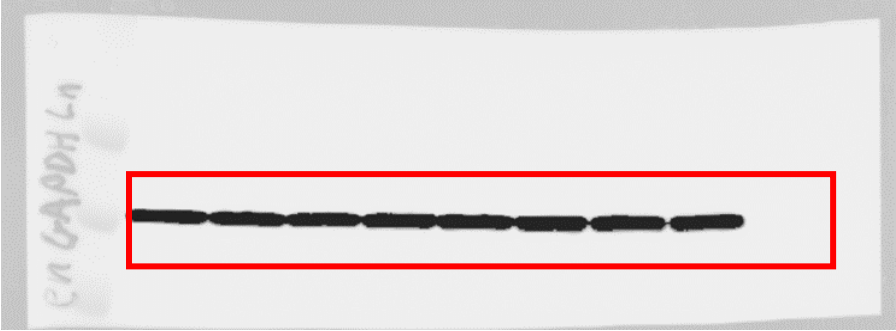

## Full Unedited Blots for Figure 3C

Lanes: 0, 2, 5, 10, 15, 30, 60, 120 unless noted

P-HER2

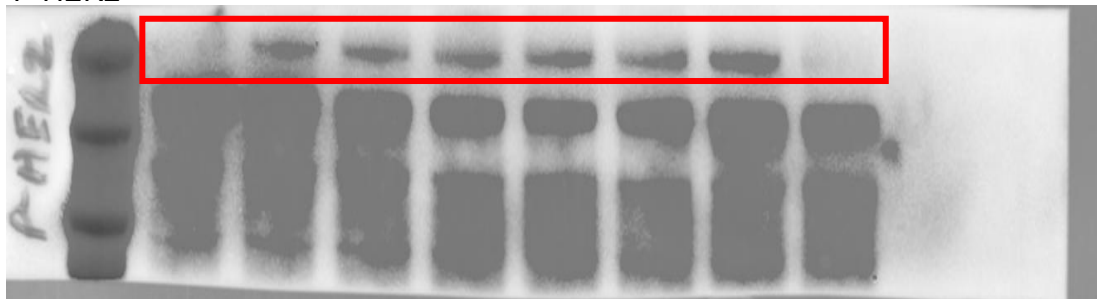

HER2

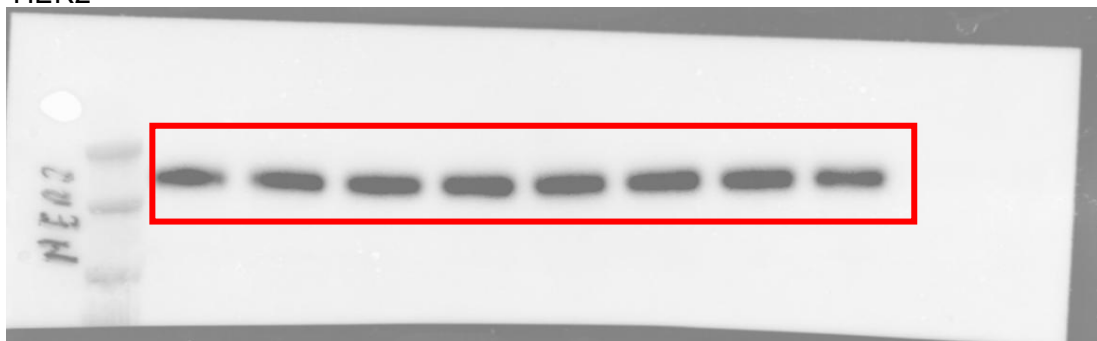

P-HER3

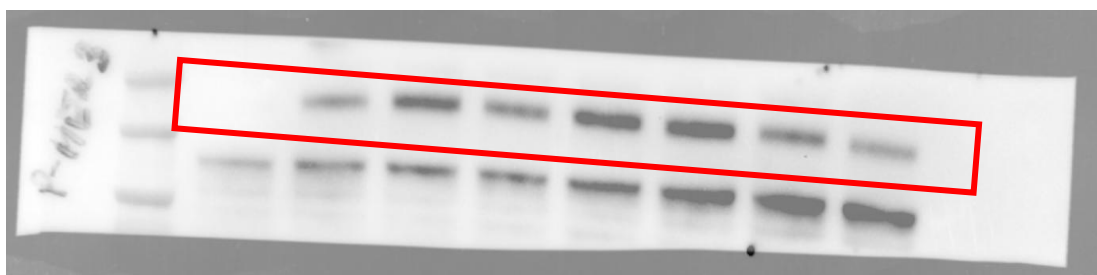

HER3

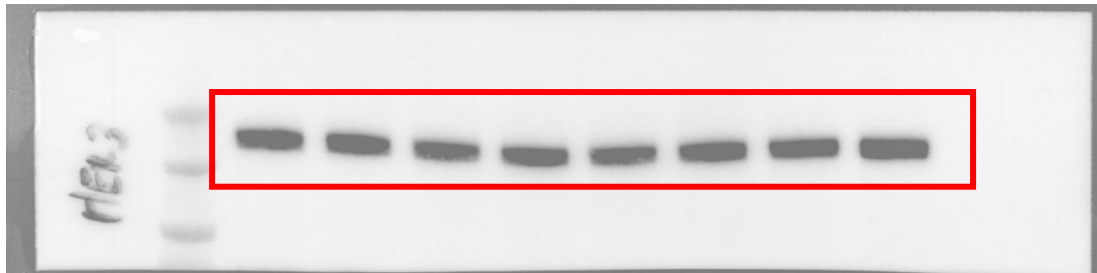

Full Unedited Blots for Figure 3C Continued

P-EGFR Y845

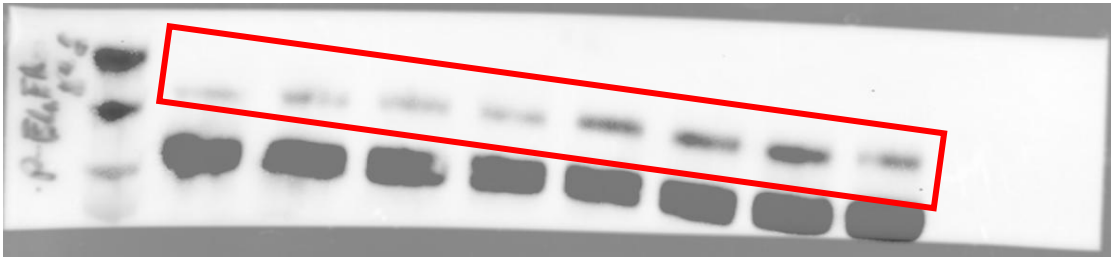

P-EGFR Y1173

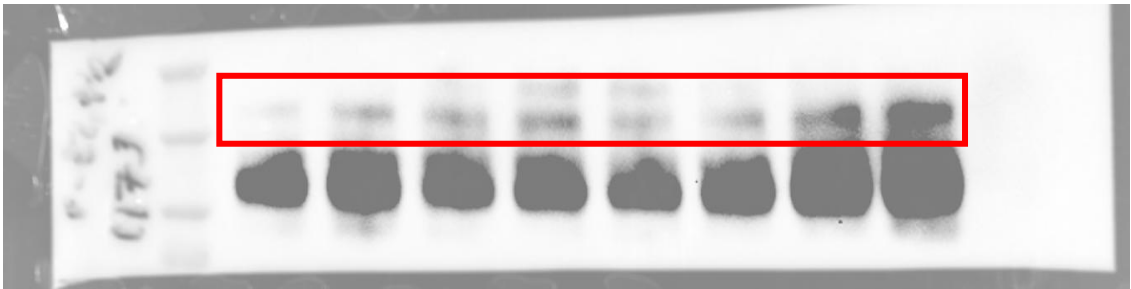

EGFR

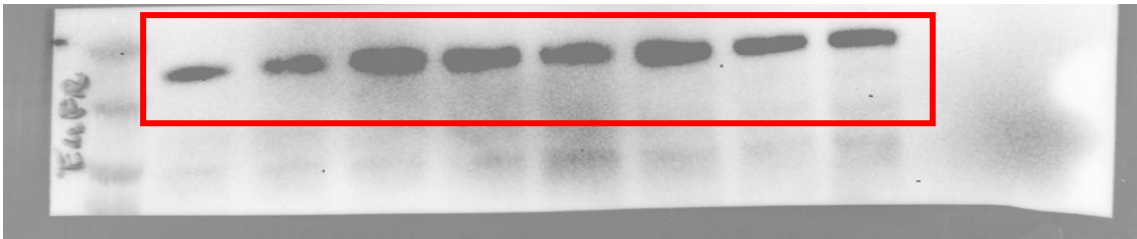

P-AKT

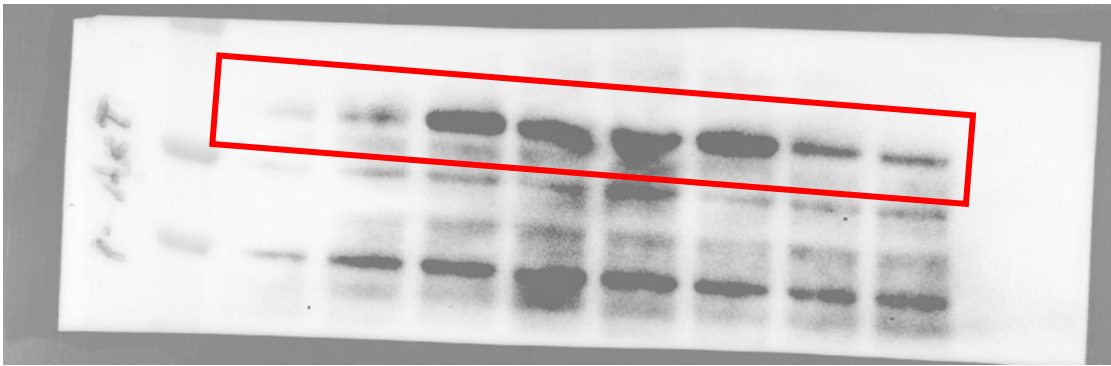

Full Unedited Blots for Figure 3C Continued

AKT

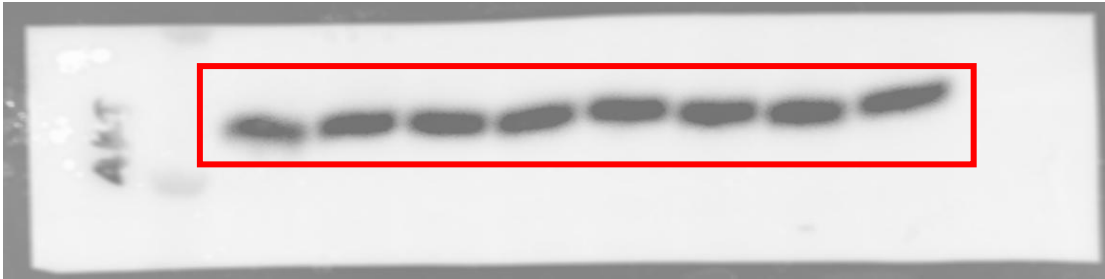

P-ERK

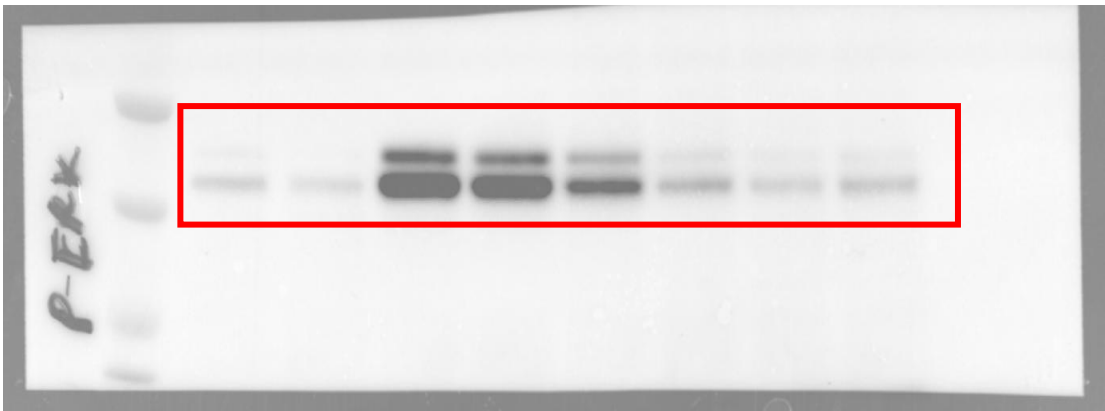

ERK

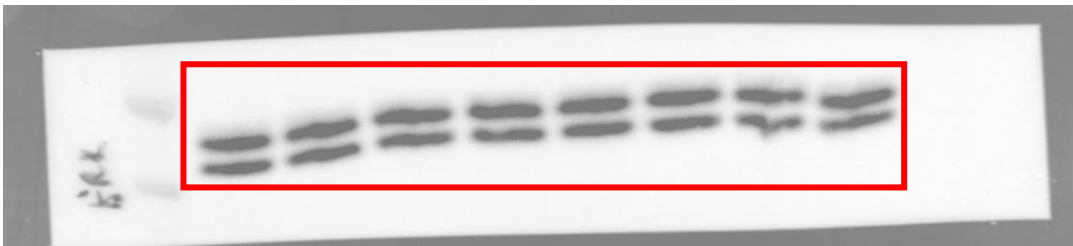

P-PLC

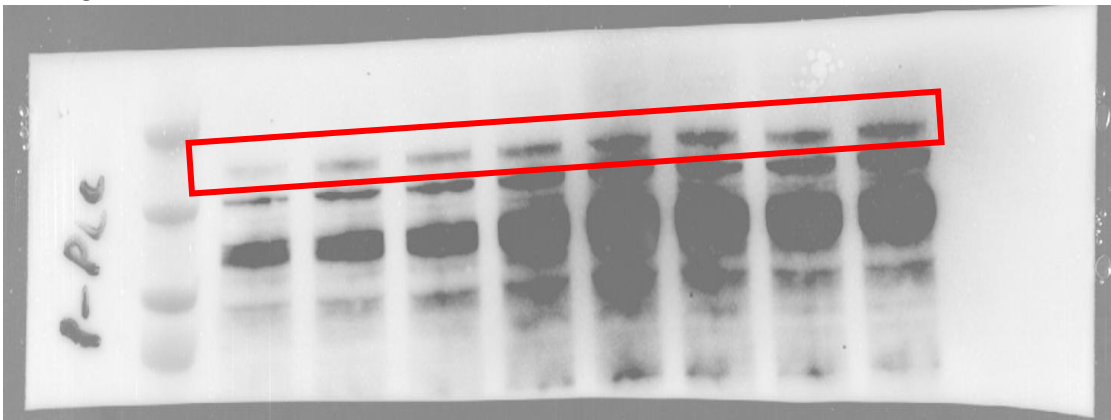

Full Unedited Blots for Figure 3C Continued

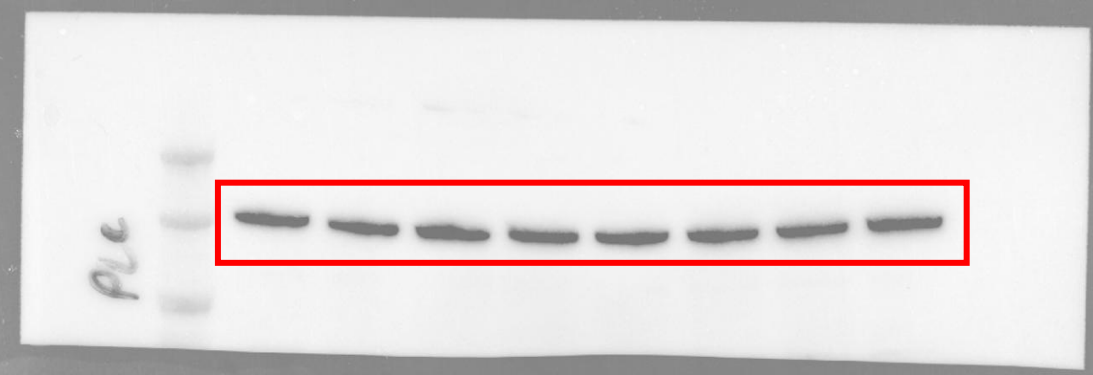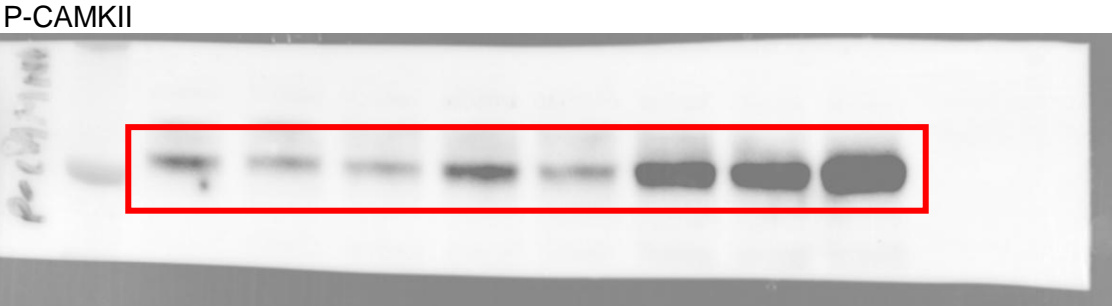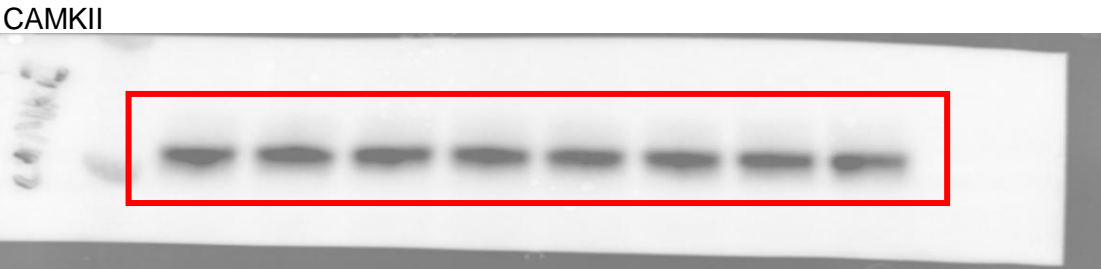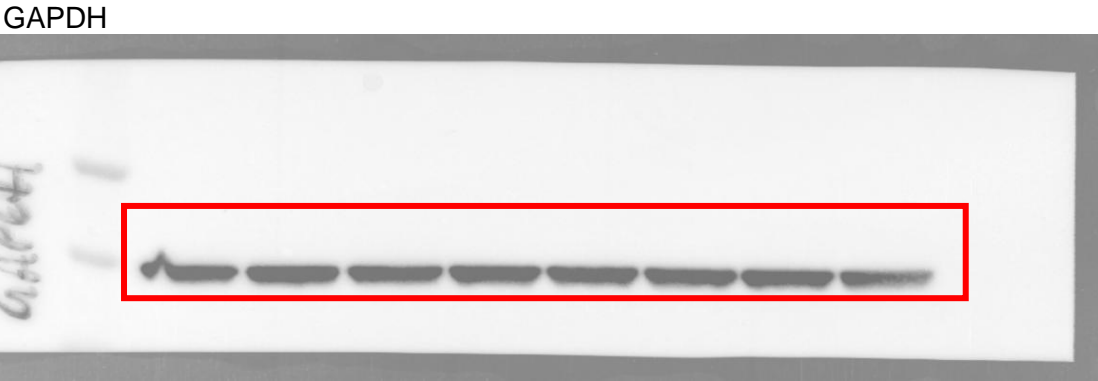

## Full Unedited Blots for Figure 4C

Recombinant Protein - HER3-FLAG

HER3

Lanes: HER3 input, HER3 IP, HER3 Post-IP

ASP input, ASPN IP, ASPN Post-IP

HER3+ASPN Input, HER3+ASPN IP, HER3+ASPN Post-IP

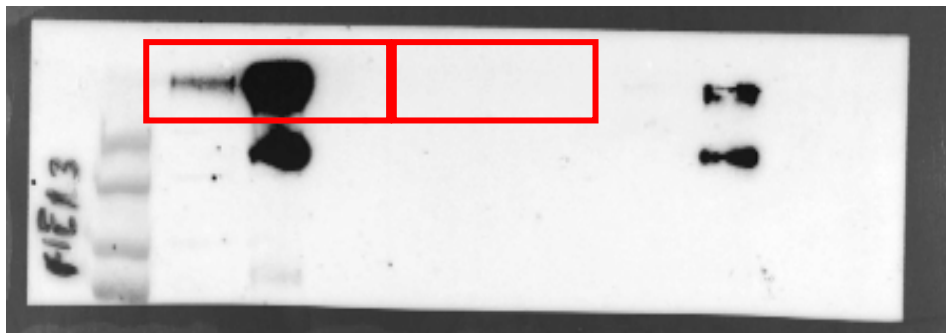

HER3 (exposed longer to draw out band)

Lanes: HER3 input, HER3 IP, HER3 Post-IP

ASP input, ASPN IP, ASPN Post-IP

HER3+ASPN Input, HER3+ASPN IP, HER3+ASPN Post-IP

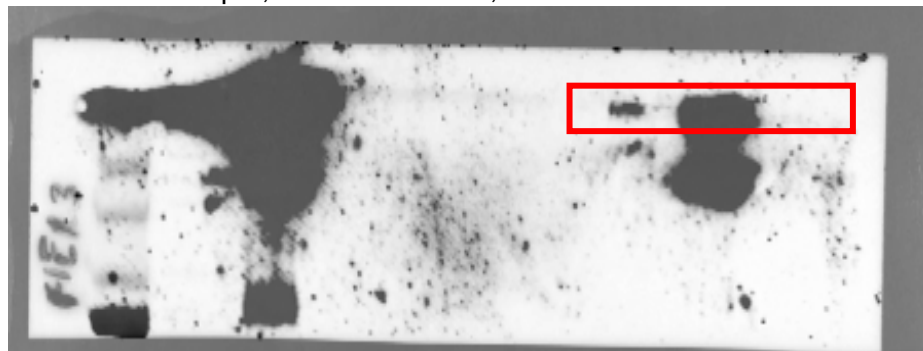

ASPN

Lanes: HER3 input, HER3 IP, HER3 Post-IP

ASP input, ASPN IP, ASPN Post-IP

HER3+ASPN Input, HER3+ASPN IP, HER3+ASPN Post-IP

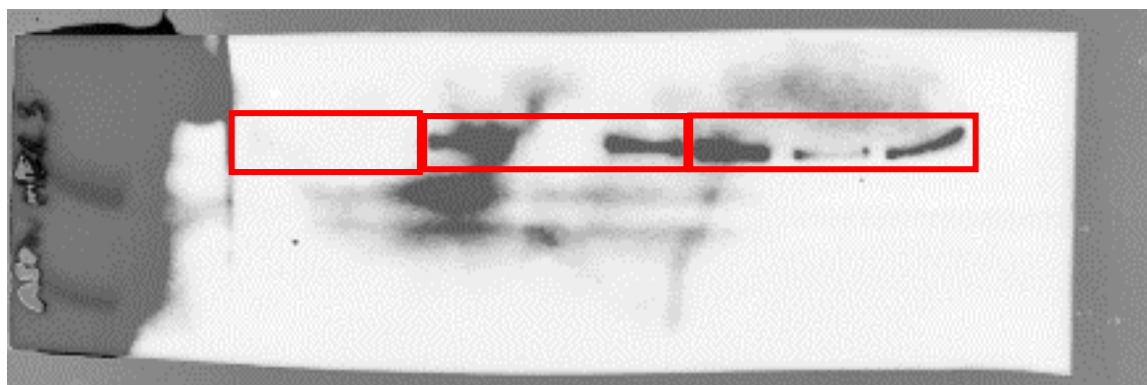

## Full Unedited Blots for Figure 4F

HEK293 HER3-FLAG

HER3

Lanes: HER3+EV Input, HER3+EV IP, HER3+EV Post-IP

HER3+ASPEN Input, HER3+ASPEN IP, HER3+ASPEN Post-IP

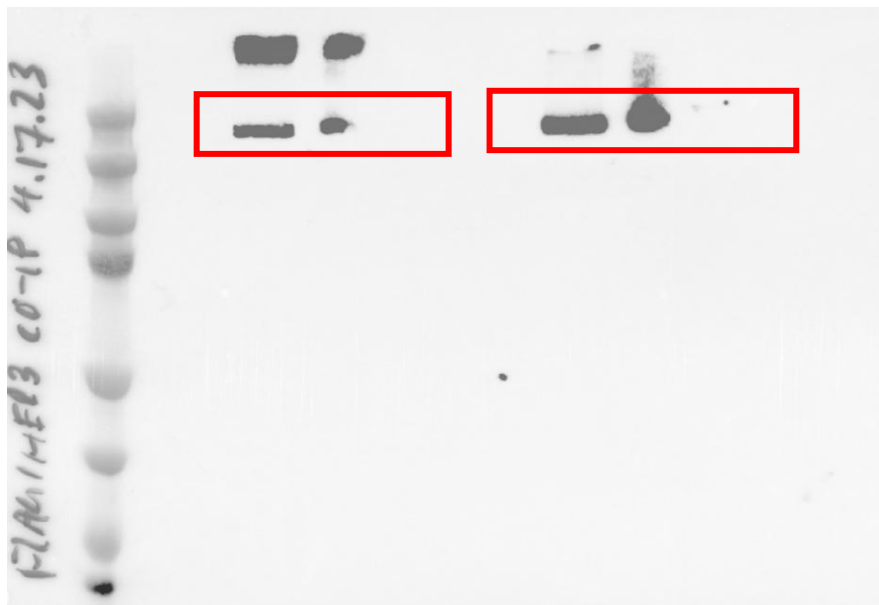

ASPEN

Lanes: HER3+EV Input, HER3+EV IP, HER3+EV Post-IP

HER3+ASPEN Input, HER3+ASPEN IP, HER3+ASPEN Post-IP

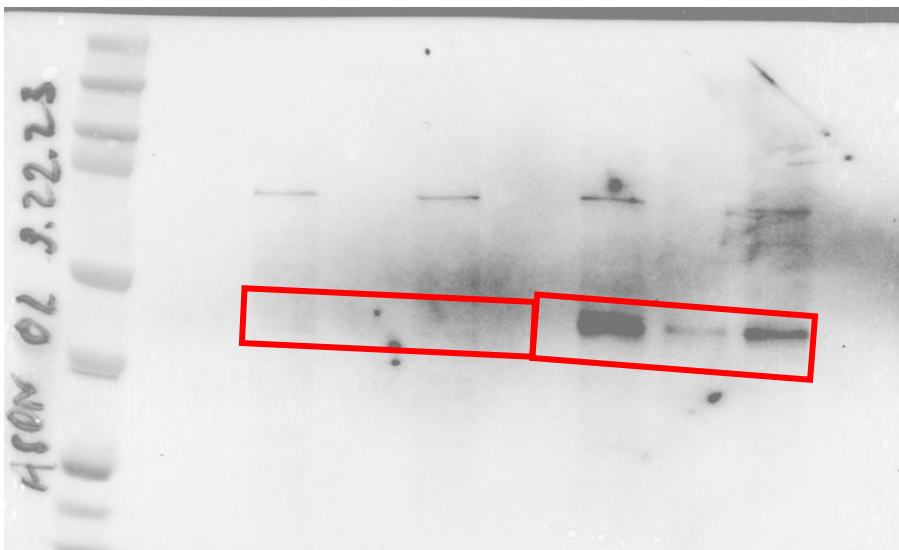

## Full Unedited Blots for Figure 4F Continued

HER2

Lanes: HER3+EV Input, HER3+EV IP, HER3+EV Post-IP

HER3+ASPEN Input, HER3+ASPEN IP, HER3+ASPEN Post-IP

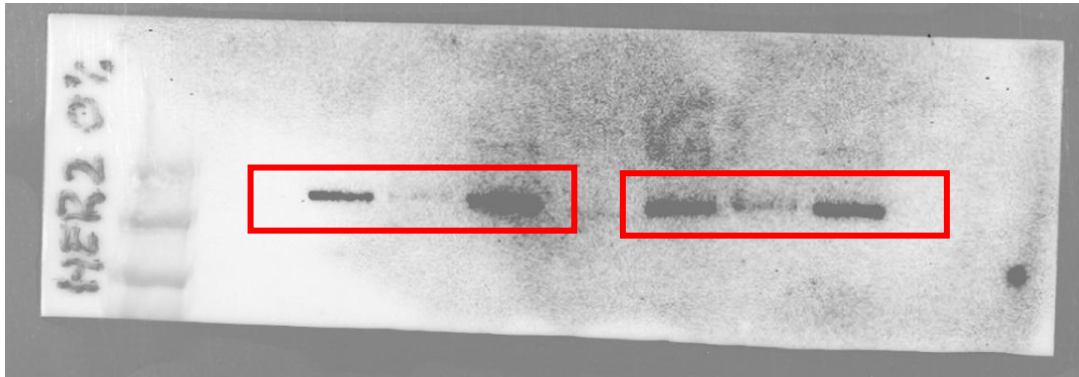

## Full Unedited Blots for Figure 4G

LNCaP HER3-FLAG

HER3

Lanes: HER3+EV Input, HER3+EV IP, HER3+EV Post-IP  
HER3+ASP Input, HER3+ASP IP, HER3+ASP Post-IP

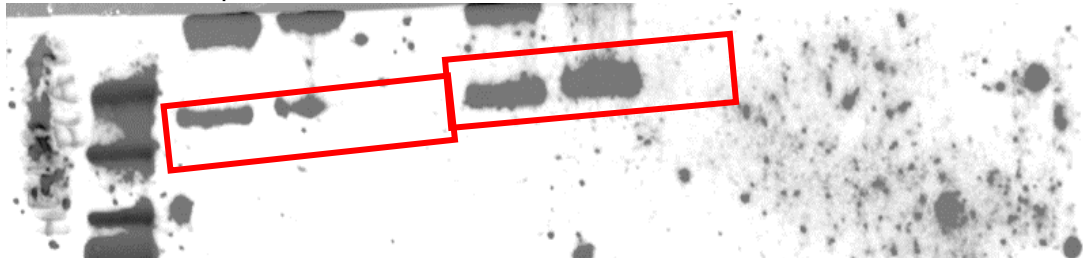

ASP

Lanes: HER3+EV Input, HER3+EV IP, HER3+EV Post-IP  
HER3+ASP Input, HER3+ASP IP, HER3+ASP Post-IP

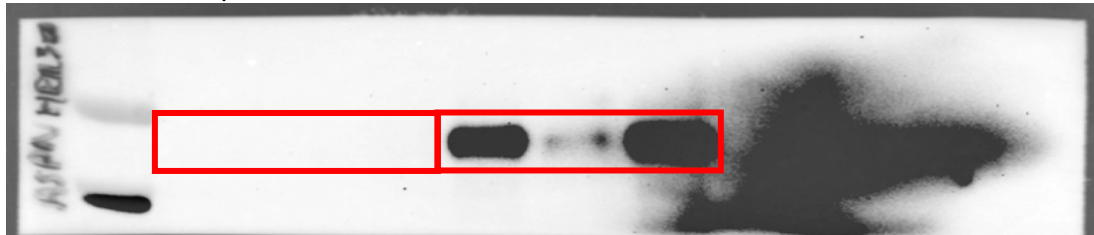

HER2

Lanes: HER3+EV Input, HER3+EV IP, HER3+EV Post-IP  
HER3+ASP Input, HER3+ASP IP, HER3+ASP Post-IP

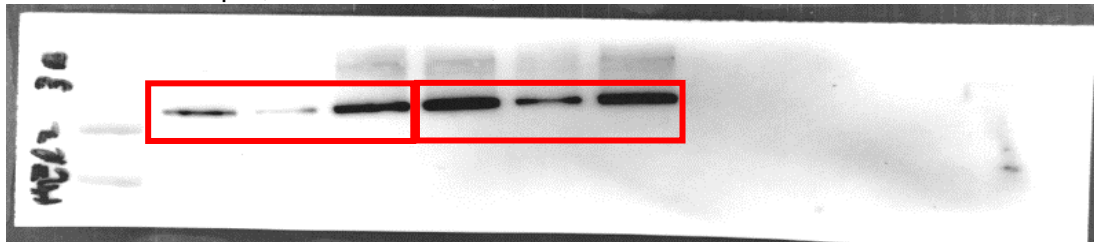

## Full Unedited Blots for Figure 4H

LNCaP HER2 KO HER3-FLAG

HER3

Lanes: HER3+EV Input, HER3+EV IP, HER3+EV Post-IP

HER3+ASP Input, HER3+ASP IP, HER3+ASP Post-IP

HER3+ASP+HER2 Input, HER3+ASP+HER3 IP, HER3+ASP+HER2 Post-IP

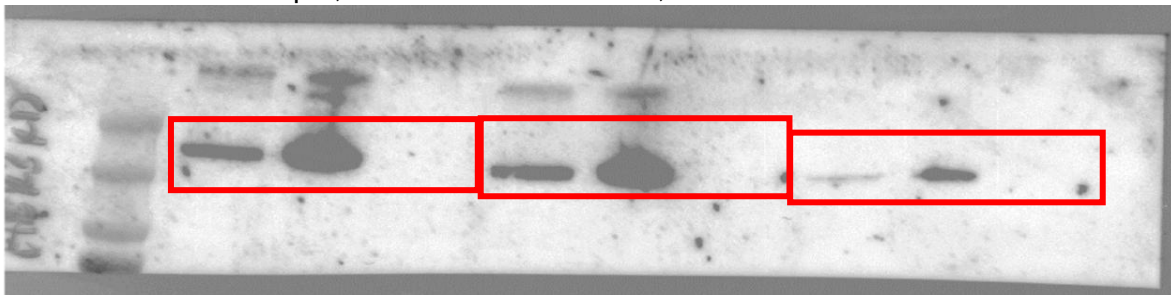

ASP

Lanes: HER3+EV Input, HER3+EV IP, HER3+EV Post-IP

HER3+ASP Input, HER3+ASP IP, HER3+ASP Post-IP

HER3+ASP+HER2 Input, HER3+ASP+HER3 IP, HER3+ASP+HER2 Post-IP

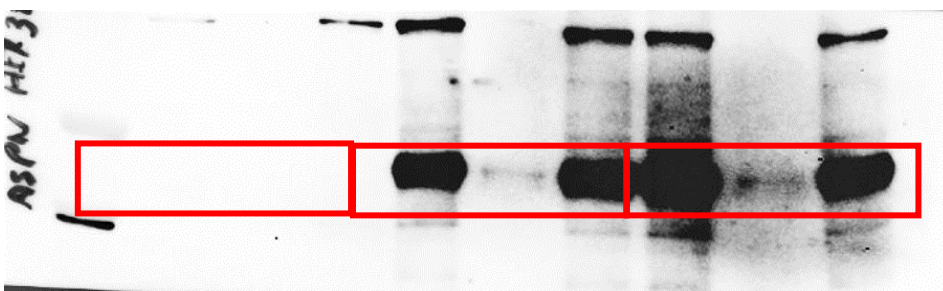

HER2

Lanes: HER3+EV Input, HER3+EV IP, HER3+EV Post-IP

HER3+ASP Input, HER3+ASP IP, HER3+ASP Post-IP

HER3+ASP+HER2 Input, HER3+ASP+HER3 IP, HER3+ASP+HER2 Post-IP

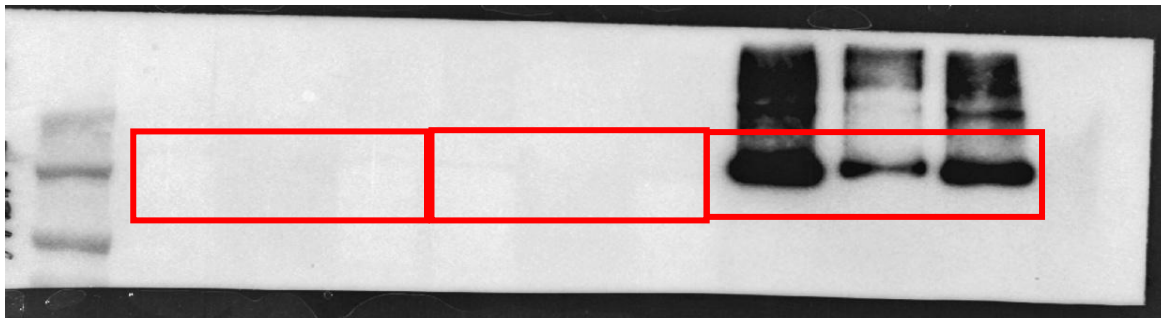

## Full Unedited Blots for Figure 4I

HEK293 HER3 $\Delta$ I-3xFLAG

HER3

Lanes: HER3 $\Delta$ I+EV Input, HER3 $\Delta$ I+EV IP, HER3 $\Delta$ I+EV Post-IP, HER3 $\Delta$ I+ASPEN Input, HER3 $\Delta$ I+ASPEN IP, HER3 $\Delta$ I+ASPEN Post-IP

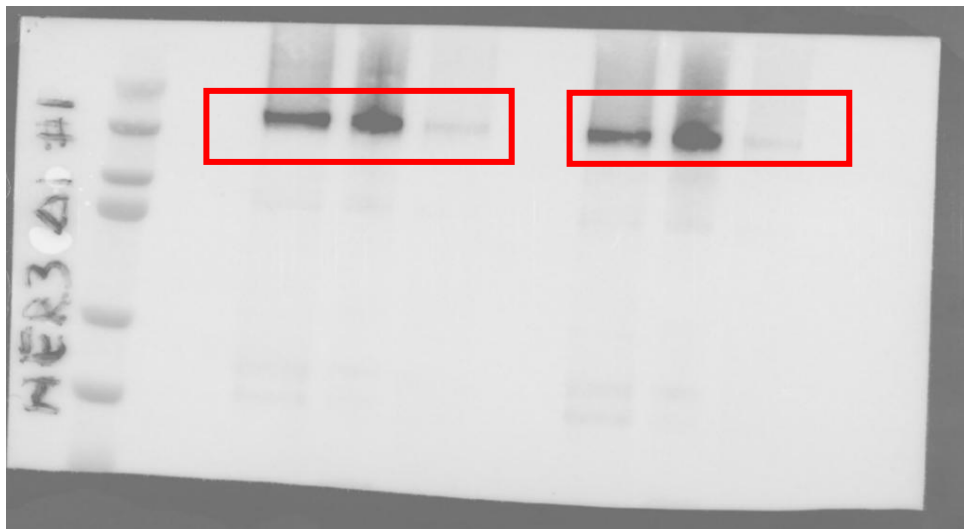

HER2

Lanes: HER3 $\Delta$ I+EV Input, HER3 $\Delta$ I+EV IP, HER3 $\Delta$ I+EV Post-IP, HER3 $\Delta$ I+ASPEN Input, HER3 $\Delta$ I+ASPEN IP, HER3 $\Delta$ I+ASPEN Post-IP

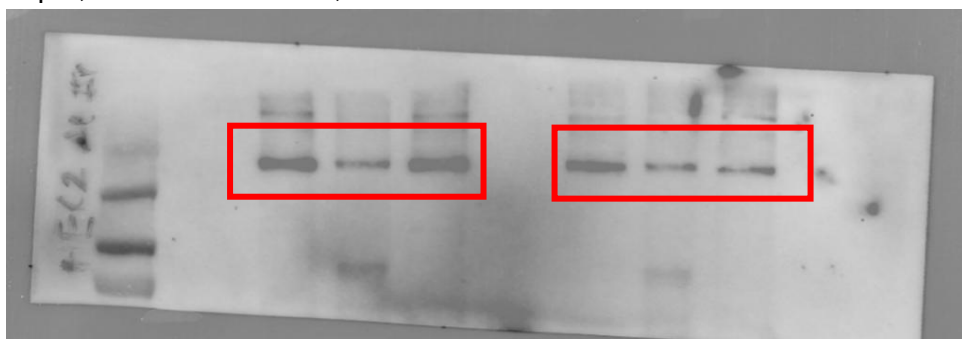

ASPEN

Lanes: HER3 $\Delta$ I+EV Input, HER3 $\Delta$ I+EV IP, HER3 $\Delta$ I+EV Post-IP, HER3 $\Delta$ I+ASPEN Input, HER3 $\Delta$ I+ASPEN IP, HER3 $\Delta$ I+ASPEN Post-IP

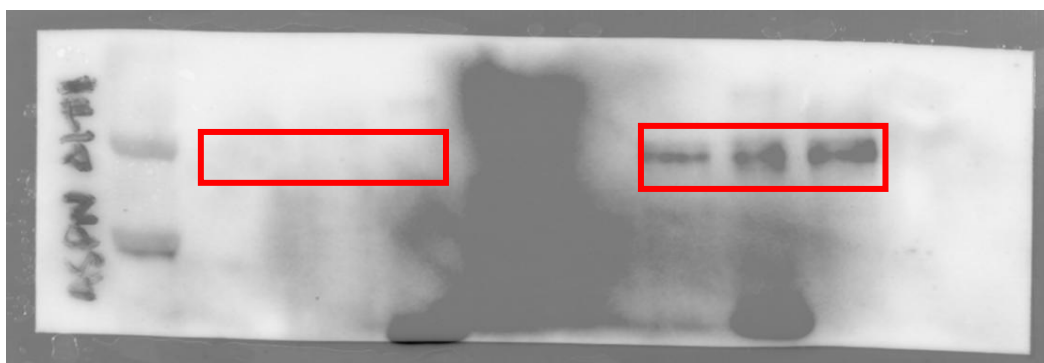

## Full and Unedited Blots for Figure 4J

HEK293 HER3 $\Delta$ III-3xFLAG

HER3

Lanes: HER3 $\Delta$ III+EV Input, HER3 $\Delta$ III+EV IP, HER3 $\Delta$ III+EV Post-IP, HER3 $\Delta$ III+ASP<sub>N</sub> Input, HER3 $\Delta$ III+ASP<sub>N</sub> IP, HER3 $\Delta$ III+ASP<sub>N</sub> Post-IP

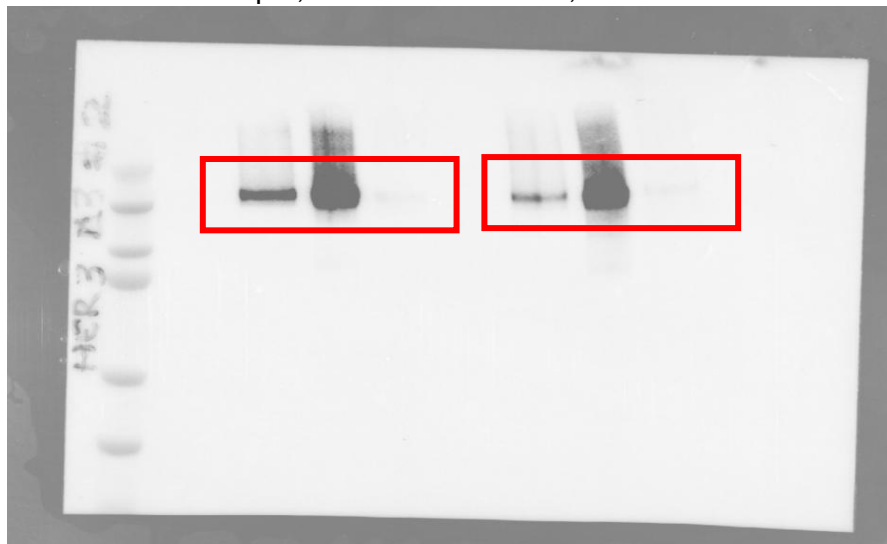

HER2

Lanes: HER3 $\Delta$ III+EV Input, HER3 $\Delta$ III+EV IP, HER3 $\Delta$ III+EV Post-IP, HER3 $\Delta$ III+ASP<sub>N</sub> Input, HER3 $\Delta$ III+ASP<sub>N</sub> IP, HER3 $\Delta$ III+ASP<sub>N</sub> Post-IP

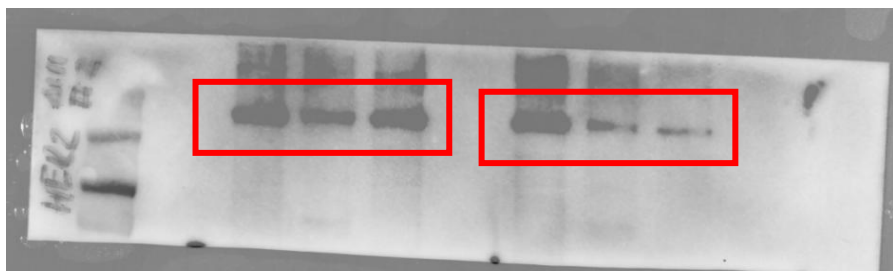

ASP<sub>N</sub>

Lanes: HER3 $\Delta$ III+EV Input, HER3 $\Delta$ III+EV IP, HER3 $\Delta$ III+EV Post-IP, HER3 $\Delta$ III+ASP<sub>N</sub> Input, HER3 $\Delta$ III+ASP<sub>N</sub> IP, HER3 $\Delta$ III+ASP<sub>N</sub> Post-IP

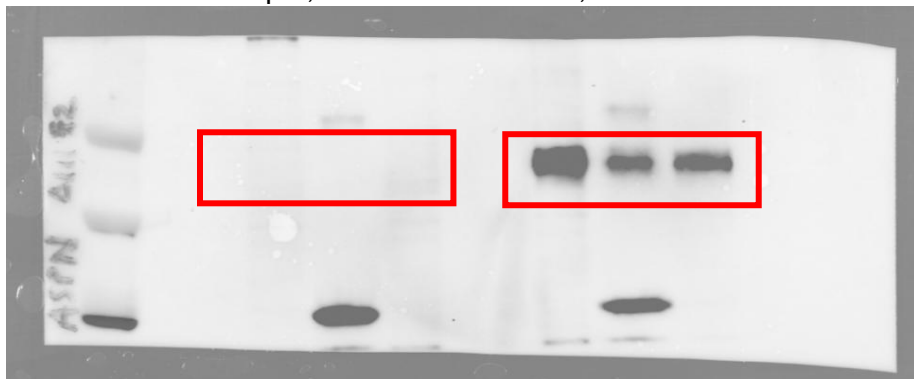

## Full and Unedited Figure 4K

HEK293 HER3ΔI/III-3xFLAG

HER3

Lanes: HER3Δ I/III + EV Input, HER3Δ I/III + EV IP, HER3Δ I/III + Post-IP, HER3Δ I/III + ASPN Input, HER3Δ I/III + ASPN IP, HER3Δ I/III + ASPN Post-IP, ASPN only Input, ASPN only IP, ASPN only Post-IP

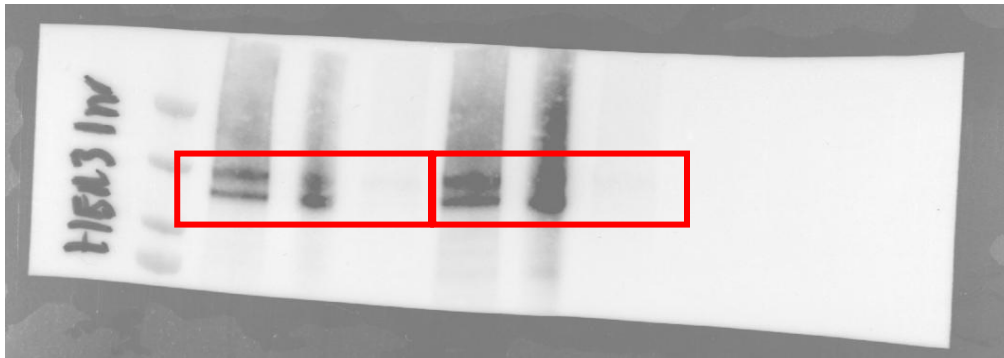

HER2

Lanes: HER3Δ I/III + EV Input, HER3Δ I/III + EV IP, HER3Δ I/III + Post-IP, HER3Δ I/III + ASPN Input, HER3Δ I/III + ASPN IP, HER3Δ I/III + ASPN Post-IP, ASPN only Input, ASPN only IP, ASPN only Post-IP

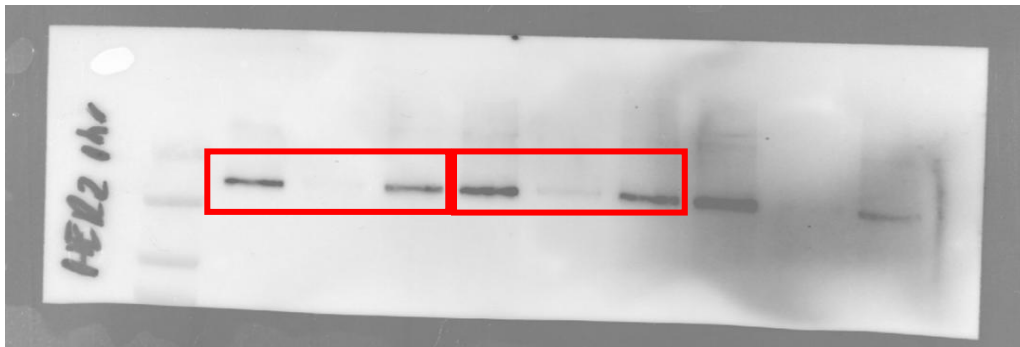

ASPN

Lanes: HER3Δ I/III + EV Input, HER3Δ I/III + EV IP, HER3Δ I/III + Post-IP, HER3Δ I/III + ASPN Input, HER3Δ I/III + ASPN IP, HER3Δ I/III + ASPN Post-IP, ASPN only Input, ASPN only IP, ASPN only Post-IP

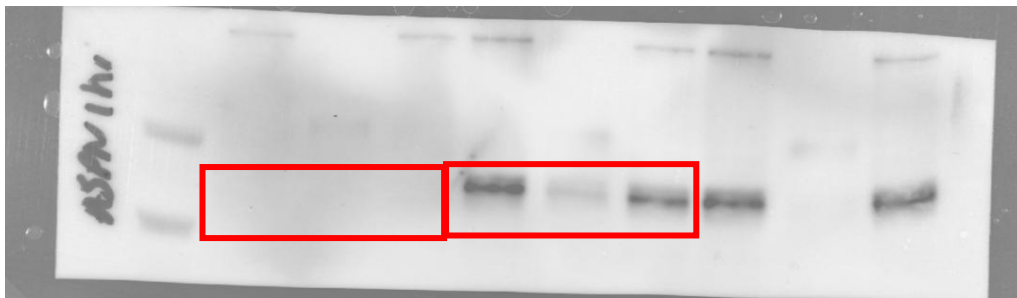

## Full and Unedited Blots for Figure 5A

HER3 TWT E11, HER3 TKD E3

Lanes: TWT 0, 5, 10, 15, 30, 60, KD 0, 5, 10, 15, 30, 60 unless noted

P-HER2

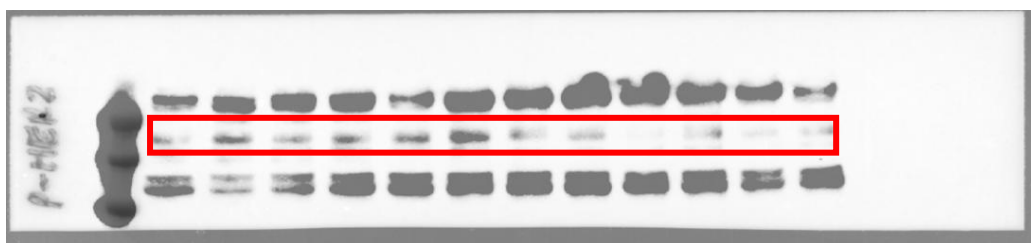

HER2

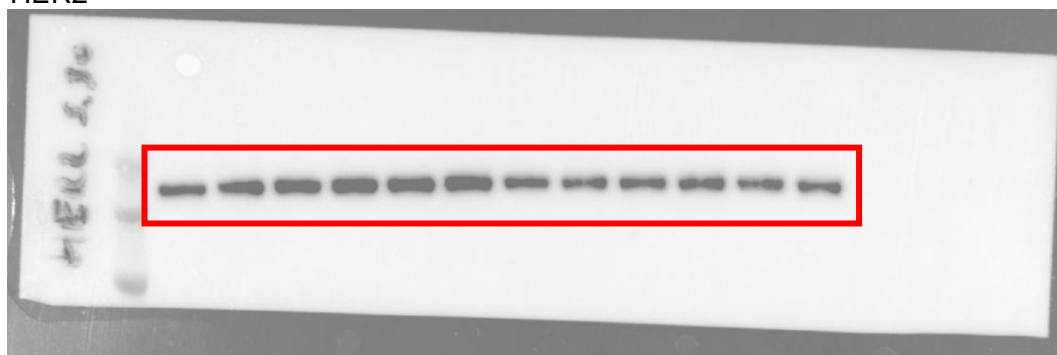

P-HER3

How the deposited data were processed for this re-analysis (not part of the article)

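RNA-Seq gene counts of the mouse prostate cancer line MyC-CaP were used for 9 libraries: 3 of time 0, 3 after 12 hours and 3 after 24 hours with 100 ng/mL recombinant mouse ASPN. The authors prepared TruSeq mRNA libraries, sequenced them as paired-end reads, aligned the reads with STAR to GRCm38 and counted reads per gene with featureCounts, and the deposited values are these raw counts for 15384 protein-coding genes, before any normalization. How the authors chose the genes in the table is not stated, and every gene had at least 1 count over the 9 libraries. The sample labels give ASPN as the treatment of all 9 libraries, and those labeled with 0 hours were used as time 0, as the paper uses them. Gene positions come from an annotation of the same assembly, GENCODE release M21 in place of the authors' M24, in which 15374 of the 15384 genes were found by identifier (99.9%) and 15242 had the same start and end (99.1%).

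The total counts of a library were 41881191 to 52993821 (median 44779129). A floor of 3 counts, used for lower bounds on fold changes, corresponds to 0.0566 to 0.0716 CPM. Analyses ran in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. For each of 3 comparisons (12 hours with time 0, 24 hours with time 0, and 24 with 12 hours), genes were filtered with filterByExpr, scaled with TMM factors and tested with edgeR's quasi-likelihood test without a block. Genes with a Benjamini-Hochberg adjusted p of 0.05 or less and a fold change of at least 1.5 were called. CPM values in the text are TMM scaled over the 9 libraries, and errors are SD over 3 libraries or the SE of the log2 fold change.

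The 10 gene lists were written by hand before the counts were examined and tested against all other tested genes with camera (inter-gene correlation 0.01), with adjustment over 30 tests. The curated gene sets that the paper used for GSEA were not used here. Libraries were clustered on the 500 most variable genes (log2 CPM with a prior count of 2).

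The genes named in the text follow a rule set in advance: the genes labeled in the MyC-CaP volcano plots, the receptors and ligands that the paper studies, the genes that its named signatures point to, and, at 12 and at 24 hours, the 3 highest and 3 lowest log2 fold changes among called genes with a mean of at least 50 normalized counts and no overlap between the groups. Members of the gene lists are named where few of them were called. Nrg1 and Shh are not among the genes of the table.

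Alternatives were DESeq2's Wald test, RLE factors, upper-quartile factors, no filter on low counts, at least 10 counts in every library, all 9 libraries in one fit, the replicate number as a block, limma-voom, edgeR's glmTreat at 1.5-fold, the adjusted p alone, leaving out each library in turn, and for the lists an inter-gene correlation estimated from the data. A correction for transcript length and GC content (loess offsets per library, span 0.3), this correction with the block, scaling without the 13 mitochondrial genes and total-count scaling were added after the data were seen. The pairing for the block comes from the replicate numbers in the sample labels. Whether same-numbered libraries deviate together was checked from the correlation of their deviations from the means of their times over all tested genes, and on the principal components.

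The calculations were tested on simulated data. Of 200 simulated changed genes among 11353, 96.5% were called, and 2 unchanged genes were called. A list of 24 shifted genes had a camera p of 6.4e-17 (limma). Of 1000 random lists of 25 genes, 4.8% had an unadjusted p under 0.05, and of 1000 lists of unchanged genes, 0%. A simulated length and GC bias led to 1967 unchanged genes being called, and 0 after the correction. Libraries of LNCaP cells and of NRG1β-treated cells were not analysed here.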

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

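The tests of a single aberrant library, of the hours in culture and of reads shared with nuclear copies were chosen only after the results were seen. The results in this part stand out because they differ between 12 and 24 hours in a direct test of the 2 times, and the mitochondrial genes also because the paper does not discuss them.

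Between 12 and 24 hours, 2924 genes were called by edgeR's quasi-likelihood test. With every library thinned to the smallest total 2926 were called, and after the correction for length and GC content 1348 were higher and 1311 lower, of which 2236 were among the 2924. Between time 0 and 24 hours, 3285 genes were called after thinning and 3027 after the correction, so neither depth nor transcript composition accounts for the larger number of calls at 24 hours than at 12 hours. For each comparison, 10 splits of the 6 libraries into groups of 3 exist, and 4 of them part all 3 same-numbered pairs. The real split was 1 of 4 with as many genes at 12 hours, 1 of 4 at 24 hours and 1 of 4 between 12 and 24 hours, and the highest count of another such split was 1, 0 and 0 genes. At an unadjusted p under 0.05, the real splits gave 2437, 8329 and 8350 genes, and the other splits 188 to 680, 21 to 105 and 34 to 69. The remaining 6 splits part 1 pair each and gave 0 genes. Since 4 splits cannot give a small share, grouping by accident is not excluded by this count alone. The cells of 24 hours also spent more hours in culture after the starvation, which cannot be told apart from the longer ASPN treatment.

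Of the gene lists, those whose mean differed from 12 to 24 hours (limma's camera test, Benjamini-Hochberg adjusted p of 0.05 or less) were ERK output (0.44), E2F-induced (0.59), FOXO-induced (-0.48), androgen receptor-induced (-0.29) and ATF4-induced (0.49). None of these 5 passed with the correlation between genes estimated from the libraries. The FOXO list holds genes that rise on growth factor withdrawal. Its genes went both ways from 12 to 24 hours, with 5 called lower and 2 called higher. With limma-voom the list did not pass either, so its lower mean cannot decide for or against longer withdrawal. The ATF4 list holds genes that respond to amino acid shortage, and the 9 libraries hold no untreated cells of 12 or 24 hours with which to tell hours in culture from ASPN.

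Single genes that differed from 12 to 24 hours (edgeR's quasi-likelihood test, both thresholds) were lower for Tnfaip3 (-0.72), Zc3h12a (-0.74), Tnfsf10 (-1.94), Fzd4 (-0.98), Dapk1 (-1.64), Wnt5a (-1.43), Klf2 (-2.41), Erbb2 (-0.99), Ccnd1 (-0.70), Gli1 (-0.88), Gper1 (-2.07), Timp4 (-1.61), mt-Atp6 (-3.98), mt-Nd2 (-5.95) and mt-Nd1 (-5.69). They were higher for Vcam1 (0.69), Tubb5 (1.23), Pla1a (2.17), Ccn1 (0.75), Rb1 (0.75), E2f1 (0.75), Nos2 (0.63) and Saa3 (3.41). The values of Gli1 at 12 and 24 hours overlap, and Gli1, Nos2 and Vcam1 each lost the call in 2 of the 6 analyses that left out 1 library. Under total-count scaling Vcam1 (0.47), Nos2 (0.41), Ccn1 (0.52), Rb1 (0.52) and E2f1 (0.53) fell short of a threshold, and after the length and GC correction Gli1 (-0.61) and Ccnd1 (-0.54, and -0.54 with the block as well) did. For Erbb2, scaling and transcript composition were tested at 24 hours relative to time 0. Its log2 fold change was -0.93 or lower under each of 4 scalings and was -0.67 after the correction for length and GC content. Neither explains all of it, and the hours in culture remain. So does a difference in preparation shared by the libraries of 24 hours, which was not tested.

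At 24 hours all 12 tested mitochondrial genes were called lower than at time 0, with a mean log2 fold change of -4.25 (-6.45 to -2.54), and all 12 were called lower than at 12 hours, with a mean of -4.02. Their share of the counts was 2.66% ± 0.052 (SD, n = 3) at time 0, 2.75% ± 0.11 (SD, n = 3) at 12 hours and 0.160% ± 0.045 (SD, n = 3) at 24 hours. Library scaling does not account for it, since the mean was -4.22 or lower under each of 4 scalings, and after the correction for length and GC content it was -3.77. It is not the effect of a single aberrant library, since 3 of 3 libraries of 24 hours had a lower mitochondrial share than every library of time 0. Several mitochondrial genes share most of their sequence with other annotated transcripts, but the genes with under 10% of their windows of 150 bases in another transcript had a mean of -4.36. Nuclear genes of the respiratory chain did not fall with them (0.32). At 12 hours the mean was -0.26, to which mt-Atp6 in 1 library of time 0 contributes. An effect of ASPN on mitochondrial transcripts may underlie the pattern. The hours in culture after the starvation, in a medium that is not stated, differ in the same way. ASPN treatment cannot be told apart from that explanation. A difference in RNA or library preparation shared by the 3 libraries of 24 hours was not tested. The test of a single aberrant library cannot detect it.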

How the results depend on the processing

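The thresholds, tests and lists, and all alternatives apart from total-count scaling, the length and GC correction (alone and with the block) and the scaling without mitochondrial genes, were set before the data were examined. The results below changed; the cause was not tested, except that the choice of scaling shifts all genes together, by a median log2 fold change of -0.24 at 24 hours and -0.22 between 12 and 24 hours under total-count scaling.

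The total counts of called genes moved by more than 1.5 times under 2 settings. With the adjusted p alone, 1178 genes (main 182) were called at 12 hours, 8119 (main 3298) at 24 hours and 8124 (main 2924) between 12 and 24 hours. With glmTreat these were 88 (88 higher and 0 lower; 152 and 8 at an unadjusted p under 0.05), 2101 and 1768. The 11 genes called lower at 12 hours became 5 with all 9 libraries in one fit, 7 with DESeq2, 18 with no filter, 18 after the length and GC correction, 396 with the adjusted p alone and 4 to 15 over the fits that each left out 1 library. With the adjusted p alone 782 were higher at 12 hours, 3938 higher and 4181 lower at 24 hours, and 4073 and 4051 between 12 and 24 hours, and with glmTreat 841 and 1260 at 24 hours and 654 and 1114 between. The share of higher calls was 41.7% at 24 hours (1374 higher, 1924 lower), 18.8% under total-count scaling (698 and 3008), 50.0% after the length and GC correction (1514 and 1513) and 40.5%, 14.6% and 50.7% between 12 and 24 hours (1184 and 1740, 484 and 2830, 1348 and 1311). With the block and the correction together, the split was 1484 and 1490 at 24 hours. Of the 3298 genes, 2622 were also called under total-count scaling and 2588 after the correction.

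With the inter-gene correlation estimated from the libraries, the means stay and the lists no longer pass for ERK (0.26 at 12 hours, 0.68 at 24 hours, 0.44 between), E2F (0.65 at 24 hours, 0.59 between), FOXO between 12 and 24 hours (-0.48), androgen receptor (-0.30 at 24 hours, -0.29 between) and ATF4 (0.58 and 0.49). The mean of the NF-kB list at 24 hours is 3.36 under this setting too, and its test carries no weight under any setting, since the list was written with the paper's calls on these libraries in view. With limma-voom, ERK (0.67 at 24 hours, 0.44 between), FOXO between (-0.48) and androgen receptor (-0.30 at 24 hours, -0.30 between) no longer pass, and E2F (0.073) and ATF4 (0.11) at 12 hours do. After the length and GC correction, alone or with the block, YAP/TAZ (0.34 and 0.34) and FOXO (-0.42 and -0.42) at 24 hours pass, and SREBP2 (-0.011 and -0.010) and androgen receptor (-0.0059 and -0.0055) at 12 hours change sign. Without a filter Hedgehog becomes 0.39 at 12 hours and 0.13 at 24 hours, and FOXO at 24 hours (-0.47) passes. With at least 10 counts in every library the interferon list between 12 and 24 hours is -0.047, and with upper-quartile factors SREBP2 at 12 hours is -0.0034. Under total-count scaling YAP/TAZ at 24 hours is -0.048, interferon between 12 and 24 hours -0.17, SREBP2 -0.0099 at 12 hours, -0.077 at 24 hours and -0.067 between, androgen receptor at 12 hours -0.0033, and FOXO at 24 hours passes (-0.69). Over the fits that each left out 1 library, the lists that changed were E2F at 12 hours (0.032 to 0.12), Hedgehog at 12 hours (-0.17 to 0.027), interferon between (-0.077 to 0.11), SREBP2 at 12 hours (-0.027 to 0.031), FOXO at 24 hours (-0.48 to -0.42) and between (-0.49 to -0.47), androgen receptor at 12 hours (-0.0026 to 0.036) and ATF4 at 12 hours (0.078 to 0.13).

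Single genes changed sign at 12 hours for mt-Nd1 (-0.032 after the correction, -0.032 with the block as well, -0.0063 under total-count scaling, -0.013 to 0.044 with 1 library left out), Erbb3 (-0.013 to 0.093), Map2k1 (-0.0078 to 0.085) and mt-Atp6 (-2.95 to 0.10), each with 1 library left out. Under total-count scaling Map2k1 is -0.083 at 24 hours, and between 12 and 24 hours Relb is -0.19, Nfkb2 -0.20, Map2k1 -0.10 and Ccn2 -0.045. With 1 library left out Relb is -0.064 to 0.12 and Nfkb2 -0.042 to 0.080 between 12 and 24 hours. At 12 hours the zinc finger genes have a mean of 0.033 with DESeq2, 0.041 without a filter and -0.020 to 0.0061 with 1 library left out, nuclear respiratory chain genes -0.016 to 0.0044, and mitochondrial genes without a nuclear copy -0.011 with upper-quartile factors, -0.00079 with all 9 libraries in one fit, -0.051 after the correction, -0.049 with the block as well, -0.017 under total-count scaling and -0.058 to 0.045 with 1 library left out. For the named genes, 283 of 292 values of the alternatives set in advance kept direction and side of the thresholds at 12 hours (9 weaker), 279 of 284 at 24 hours (3 weaker, 2 stronger) and 287 of 295 between (8 stronger); with the alternatives added later 141 of 145 (1 weaker, 3 reversed), 134 of 141 (3 weaker, 3 stronger, 1 reversed) and 130 of 145 (8 weaker, 3 stronger, 4 reversed), and with 1 library left out 202 of 222 (14 weaker, 6 reversed), 209 of 216 (1 weaker, 6 stronger) and 207 of 222 (6 weaker, 4 stronger, 5 reversed).

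With the replicate number as a block, 172, 3247 and 2926 genes were called. Erbb4 and Aspn are at the floor and their changes cannot be measured at this depth.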

Differences from the paper's values

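Of the named genes, 19 are in the paper's table for 12 hours and 17 in the available part of that for 24 hours. Of their log2 fold changes, 0 differed from the paper's in sign or by more than the larger error. The table for 24 hours is ordered by log2 fold change, and its 1325 lowest genes were not available. The most strongly lower genes of 24 hours were therefore not compared. The largest differences in log2 fold change were 0.50 and 0.27. For Tnf at 12 hours (SE 1.09) this comparison cannot test the value. With 0 counts in every library of time 0, its fold change is known only as a lower bound.

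Of the paper's 181 genes at 12 hours, 5 were not called here because they were removed by the filter on low counts (Acod1, Fam83c, Clca3a2, Ccl2 and Map3k19). With no filter all 5 were called, with DESeq2 4 of them, and with all 9 libraries in one fit 3 of them. Of the 1998 genes available of the paper's table for 24 hours (all 1435 higher genes and 563 of the 1888 lower genes), 88 were not called, 39 because they were not tested and 49 because they fell short of a threshold. With DESeq2 75 of the 88 were called, with RLE factors 49, with upper-quartile factors 49, with no filter 39, with all 9 libraries in one fit 8, with limma-voom 4 and with the replicate block 4, and each of the 88 was called under at least 1 of these settings. The remaining 1325 genes of the paper's table were not available for comparison. Tnf at 24 hours is in the paper's table and was not tested here. It was called with DESeq2, with no filter and with all 9 libraries in one fit, but with 0 counts in every library of time 0 its fold change is known only as a lower bound, at least 4.73-fold higher.

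The paper states that a Sonic Hedgehog activation signature is enriched at 24 hours. The 4 tested genes of the Hedgehog list had a mean log2 fold change of -0.82 here (limma's camera test on edgeR counts, Benjamini-Hochberg adjusted p = 0.083, and 0.079 to 0.40 over its alternatives), with 3 of 4 genes lower. With no filter, 7 genes of the list had a mean of 0.13. The paper's gene set was not used here, and the 2 lists need not hold the same genes. Of the 4 tested genes, Sufu and Cdon are pathway components rather than standard genes that the pathway induces. The mean of -0.82 therefore cannot weigh against the paper's signature.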

Other observations

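The tests of bacterial endotoxin, of the ribosomal protein genes and of the zinc finger genes were chosen only after the results were seen.

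The NF-kB list of inflammatory genes was higher at 12 hours, and a candidate explanation is bacterial endotoxin in the recombinant protein. Endotoxin was tested with the type I interferon-induced list, which endotoxin can also induce, and its mean log2 fold change at 12 hours was 0.28 with 9 of 13 genes higher. Endotoxin cannot be told apart from an effect of ASPN, since genes of this list need not respond to it in these cells. No library with heated or control protein is among the 9.

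Ribosomal protein genes rose at 24 hours, with a mean log2 fold change of 0.75 over 92 genes, of which 77 were called higher and 0 lower (80 and 5 at an unadjusted p under 0.05). Their share of the counts went from 8.44% ± 0.24 (SD, n = 3) at time 0 to 13.6% ± 0.43 (SD, n = 3). The lowest mean over 4 scalings was 0.53 and the mean after the length and GC correction was 0.69. Zinc finger protein genes (Zfp) fell at 24 hours, with a mean of -0.47 over 305 genes, of which 123 were called lower and 24 higher. The highest mean over 4 scalings was -0.44, and it was -0.44 after the length and GC correction. Reads shared with paralogs or pseudogenes were not tested for these families, and ASPN and the hours in culture cannot be told apart for either. Nor was a difference in preparation shared by the libraries of 24 hours tested.

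In the paper's tables for LNCaP cells, 131 genes are listed at 12 hours (the paper's count; 61 higher and 70 lower) and 368 at 24 hours (169 higher and 199 lower). By gene symbol, 55 of the 131 were tested in MyC-CaP cells, of which 31 had the same sign (56.4%) and 1, Ikbke, was called, with a log2 fold change of 0.68 against the paper's 0.72 in LNCaP cells; Ikbke was singled out after its value was seen. At 24 hours 150 were tested, 82 had the same sign (54.7%) and 66 were called, 31 in the same direction. No gene of the NF-kB list (0) is in the paper's LNCaP table of 12 hours, and 2 are in that of 24 hours. Tnfaip2 was higher in both cell lines (0.92 in the paper's LNCaP values, 3.04 here). Lcn2 was lower in LNCaP cells (-1.04) and higher here (4.39). The paper left out 1 LNCaP replicate of time 0 for its quality. No test of the shares of genes with the same sign was made.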
